# Targeted Bmal1 restoration in muscle prolongs lifespan with systemic health effects in aging model

**DOI:** 10.1172/jci.insight.174007

**Published:** 2024-10-01

**Authors:** Miguel A. Gutierrez-Monreal, Christopher A. Wolff, Eduardo E. Rijos, Mark R. Viggars, Collin M. Douglas, Vishwajeeth Pagala, Junmin Peng, Liam C. Hunt, Haocheng Ding, Zhiguang Huo, Fabio Demontis, Karyn A. Esser

**Keywords:** Muscle biology, Skeletal muscle

## Abstract

Disruption of the circadian clock in skeletal muscle worsens local and systemic health, leading to decreased muscle strength, metabolic dysfunction, and aging-like phenotypes. Whole-body knockout mice that lack *Bmal1*, a key component of the molecular clock, display premature aging. Here, by using adeno-associated viruses, we rescued *Bmal1* expression specifically in the skeletal muscle fibers of *Bmal1*-KO mice and found that this engaged the circadian clock and clock output gene expression, contributing to extended lifespan. Time course phenotypic analyses found that muscle strength, mobility, and glucose tolerance were improved with no effects on muscle mass or fiber size or type. A multiomics approach at 2 ages further determined that restored muscle *Bmal1* improved glucose handling pathways while concomitantly reducing lipid and protein metabolic pathways. The improved glucose tolerance and metabolic flexibility resulted in the systemic reduction of inflammatory signatures across peripheral tissues, including liver, lung, and white adipose fat. Together, these findings highlight the critical role of muscle *Bmal1* and downstream target genes for skeletal muscle homeostasis with considerable implications for systemic health.

## Abstract 2

Our findings underscore the critical role of the circadian clock in skeletal muscle function and metabolism and highlight the key role of skeletal muscle in systemic health and aging

## Introduction

The circadian clock is a molecular timer found in virtually all cells of the body and contributes to the regulation of a daily program of gene expression influencing cell physiology (1). The positive arm of the clock is composed by the PAS domain helix-loop-helix transcription factors BMAL1 and CLOCK, which heterodimerize to activate the expression of the negative limb clock genes, *Period* (*Per1-3*) and *Cryptochrome* (*Cry1-2*). PER and CRY proteins heterodimerize, translocate to the nucleus, and inhibit the activity of BMAL1-CLOCK heterodimer, creating a cycle that takes about 24 hours to be completed (2, 3). The nuclear receptors ROR and NR1D1-2 comprise a secondary feedback loop that activates or represses, respectively, the expression of *Bmal1* gene by acting on ROR-binding elements within its promoter (4). In addition to timing, BMAL1-CLOCK contributes to cell and tissue homeostasis through the regulation of a daily transcriptional program, called clock output, that is important for cell-specific physiology and metabolism. While the core clock factors are common across cells, the clock output is tissue specific, and in skeletal muscle, clock output has been shown to be important for glucose metabolism as well as muscle structure and function (5–8).

Mice that lack expression of the *Bmal1* gene globally (*Bmal1*^–/–^ mice, herein referred to as *Bmal1*-KO mice) have been used as a model of premature aging because of their shortened median lifespan of approximately 37 weeks and various age-related health problems (9–11). An early study of *Bmal1* rescue in the *Bmal1*-KO mouse was focused on defining the tissue responsible for restoring rhythmic behavior (12). This study found that restoring *Bmal1* in the brain, but not skeletal muscle, was required for circadian behavior. While the authors did not test lifespan, they found that restoring *Bmal1* to skeletal muscle resulted in increased voluntary wheel activity, and they noted that those mice were not dying as early as the *Bmal1*-KO mice (12). Koronowski et al. in 2019 used a conditional gene trap approach to generate *Bmal1*-stop-FL mice (*Bmal1*-KO mice) that exhibited similar shortened lifespan (13). Using this *Bmal1*-stop-FL KO mouse, they rescued endogenous *Bmal1* expression in several tissues, including liver, brain, and epidermis, with no detectable effects on the survival of the *Bmal1*-stop-FL KO mouse (13–15). Most recently, Smith et al. in 2023 successfully restored the expression of *Bmal1* in the skeletal muscle of the *Bmal1*-stop-FL KO mouse and found an improvement in glucose metabolism. However, the impact on lifespan was not tested (16).

In this study we found that targeting the reexpression of *Bmal1* to skeletal muscle using an adeno-associated virus (AAV) delivery system in the global *Bmal1*-KO mouse was sufficient to markedly improve the lifespan in male mice. Using deep systemic and muscle phenotyping with multiomics analyses, we determined that expression of *Bmal1* from the AAV vector was sufficient to engage the core clock and key clock output genes in muscle, and this led to restoring muscle strength without affecting fiber size or type. Additional improvements include increased cage activity and improved glucose tolerance as well as metabolic flexibility accompanied by a decline in markers of systemic inflammation. The outcomes of this study highlight the important contributions of *Bmal1*, and likely key clock output genes, to healthy skeletal muscle. In addition, our findings point to the importance of healthy skeletal muscle for systemic health and lifespan.

## Results

### AAV9-mediated Bmal1 gene delivery into the skeletal muscle engages the muscle clock in global Bmal1-KO mice.

We systemically infected *Bmal1*-KO pups at postnatal day 5 with an AAV9-*Bmal1* vector that expresses hemagglutinin-tagged (HA-tagged) *Bmal1* cDNA under the control of the constitutive muscle-specific promoter, CK6 (Figure 1A). We first measured the protein levels of BMAL1 in the skeletal muscle of 10-week-old *Bmal1*-KO mice using antibodies against HA tag and BMAL1 (Figure 1B). We detected BMAL1-HA expression in gastrocnemius, tibialis anterior (TA), extensor digitorum longus (EDL), and quadriceps muscles whereas HA expression in soleus or diaphragm was undetectable, consistent with previous reports using the CK6 promoter (17, 18) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.174007DS1). We did not detect expression in the heart or liver, consistent with previous reports (17, 19, 20) (Figure 1B). We also tested lung and stomach samples, 2 tissues rich in smooth muscle cells, and we did not detect expression of HA (Supplemental Figure 1A). Using the BMAL1 antibody, we compared the level of expression of the transgene in KO+AAV with WT control muscle at a peak time for *Bmal1* expression (Zeitgeber time 1, ZT1). We found that in our mice we obtained on average approximately 25% of the expression levels found in WT muscles (range 16% to 34%). The expression of BMAL1 protein was also evident by immunohistochemical analysis of TA cryosections (Figure 1C). As expected, the expression of *Bmal1* in the KO+AAV muscle sections was detected in the muscle fiber nuclei within dystrophin staining, similar to WT muscle. Last, we compared the viral genome copy numbers in different muscle samples at 10 weeks of age, approximately 9 weeks after systemic infection, by real-time quantitative PCR (qPCR) (Supplemental Figure 1B). We found vector copies in each muscle tested. The TA, gastrocnemius, and quadriceps muscles had approximately 20,000 viral copies/μg genomic DNA, and the viral levels in the soleus were about 20 times lower. Liver and heart tissue had more copies than skeletal muscles, 28- and 6-fold compared with TA, respectively, but no protein was detected because the CK6 promoter is not active in those tissues (Figure 1B). These results validate the use of systemic delivery of AAV-CK6-*Bmal1*-HA as a model for skeletal muscle–specific *Bmal1* expression in the *Bmal1*-KO mouse.

We next asked whether the constitutive expression of BMAL1 from the CK6 promoter after birth is sufficient to engage the expression of core circadian clock factors as well as known clock output genes in muscle. Gastrocnemius muscles from 10-week-old WT, *Bmal1*-KO, and *Bmal1*-KO+AAV mice were collected at ZT1. We analyzed a total of 14 core clock factors and well-defined muscle-specific clock output genes by qPCR (Figure 1, D and E). For the core clock genes, we found that *Bmal1* transduction after birth was sufficient to reengage expression of most, but not all, of the core clock genes in the direction of WT muscle. This included upregulation of *Per3*, *Per2*, *Rora*, *Nr1d1*, and *Nr1d2* with downregulation of *Cry1*, *Clock*, and *Npas2* when compared with the expression in *Bmal1*-KO. Analysis of well-defined clock output genes showed that the expression levels of *Dbp*, *Tcap*, and *Mylk4* was upregulated while *Myod1* was downregulated relative to *Bmal1*-KO muscle. Thus, except for negative limb components (i.e., *Per1* and *Cry2*), rescuing the expression of *Bmal1* in the skeletal muscle of *Bmal1*-KO mice was sufficient to engage the expression of core clock components and of well-defined clock output genes similar to what is seen in WT muscle.

To address if the expression of AAV-*Bmal1* in the muscle of *Bmal1*-KO muscle was sufficient to induce a synchronized pattern of circadian clock gene expression, we compared gene expression at 2 time points, ZT1 and ZT13. At these time points, if the clocks were synchronized across all the cells in the muscle tissue, we would see time of day differences in the expression of *Per1*, *Per2*, *Per3*, *Cry2*, *Dbp*, and *Nr1d2* mRNAs (Supplemental Figure 1C). However, we did not see any notable time of day difference in core clock and clock output gene expression in the muscles of the KO+AAV mice, as seen in the WT muscle (Supplemental Figure 1C).

We next performed targeted ChIP-qPCR to determine if BMAL1 binds to known clock gene promoters in the KO+AAV muscle. As shown in Supplemental Figure 1D, we detected considerable enrichment of BMAL1 binding to the E-box–containing regions within the promoter of the core clock gene *Per2*, the clock output gene *Dbp*, and 2 muscle-specific clock output genes, *Tcap* and *Mylk4*, that we have shown previously to be bound by BMAL1 (Supplemental Figure 1D) (21). Overall, these results demonstrate that the reexpression of *Bmal1* in the *Bmal1*-KO muscle results in BMAL1 binding to known promoter elements and in changes in clock and clock output gene expression that are similar to WT muscle. However, the patterns of gene expression are not synchronized across the muscle, indicating that generation of a synchronized clock and clock output gene expression requires external cues, including information from an intact central clock in the suprachiasmatic nucleus.

### Skeletal muscle–specific expression of Bmal1 increases the lifespan of the Bmal1-KO mouse and improves mobility and glucose handling.

*Bmal1*-KO mice have a median lifespan of approximately 37 weeks and are considered a model of premature aging (9). We investigated whether skeletal muscle–specific *Bmal1* rescue could increase their lifespan. We generated cohorts of male WT (*n* = 45), *Bmal1*-KO (*n* = 43), and *Bmal1*-KO+AAV (*n* = 36) mice and maintained them out to 40 weeks of age past the median lifespan of the *Bmal1*-KO in our facility (38.3 weeks). We found that the muscle-specific *Bmal1*-KO+AAV mice had an extended lifespan, with 88.9% (32/36) of them surviving through 40 weeks. In contrast, only 44.2% (19/43) of *Bmal1*-KO mice survived over the same period (Figure 2A). Using log-rank tests, we found that there was a statistically significant difference in survival between the *Bmal1*-KO and *Bmal1*-KO+AAV groups (*P* value < 0.0057). As expected, all WT mice survived (45/45; 100%), and there was a notable difference in survival between the WT mice and both the *Bmal1*-KO and *Bmal1*-KO+AAV mice, indicating that the AAV-mediated rescue of skeletal muscle *Bmal1* improves the lifespan of the *Bmal1*-KO mouse but that this is not sufficient to restore it completely to the WT status (Figure 2A).

One of the known phenotypes of the *Bmal1*-KO mice is that they exhibit limited increases in body weight after 10 weeks of age (9, 22). We tracked body weight weekly across all mice over 40 weeks (Supplemental Figure 2A). We found that at 10 weeks of age, there is no difference in the body weights of the WT, *Bmal1*-KO, and *Bmal1*-KO+AAV mice (Figure 2B). However, consistent with the literature, we observed that the *Bmal1*-KO mice stopped gaining weight at 12 weeks of age (9, 22). By approximately 30 weeks of age, the body weights of the *Bmal1*-KO as well as the KO+AAV mice were considerably lower than WT mice and were not different from each other. Thus, reexpressing *Bmal1* in skeletal muscle after birth was not sufficient to rescue the lack of postnatal growth that occurs in the *Bmal1*-KO mice (Supplemental Figure 2A).

Another phenotype of the *Bmal1*-KO mouse is that the distribution of lean and fat mass is different compared with the WT mice (22). We measured body composition from 10 to 40 weeks of age across the 3 groups, every 3 weeks (Supplemental Figure 2, B and C). We found that at 10 weeks, *Bmal1*-KO and KO+AAV mice had twice the amount of fat mass in grams (~109% higher) and ~17% lower lean mass than WT mice, while the body weights were the same across the 3 groups (Figure 2C). By ~30 weeks of age, when the KO and KO+AAV mice have lower body weights, the grams of fat mass declined dramatically to be ~60% lower in the KO and KO+AAV while lean mass remained lower by ~17% in WT mice (Figure 2C). Consistent with body weight, the expression of *Bmal1* in the muscle of the *Bmal1*-KO mice was not sufficient to alter the trajectory of body composition changes with age in the *Bmal1*-KO mouse.

We performed circadian and wheel activity phenotyping in these mice at 13 weeks of age. We kept the mice under normal 12-hour light/12-hour dark (LD) conditions for 2 weeks, followed by 2 weeks under constant conditions (total darkness, DD; the representative actograms from DD data are provided in Figure 2D). The WT mice exhibited clear rhythmic behavior under DD, with a normal period length of 23.74 hours (23). In contrast, both the *Bmal1*-KO and *Bmal1*-KO+AAV exhibited arrhythmic behavior in constant darkness, as expected (Figure 2D and Supplemental Figure 2D). We note that the *Bmal1*-KO and KO+AAV mice exhibited rhythmic cage activity behavior under LD conditions, and this has been previously shown (Supplemental Figure 2E) (24). We then analyzed the amount of voluntary wheel activity for the 3 different groups of mice for 7 consecutive days under LD conditions (*n* = 12–15 mice/group). We found that, consistent with McDearmon et al. (12), the muscle-specific expression of *Bmal1* was sufficient to markedly increase, by ~2.8-fold, the voluntary wheel activity when compared with the *Bmal1*-KO mice (Figure 2E). We also tested motor coordination and balance in a second cohort of 10-week-old mice using the rotarod test. With this assay, we found that the muscle-specific *Bmal1* expression improved balance, resulting in a longer time to fall (latency to fall) as well as a higher speed at fall compared with the *Bmal1*-KO mice (Figure 2F). For both wheel running and rotarod test measurements, the AAV+KO mice performed better than the *Bmal1*-KO mice but were not fully restored to WT levels. These outcomes verify that the muscle-specific expression of *Bmal1* in the KO mouse is sufficient to improve voluntary physical activity and neuromuscular parameters of mobility.

We performed glucose tolerance tests on a third cohort of 10-week-old mice at ZT4 (4 hours after lights on), as this is a metabolic parameter known to be disrupted in the *Bmal1*-KO mouse (10, 25). Consistent with previous findings, *Bmal1*-KO mice showed higher glucose peaks and slower clearance after an i.p. glucose injection (25). Muscle-specific *Bmal1* rescue reduced both the peak glucose rise and the time to return to baseline, resulting in a markedly lower area under the curve compared with *Bmal1*-KO mice, comparable to WT levels (Figure 2G). This suggests that *Bmal1* reexpression in skeletal muscle can restore glucose tolerance even when other tissue clocks are dysfunctional. We acknowledge there are temporal variations in the glucose tolerance test outcomes, as other groups have shown the importance of the liver and other tissues for systemic glucose homeostasis across the day (26). Despite not rescuing rhythmic behavior, the skeletal muscle–specific Bmal1 expression improved lifespan, cage activity, neuromuscular coordination, and systemic glucose metabolism.

### Muscle-specific expression of Bmal1 increases muscle-specific force but not fiber area or fiber type.

We next characterized the skeletal muscle phenotype from a cohort of 10-week-old mice to determine the cell- and tissue-specific effects of *Bmal1* in skeletal muscle. Consistent with our body weight and body composition analyses, the muscle weights from *Bmal1*-KO and *Bmal1*-KO+AAV were lower than WT and not different from each other (Figure 3A). Histological analysis of fiber size and fiber type (Figure 3, B–E) revealed no effects of AAV-*Bmal1* treatment on fiber size distribution or average fiber size as visualized by similar frequency distributions of both *Bmal1*-KO and KO+AAV mice compared with WT muscle. Fiber type analysis determined that *Bmal1* expression also did not result in a shift in the overall myosin heavy chain (MHC) isoform distribution (Figure 3D), as both KO and KO+AAV muscle exhibited similar fiber type distribution characterized by an increased number of MHCIIB-expressing fibers and a decrease in the number of IIX fibers, when compared with WT mice (Figure 3D). Deeper analysis of fiber area per fiber type showed that reexpression of *Bmal1* was sufficient to result in a small but notable increase in the average CSA of type IIA and type IIB fibers compared with KO, with no effect on type IIX fibers (Supplemental Figure 3). Thus, AAV reexpression of *Bmal1* in the *Bmal1*-KO mouse had no effect on muscle weight or fiber CSA, with only minor effects on fiber type, indicating that these muscle parameters do not contribute to the increased longevity of the KO+AAV mice.

Subjective viewing of the H&E stains of the *Bmal1*-KO muscle noted that the cytoplasm was, in general, paler in color compared with the WT muscle. We analyzed total protein content/muscle mass, as μg protein/mg muscle tissue, using a buffer system to solubilize all proteins in muscle from the 3 groups. Consistent with well-established measures of protein in mammalian skeletal muscle (27), we found that the protein content/mass was approximately 20.4% in WT muscle. Protein content/mass was markedly decreased in the *Bmal1*-KO muscle to approximately 16.5%, and reexpression of *Bmal1* in the muscle of the *Bmal1*-KO mouse was sufficient to restore protein content/mass to WT levels (Figure 3F). The restoration of protein concentration per muscle mass is important as it is estimated that over 80% of total protein in skeletal muscle is myofibrillar (e.g., myosin, titin). Thus, changes in total protein/mass reflect changes in many proteins that contribute to muscle mechanical function. We previously reported that skeletal muscle from *Bmal1*-KO exhibits reduced maximum isometric force normalized to physiological cross section, known as specific force (28). In this study, we performed ex vivo muscle mechanics on the EDL muscles of WT, *Bmal1*-KO, and *Bmal1*-KO+AAV mice at 10 weeks of age and found that the specific force of EDL muscles from *Bmal1*-KO mice was markedly reduced but that reexpression of *Bmal1* in the KO mice was sufficient to increase the specific force back to WT levels (Figure 3G). These results suggest that the improved muscle protein concentration in the AAV *Bmal1*-KO muscle was sufficient to support the rescue of muscle-specific force, and this functional improvement likely contributes to increased cage activity behavior and to improved neuromuscular parameters of mobility.

### Comprehensive multiomics reveals changes in substrate utilization in the Bmal1-KO+AAV mice.

We conducted transcriptomics and proteomics on gastrocnemius muscles of 10-week-old WT, *Bmal1*-KO, and *Bmal1*-KO+AAV mice to identify potential molecular features associated with increased lifespan. 

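RNA was sequenced from gastrocnemius collected at ZT1 from 6 WT, 6 *Bmal1*-KO, and 7 KO+AAV mice at 10 weeks of age. The KO+AAV mice had received HA-tagged *Bmal1* under the CK6 promoter in an AAV9 vector at postnatal day 5. The poly(A)-selected libraries were sequenced at ICBR (3 WT, 3 KO, and 4 KO+AAV) or at Novogene (3 per group). The authors aligned the reads to GRCm38 with HISAT2, counted reads per gene with HTSeq, and deposited the counts after division by 1 DESeq2 size factor per library. Undoing this division gave whole reads at every value, and their sum per library ranged from 11318203 to 38601790 (median 22650744) in WT, 10076827 to 41733282 (median 22580398) in KO, and 11616011 to 37712440 (median 32563431) in KO+AAV muscle. The ICBR libraries held more reads than the Novogene libraries in each group. The paper gives a minimum of 40000 reads per sample for ICBR and 20000 for Novogene, while the values here rest on the reads counted on genes. Normalized counts were analyzed as log2(count + 1) with limma in 1 model of the 34 gastrocnemius libraries at 10 and 40 weeks, with sequencing site as a covariate, over the 16199 genes with a mean normalized count above 5. DEGs are genes with *P* under 0.01, as in the paper, and the number with a Benjamini-Hochberg adjusted *P* under 0.05 is given beside them. Expression differed between the sites at an adjusted *P* under 0.05 for 3726 genes (23% of those tested), so values within each site are given beside those of the model. *Arntl*, the gene for BMAL1 (ENSMUSG00000055116, chromosome 7 from 113207465 to 113314126 of GRCm38), had 526 ± 94.8 normalized counts in WT (SD, n = 6), 238 ± 39.8 in KO (n = 6), and 232 ± 40.0 in KO+AAV muscle (n = 7). Exact permutation tests, two-sided and with labels exchanged within sites, gave *P* = 0.005 for WT versus KO over 400 arrangements. The exact permutation tests over 700 arrangements gave *P* = 0.00143 for WT versus KO+AAV and *P* = 0.77 for KO+AAV versus KO. KO muscle held *Arntl* reads without the vector, so these counts do not separate vector transcript from that of the remaining locus. The last test therefore cannot decide whether the vector was expressed. By Western blot, the paper detected HA-tagged BMAL1 in KO+AAV gastrocnemius, with BMAL1 below the WT level.

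**Figure D1:**
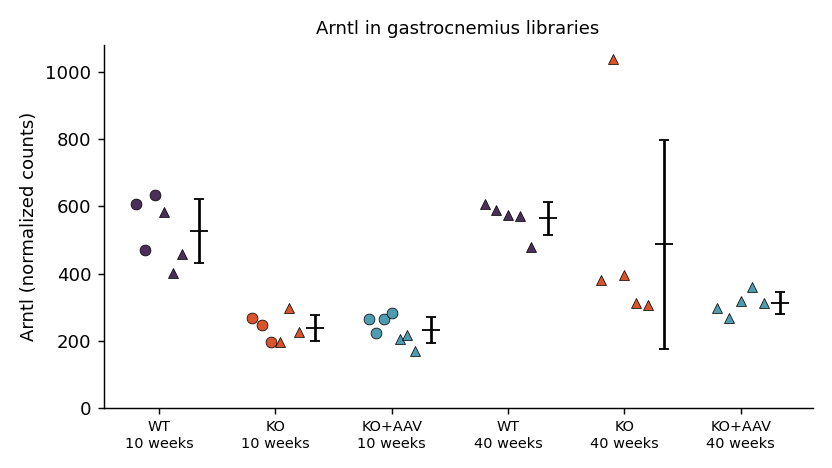
Normalized counts of *Arntl* in each gastrocnemius library at 10 and 40 weeks of age, with circles for ICBR and triangles for Novogene and the mean ± SD of each group. The library labelled KO replicate 2 at 40 weeks, at 1039, lies above the other KO libraries and above the WT libraries.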

At this age, body weights of *Bmal1*-KO and KO+AAV mice were similar to WT mice. 

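In limma's model, 1758 genes passed *P* under 0.01 in WT versus *Bmal1*-KO, 1418 in WT versus KO+AAV, and 426 in KO+AAV versus KO muscle at 10 weeks, where 162 of the genes tested would pass by chance in each. Simulated data of this design in which no group differed gave 79 DEGs in KO+AAV versus KO (median, range 10 to 779), and 5 of 50 simulations reached the observed number. Where WT differed as observed and KO+AAV equaled KO, they gave 69 (range 19 to 413), and 0 of 50 reached it. After Benjamini-Hochberg adjustment, 1296, 834, and 33 genes remained below 0.05 in the 3 comparisons. DESeq2 on the recovered reads gave 1673, 1398, and 147 such genes, and edgeR 1335, 1023, and 49. Weighting each library by its estimated quality raised the counts to 3376, 2117, and 795 DEGs. With the ICBR libraries alone, the counts were 1161, 970, and 369, and with the Novogene libraries alone 780, 532, and 178. The ranking of the 3 comparisons was the same at each site.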

RNA sequencing revealed 2,408, 2,210, and 846 differentially expressed genes (DEGs) in WT versus *Bmal1*-KO, WT versus KO+AAV, and KO+AAV versus KO groups, respectively (*P* < 0.01) (Figure 4A and Supplemental Data 1). The largest differences were between WT and both KO groups, with modest differences between *Bmal1*-KO versus KO+AAV. 

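Of the genes past the adjusted threshold, 729 in WT versus KO, 369 in WT versus KO+AAV, and 26 in KO+AAV versus KO had no overlap between the groups. Over all genes tested, 6.06%, 2.86%, and 0.574% had groups without overlap, against 0.216%, 0.117%, and 0.117% from chance ordering of the libraries. The protein-coding gene *Rab11b* (ENSMUSG00000077450, chromosome 17 from 33742484 to 33760530), whose reads could also come from 1 annotated pseudogene, had 1059 ± 139 normalized counts in WT (SD, n = 6), 2149 ± 192 in KO (n = 6), and 1641 ± 128 in KO+AAV muscle (n = 7). Its log2 fold change was -1.03 in WT versus KO (SE 0.07, adjusted *P* = 1.73e-12) and -0.37 in KO+AAV versus KO (SE 0.06, adjusted *P* = 0.00246). *Cacna2d4* (ENSMUSG00000041460, chromosome 6 from 119236526 to 119352407) had 341 ± 101.1 normalized counts in WT, 3.80 ± 2.17 in KO, and 12.5 ± 3.44 in KO+AAV muscle, with log2 fold changes of 6.33 in WT versus KO (adjusted *P* = 4.03e-11) and 4.67 in WT versus KO+AAV (adjusted *P* = 3.63e-08). *Mylk4* (ENSMUSG00000044951, chromosome 13 from 32700834 to 32783954), a gene of the paper's qPCR panel, had 31102 ± 7052, 1891 ± 818, and 10316 ± 4689 normalized counts in the same order, and its log2 fold change in KO+AAV versus KO was 2.41 (SE 0.38, adjusted *P* = 0.000654).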

We focused on the 846 DEGs between KO+AAV versus KO, of which 574 genes were up- and 272 were downregulated, as presented in the volcano plot in Figure 4B. 

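In limma's model, 247 of the DEGs were higher and 179 lower in KO+AAV than in KO muscle, with 22 higher and 11 lower past the adjusted threshold. DESeq2 on the recovered reads called 493 higher and 215 lower genes, 398 of which limma also called. Among the Novogene libraries (3 against 3), 127 genes were higher and 51 lower, and 94 of these genes were also DEGs of the model with both sites. Among the ICBR libraries (4 against 3), 214 were higher and 155 lower.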

Notably, core clock genes *Per3* and *Nr1d2*, along with *Aebp1*, *Hlf*, and the muscle-specific carbonic anhydrase *Car3*, were upregulated by AAV-*Bmal1*, while the muscle-enriched transcription factor *Tead4* was markedly downregulated, suggesting reductions in the Hippo signaling pathway (Figure 4B). 

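*Per3* (ENSMUSG00000028957, chromosome 4 from 151003652 to 151044665) had normalized counts of 202 ± 47.1 in KO+AAV (SD, n = 7), 26.2 ± 10.8 in KO (n = 6), and 229.7 ± 57.4 in WT muscle (n = 6). Its log2 fold change in KO+AAV versus KO was 2.99 (SE 0.31, adjusted *P* = 6.02e-07), with 2.79 at ICBR and 3.18 at Novogene when each site was fitted alone. *Nr1d2* (ENSMUSG00000021775, chromosome 14 from 18204054 to 18239127) had 1011 ± 241, 253 ± 39.4, and 1738 ± 203 in the same groups, a log2 fold change of 1.96 (SE 0.16, adjusted *P* = 3.88e-09) and 1.97 at ICBR and 1.96 at Novogene. For *Aebp1* (ENSMUSG00000020473, chromosome 11 from 5861947 to 5872088), the normalized counts were 1062 ± 266, 261 ± 40.6, and 1563 ± 438, and the log2 fold change 2.02 (SE 0.23, adjusted *P* = 4.51e-06), with 1.88 at ICBR and 2.15 at Novogene. In WT replicate 4 the *Aebp1* count was 818, against 1433 to 1999 in the other WT libraries. *Hlf* (ENSMUSG00000003949, chromosome 11 from 90336536 to 90390895) had counts of 133 ± 35.9, 36.3 ± 11.7, and 245 ± 54.7, a log2 fold change of 1.87 (SE 0.24, adjusted *P* = 2.78e-05) and 2.2 at ICBR and 1.5 at Novogene. The counts of *Car3* (ENSMUSG00000027559, chromosome 3 from 14863512 to 14872523) were 17889 ± 4414, 4145 ± 1423, and 29021 ± 7844, where WT replicate 4 had 14202 and the other WT libraries 27826 to 35000.2. Its log2 fold change was 2.14 (SE 0.29, adjusted *P* = 6.12e-05), with 1.97 at ICBR and 2.29 at Novogene. *Tead4* (ENSMUSG00000030353, chromosome 6 from 128224288 to 128300823) had 355 ± 82.4, 653 ± 95.5, and 241 ± 36.6, and its log2 fold change was -0.89 (SE 0.13, adjusted *P* = 0.000459), with -1.01 at ICBR and -0.74 at Novogene. In the Novogene libraries alone, the changes in *Hlf* and *Tead4* kept their direction and *P* under 0.01 but not an adjusted *P* under 0.05.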

Before pathway analysis, we examined gastrocnemius from 10-week-old *Bmal1*-KO mice and *Bmal1*-KO mice systemically infected at postnatal day 5 with AAV9-CK6-GFP as a control for AAV transduction. 

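RNA of gastrocnemius from 3 KO+GFP and 3 control *Bmal1*-KO mice at 10 weeks of age was sequenced at Novogene, and the authors deposited these 6 libraries in a table of their own, as HTSeq counts divided by DESeq2 size factors. Reads counted on genes ranged from 6754312 to 8515400 (median 8342234) in the KO+GFP libraries and from 7080054 to 7597712 (median 7478144) in their controls. No control library held the same reads as a KO library of the main experiment. The test with limma, on log2(normalized count + 1), used these 6 libraries alone and covered 14477 genes with a mean above 5. *Arntl* had 114 ± 40.5 normalized counts in KO+GFP (SD, n = 3) and 118 ± 4.23 in control muscle (n = 3), with *P* = 1 in an exact permutation test whose smallest possible *P* is 0.1. There were 1193 DEGs, 632 higher and 561 lower in KO+GFP muscle, against 145 expected by chance, and 448 genes passed the adjusted threshold (265 higher and 183 lower). Without KO+GFP replicate 3 the model called 671 DEGs, 108 of them past the adjusted threshold. Of the genes past the adjusted threshold, 447 had no overlap between the groups, as had 23.5% of all genes tested, where chance gives 10%. The log2 fold change was 1.80 for *Lmod2* (ENSMUSG00000029683, chromosome 6 from 24597762 to 24605414, adjusted *P* = 3.98e-06) and -1.63 for *Ighm* (ENSMUSG00000076617, chromosome 12 from 113418558 to 113422730, adjusted *P* = 0.000252).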

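Of 14458 genes tested in both experiments, 1193 were DEGs in KO+GFP versus KO and 396 in KO+AAV versus KO muscle, and 50 were DEGs in both, where chance gives 32.7. Of these shared genes, 37 changed in the same direction in both comparisons. With DESeq2 on the recovered reads, 66 were shared, 55 of them in the same direction, where chance gives 42.2. Among gene lists, the 7 MHC class II genes had a median log2 fold change of 1.21 in KO+GFP versus KO (6 higher; 5 with an adjusted *P* under 0.05 when adjusted over the list alone and 2 over all genes). In KO+AAV versus KO, the same list had a median of 1.15 (5 adjusted over the list alone and 0 over all genes, 5 with an unadjusted *P* under 0.05), with 0.58 at ICBR and 1.67 at Novogene. The 12 complement genes had medians of 0.84 with GFP (7 adjusted over the list alone, 5 over all genes) and 0.65 with *Bmal1* (3 and 0, 4 with an unadjusted *P* under 0.05), the latter 0.75 at ICBR and 0.19 at Novogene. The 10 macrophage marker genes were higher with each vector, with medians of 1.51 (10 adjusted over the list alone, 7 over all genes) and 1.23 (5 and 0, 8 with an unadjusted *P* under 0.05), the latter 0.56 at ICBR and 1.85 at Novogene. The 8 slow fiber genes were higher in KO+GFP muscle, with a median of 2.78, while the 5 Schwann cell genes were lower, with a median of -0.97. In the same comparison 22 fatty acid oxidation genes were each higher, with a median of 0.46 (19 adjusted over the list alone, 14 over all genes). Of 27 glycolysis and glycogen genes, 22 were lower, with a median of -0.25 (17 and 8).

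**Figure D2:**
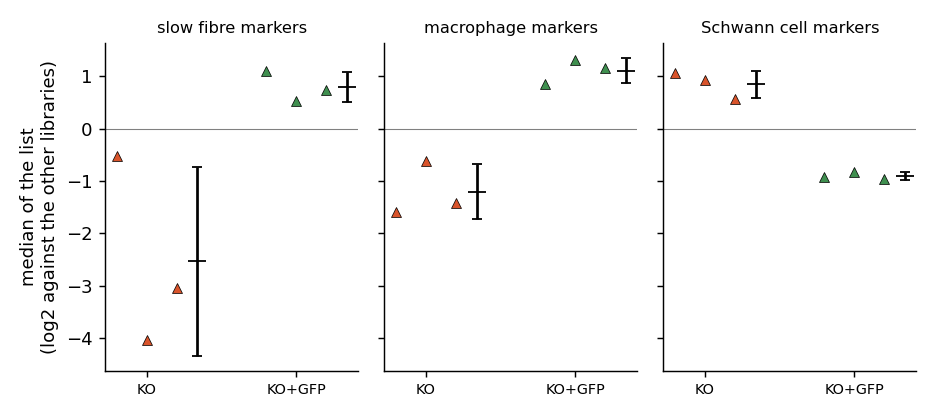
Median of the slow fiber, macrophage, and Schwann cell marker genes in each of the 3 KO+GFP and 3 KO control libraries, on the log2 scale against the other libraries of the experiment. For each of these lists the 3 KO+GFP libraries do not overlap with the 3 controls, and 2 of the 3 controls have slow fiber medians of -4.04 and -3.04.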

We identified 66 overlapping DEGs between KO versus KO+GFP and KO versus KO+AAV (Bmal1) that were enriched for immune response genes and removed them from any further analysis (Supplemental Figure 4A).

Gene Ontology (GO) enrichment analyses were performed on DEGs to investigate biological processes altered in response to *Bmal1* expression in the *Bmal1*-KO muscle: a total of 13 biological functions were found to be significantly enriched (*P* value < 0.05) (Figure 4C and Supplemental Data 1). Upregulated processes included “Cell adhesion” with genes that contribute to cell surface adhesion and signaling, such as *Itga4* and *Cdh4* (Figure 4D). 

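*Itga4* (ENSMUSG00000027009, chromosome 2 from 79255426 to 79333123) shares 8.04% of its exon bases with *Cerkl* on the other strand. It had 233 ± 36.0 in KO+AAV (SD, n = 7), 116 ± 16.2 in KO (n = 6), and 272 ± 68.3 in WT muscle (n = 6) on average, in normalized counts, and a log2 fold change of 0.99 (SE 0.26, adjusted *P* = 0.119) in KO+AAV versus KO. *Cdh4* (ENSMUSG00000000305, chromosome 2 from 179442431 to 179899373) had 274 ± 141, 90.3 ± 32.0, and 283 ± 134 normalized counts in KO+AAV, KO, and WT muscle and a log2 fold change of 1.54 (SE 0.47, adjusted *P* = 0.23). Both genes passed *P* under 0.01 in the model and neither passed the adjusted threshold. Within sites, the log2 fold change of *Itga4* was 0.98 at ICBR and 1.02 at Novogene, and that of *Cdh4* 1.54 at ICBR and 1.5 at Novogene; with the Novogene libraries alone neither was a DEG. Over the 10 genes that Figure 4D names, 8 were DEGs, 10 had an adjusted *P* under 0.05 when adjusted over the list alone and 2 over all genes. The first of these counts is not independent evidence, since the study chose the genes on these libraries.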

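The amino acid transporter gene *Slc7a5* (ENSMUSG00000040010, chromosome 8 from 121881150 to 121907694) had normalized counts of 54.9 ± 34.8 in KO+AAV (SD, n = 7), 29.7 ± 16.4 in KO (n = 6), and 41.0 ± 6.77 in WT muscle (n = 6), and a log2 fold change of 0.84 (SE 0.31, adjusted *P* = 0.378) in KO+AAV versus KO. *Slc6a9* (ENSMUSG00000028542, chromosome 4 from 117834506 to 117875198), which shares 27.8% of its exon bases with *Ccdc24* on the other strand, had 66.5 ± 15.5, 42.9 ± 14.2, and 81.5 ± 20.4 and a log2 fold change of 0.68 (SE 0.21, adjusted *P* = 0.239). For *Slc1a3* (ENSMUSG00000005360, chromosome 15 from 8634124 to 8710764), the counts were 45.1 ± 36.0, 18.0 ± 8.27, and 29.8 ± 11.9, and the log2 fold change 1.09 (SE 0.43, adjusted *P* = 0.426). Of the carbohydrate metabolism genes, *Fbp2* (ENSMUSG00000021456, chromosome 13 from 62836877 to 62858422) had counts of 379 ± 162, 179 ± 62.0, and 574 ± 99.5 and a log2 fold change of 1.04 (SE 0.37, adjusted *P* = 0.357). *Stbd1* (ENSMUSG00000047963, chromosome 5 from 92603041 to 92606579) had 898 ± 324, 507 ± 75.6, and 848 ± 285 and a log2 fold change of 0.72 (SE 0.23, adjusted *P* = 0.278). *Slc6a9*, *Fbp2*, and *Stbd1* passed *P* under 0.01 in the model of both sites but not among the Novogene libraries alone, where their log2 fold changes were 0.40, 1.05, and 0.37, against 0.94, 1.02, and 1.05 at ICBR. *Slc7a5* and *Slc1a3* passed it neither in the model nor among the Novogene libraries (0.91 and 0.66, with 0.79 and 1.40 at ICBR), and DESeq2 gave them unadjusted *P* values of 0.00424 and 0.00453 in its model across all genes.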

Two of the upregulated pathways in KO+AAV muscles were amino acid transport (e.g., *Slc7a5* or *Lat1*, *Slc6a9*, and *Slc1a3*) and carbohydrate metabolism (e.g., *Fbp2* and *Stbd1*) (Figure 4D). 

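*Pla2g7* (ENSMUSG00000023913, chromosome 17 from 43568098 to 43612201) had normalized counts of 1347 ± 427 in KO+AAV (SD, n = 7), 3052 ± 320 in KO (n = 6), and 944 ± 157 in WT muscle (n = 6), and a log2 fold change of -1.25 (SE 0.24, adjusted *P* = 0.00895) in KO+AAV versus KO. It shares 11.0% of its exon bases with *1700071M16Rik* on the other strand. *Agpat3* (ENSMUSG00000001211, chromosome 10 from 78269178 to 78352489) had 2756 ± 269, 3753 ± 261, and 2128 ± 189.7, where KO+AAV replicate 6 had 3341 and the other KO+AAV libraries 2579 to 2786, and a log2 fold change of -0.44 (SE 0.08, adjusted *P* = 0.00644). The counts of *Fads6* (ENSMUSG00000044788, chromosome 11 from 115279622 to 115297663) were 359.5 ± 150.1, 601 ± 140.2, and 269 ± 111, and its log2 fold change was -0.79 (SE 0.28, adjusted *P* = 0.363). Within sites, the log2 fold change was -1.20 at ICBR and -1.30 at Novogene for *Pla2g7*, -0.47 at ICBR and -0.41 at Novogene for *Agpat3*, and -1.11 at ICBR and -0.41 at Novogene for *Fads6*. *Fads6* was not a DEG among the Novogene libraries alone.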

In the downregulated processes, we found that fatty acid metabolism was enriched in the *Bmal1*-KO+AAV, with genes such as *Pla2g7*, phospholipase A2 group VII, which regulates phospholipid catabolism during inflammatory and oxidative stress responses (Figure 4D). 

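In WT versus *Bmal1*-KO muscle, the log2 fold change was -1.70 (SE 0.25, adjusted *P* = 1.28e-05) for *Pla2g7*, -0.82 (SE 0.09, adjusted *P* = 2.91e-08) for *Agpat3*, and -1.22 (SE 0.29, adjusted *P* = 0.00593) for *Fads6*. Over a list of 22 fatty acid oxidation genes, 20 were lower in WT than in KO, with a median log2 fold change of -0.52, from -1.62 to 0.34; 15 passed when adjusted over the list alone and 10 over all genes. The median was -0.66 among the ICBR and -0.34 among the Novogene libraries. Of the 8 slow fiber genes, 7 were also lower in WT than in KO, with a median of -1.65, and 1 passed when adjusted over the list alone. In KO+AAV versus KO the slow fiber genes were each lower, with a median of -0.30 and 0 passing. The change of the fatty acid oxidation genes in WT versus KO was not separated from the share of slow fibers in the muscle sampled.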

As seen in Figure 4D, fatty acid metabolism genes were highly expressed in muscles of *Bmal1*-KO compared with WT muscles. These results suggest that AAV-*Bmal1* regulated the expression of genes related to substrate metabolism in muscle, increasing the expression of genes related to carbohydrate and amino acid metabolism while decreasing the expression of those involved in lipid metabolism.

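The 22 genes of the fatty acid oxidation list were each lower in KO+AAV than in KO muscle, with a median log2 fold change of -0.32; 3 were DEGs, 0 passed when adjusted over the list alone and 0 over all genes, and 8 had an unadjusted *P* under 0.05. At ICBR the median was -0.53, with 21 genes lower, and at Novogene -0.06, with 17 lower. A list of 27 glycolysis and glycogen genes had a median of 0.09, with 23 higher; 1 passed when adjusted over the list alone and 1 over all genes, in both cases *Tbc1d1*, named after its values were seen. This median was 0.24 at ICBR and -0.02 at Novogene, so its direction did not hold within the Novogene libraries. Tested as sets with camera at a preset correlation of 0.01 between genes, the fatty acid list was lower (adjusted *P* = 2.59e-09 over 23 lists) and the glycolysis list higher (adjusted *P* = 0.00143). With fry these adjusted *P* values were 0.107 and 0.113, and with the correlation estimated from the data 0.181 and 0.216. At this comparison, 20 lists were past the threshold with camera, 6 with fry, and 6 with the estimated correlation; the 6 are the 2 clock gene lists and the genes the paper names in Figures 4B, 5B, and S4C and around the nucleus. From the direction of these gene groups, the paper proposes that the vector shifted substrate metabolism in muscle.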

To evaluate the extent of the AAV-mediated rescue of *Bmal1* across different skeletal muscles, we measured the expression of some of the DEGs identified from the gastrocnemius muscle in TA, soleus, and quadriceps muscles from our model. We found that the gene expression changes in the TA and quadriceps muscles are similar to those seen in the gastrocnemius. In contrast, there was very little rescue of gene expression in the soleus muscles of the KO+AAV mice (Supplemental Figure 4C), consistent with the lack of AAV-CK6–driven expression of the *Bmal1* transgene in this muscle (Supplemental Figure 1A). To further evaluate the effects of the AAV-*Bmal1* treatment in muscles, we used changes in gene expression with loss of muscle *Bmal1* in the TA and soleus muscles reported by Dyar et al. (7) and asked if these clock output genes were modified in our AAV-*Bmal1* rescue model. We selected genes that lost circadian gene expression after knocking out *Bmal1* in the TA or the soleus muscle and that were differentially expressed at ZT0, close to our collection time ZT1. We found that the gene expression levels found in the TA identified genes in KO+AAV that responded to *Bmal1* reexpression and that were rescued to WT levels, while the expression analysis in the soleus identified genes that were not different in KO versus KO+AAV (Supplemental Figure 4D). These results verify that the AAV-*Bmal1* transduction in the *Bmal1*-KO mouse conferred changes in core clock and, importantly, in clock output gene expression across several different limb muscles. The lack of gene expression changes in the soleus muscle of our model is consistent with our results showing no detectable BMAL1-HA levels in the soleus and data from the literature showing limited transgenic expression driven by the CK6 promoter in the mouse soleus muscles.

We next hypothesized that the differences in the *Bmal1*-KO+AAV gene expression program would exhibit a set of genes that would be more similar to WT than KO muscle. Our first analysis was on the uniquely shared DEGs between the muscles of WT versus KO and WT versus KO+AAV. Out of 1,222 genes, we found that 1,100 DEGs were changing in the same direction in KO and KO+AAV when compared with WT, indicating that the expression of these genes was not rescued by AAV treatment (Venn diagram, Figure 4E). 

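In limma's model, 886 genes were DEGs in both WT versus KO and WT versus KO+AAV at 10 weeks, and 886 of them changed in the same direction. Excluding those that were also DEGs in KO+AAV versus KO left 807 genes. Both comparisons use the same WT libraries, so their overlap was set beside simulated data of the same design, in which each group was drawn anew with the spread of the libraries. Where no group differed, 12 (median, range 0 to 154) genes fell into this overlap over 50 simulations. Where WT differed as observed and KO+AAV equaled KO, 1680 (median, range 1347 to 2428) did, each simulation giving more than the 807 observed. The highest of these overlaps exceeds the 1758 DEGs observed in WT versus KO. This setting can thus give more WT differences than the data, and the lower observed overlap does not by itself show a rescue. Over the 1758 DEGs of WT versus KO, the log2 fold change in KO+AAV versus KO was 32.4% of that in WT versus KO (median). Of these genes, 84.8% had the same sign in both comparisons, against a median of 95.7% (75.2 to 100%) where no group differed and a median of 66.2% (48 to 83.1%) where KO+AAV equaled KO; the shared KO libraries alone bring the signs together. With the Novogene libraries alone, 303 genes met the first definition.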

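Of the 1758 DEGs of WT versus KO, 140 (7.96%) were also DEGs in KO+AAV versus KO and not in WT versus KO+AAV. The simulated design gave 6 (median, range 0 to 174) such genes where no group differed and 16 (median, range 3 to 152) where KO+AAV equaled KO; 2 and 1 of 50 simulations reached the observed number. With the Novogene libraries alone, 60 genes met this definition, 22 of which were among those of the model with both sites, and with the ICBR libraries alone 145 met it. The DEGs of KO+GFP versus KO include 17 of these 140 genes.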

Consistent with our hypothesis, we identified 258 DEGs that were different between WT and KO muscle, as well as between KO versus KO+AAV, but were not DEGs in the WT versus KO+AAV comparison (Venn diagram, Figure 4E). 

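Over the 140 genes that met this definition, the log2 fold changes in WT versus KO and in KO+AAV versus KO had Pearson's *r* = 0.9813 across genes, a slope of 0.787, and a median ratio of 80.4%. Genes are not independent replicates, both comparisons share the KO libraries, and the genes were selected on both. In the simulated design, the correlation over the genes selected in the same way was 0.988 (median, range 0.808 to 0.999) where no group differed and 0.981 (median, range 0.677 to 1) where KO+AAV equaled KO, and it was as high as observed in 28 of 41 and 21 of 50 simulations. Simulated data without a rescue thus gave correlations of this size. Over all genes tested, the correlation was 0.444, against 0.535 (median, range 0.224 to 0.752) and 0.249 (median, range 0.052 to 0.499) in the simulations. In an analysis chosen after seeing the data, the sites were separated so that no library was shared. Over 1143 DEGs of WT versus KO at ICBR, the correlation with KO+AAV versus KO at Novogene was 0.463 across genes, and 70.4% of the genes had the same direction. Over the 145 genes that met the definition at ICBR, the correlation was 0.978 within ICBR and 0.685 between ICBR and Novogene, with 86.2% in the same direction and a median ratio of 0.416 of the Novogene to the ICBR change in KO+AAV versus KO.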

In Figure 4F we plotted the log_2_ fold-change for each of the 258 genes, and we verified that the changes in the KO+AAV versus KO were similar in both magnitude and direction with those in the WT versus KO and exhibited a strong fold-change correlation (Pearson’s *r* = 0.9796, *P* < 0.0001) (Figure 4F). Functional analysis of these genes identified biological processes related to lipid metabolism that were enriched in the downregulated genes of the KO+AAV/WT groups, while biological rhythms, and cell adhesion were biological processes enriched in the upregulated genes (Figure 4G). 

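A list of 79 nuclear genes of oxidative phosphorylation (OXPHOS) had a median log2 fold change of -0.16 in KO+AAV versus KO at 10 weeks, with 73 lower. None passed *P* under 0.01 or an adjusted *P* under 0.05, over the list alone or over all genes, and 10 had an unadjusted *P* under 0.05. The median was -0.14 at ICBR and -0.16 at Novogene. In WT versus KO the median was -0.27, with 76 lower, 40 past the threshold when adjusted over the list alone and 17 over all genes. The 21 tricarboxylic acid (TCA) cycle genes had a median of -0.17 in KO+AAV versus KO, each lower, with -0.19 at ICBR and -0.16 at Novogene, and 1 past the threshold when adjusted over the list alone and 0 over all genes. The 77 mitochondrial ribosome genes had a median of -0.12. Of the 140 genes shared by WT versus KO and KO+AAV versus KO only, 0 were in the OXPHOS, 0 in the TCA cycle, and 0 in the mitochondrial ribosome list. The fatty acid oxidation list held 3 of them, *Acsl1*, *Cpt2*, and *Fabp3*, each lower in KO+AAV (Fisher's exact test, *P* = 0.000863). The clock list held 5, *Tef*, *Per3*, *Clock*, *Ciart*, and *Dbp* (Fisher's exact test, *P* = 4.73e-07). Of these, *Acsl1*, *Cpt2*, *Fabp3*, *Tef*, and *Ciart* were named after their values were seen. Fisher's exact test counts genes as independent, while genes of a list can vary together across the same libraries, so these *P* values may overstate the evidence.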

Mitochondrion-related genes were downregulated in the KO+AAV in the same direction as the WT muscles (Figure 4H). Commonly upregulated genes included perinuclear region of cytoplasm, such as *Ntm*, *Cask*, *Mlf1*, *Ctif*, and *Stx4a*, which encode proteins located around the nucleus. Thus, while the impact of restoring *Bmal1* on gene expression in muscle is modest, there is a considerable cluster of both up- and downregulated genes that are restored to levels similar to WT.

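*Cask* (ENSMUSG00000031012, chromosome X from 13517080 to 13851367) had normalized counts of 195 ± 36.9 in KO+AAV (SD, n = 7), 143 ± 32.1 in KO (n = 6), and 221 ± 15.5 in WT muscle (n = 6), and a log2 fold change of 0.44 (SE 0.12, adjusted *P* = 0.184) in KO+AAV versus KO. *Mlf1* (ENSMUSG00000048416, chromosome 3 from 67374097 to 67400003) had 1929 ± 508, 1365 ± 531, and 3163 ± 454 in the same groups, where KO replicate 3 had 2418 and the other KO libraries 942 to 1312, and a log2 fold change of 0.50 (SE 0.17, adjusted *P* = 0.348). The log2 fold changes of *Ntm* (ENSMUSG00000059974, chromosome 9 from 28994750 to 29963141; 9.24 ± 6.81 normalized counts in KO+AAV and 4.28 ± 3.51 in KO), *Ctif* (ENSMUSG00000052928, chromosome 18 from 75431224 to 75697554), and *Stx4a* (ENSMUSG00000030805, chromosome 7 from 127824294 to 127849019) were 0.93 (SE 0.41, adjusted *P* = 0.494), 0.20 (SE 0.10, adjusted *P* = 0.564), and 0.19 (SE 0.08, adjusted *P* = 0.494). *Ctif* shares 10.7% and *Stx4a* 5.25% of the exon bases with a gene on the other strand. Each of the 5 genes was higher in KO+AAV; *Cask* and *Mlf1* were DEGs, 4 passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries, and 0 over all genes, with 4 at an unadjusted *P* under 0.05. Within sites, the median of the 5 log2 fold changes was 0.40 at ICBR and 0.47 at Novogene, where neither *Cask* nor *Mlf1* was a DEG.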

### Proteomic analyses indicate that Bmal1 rescues the expression of mitochondrial localized proteins associated with the metabolism of carbohydrates and amino acids.

We used a tandem mass tag–based (TMT-based) quantitative proteomics approach with gastrocnemius samples (*n* = 3 samples/group) to define the protein changes in muscle with AAV treatment. Consistent with the RNA-Seq analysis, the proteomics data determined that the muscle of *Bmal1*-KO+AAV is more like *Bmal1*-KO muscle than WT. We identified differential expression of 699, 840, and 182 unique proteins in the WT versus *Bmal1*-KO, WT versus KO+AAV, and KO+AAV versus KO groups, respectively (Figure 4I). We focused on the 182 unique differentially expressed proteins; 169 proteins were upregulated in the KO+AAV group compared with the *Bmal1*-KO muscle, while only 13 proteins were downregulated as visualized in the volcano plot in Figure 4J. Initial inspection of the protein data identified that the upregulation of CAR3 and downregulation of PLA2G7 were consistent with the changes in the RNA-Seq data discussed above. We performed GO enrichment analysis to cluster the biological process and cellular components of the upregulated proteins (Figure 4K). The results indicated that carbohydrate metabolism (TBC1D1, PDK4, and HK1) and amino acid metabolism (urea cycle) pathways were upregulated, similar to the RNA-Seq results. The most considerable enrichment category for a cellular compartment was mitochondrion (Figure 4K). Examples of upregulated proteins located in the mitochondria are visualized in the heatmap in Figure 4L, which includes mitochondrial translation-related proteins (e.g., MRPL4, MRPL3), respiratory chain complex proteins (MT-CO1, MT-CO3), metabolism of carbohydrates (HK1 and PDK4), and metabolism of amino acids (e.g., MTHFD1L, ASS1, and MMP2). As noted above, mitochondrion was the most considerably enriched cellular compartment category for the downregulated DEGs from the KO+AAV RNA-Seq analysis (Figure 4H). 

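In the RNA-Seq data, *Hip1r* (ENSMUSG00000000915, chromosome 5 from 123973628 to 124005558), which shares 12.5% of its exon bases with *Vps37b* on the other strand, had normalized counts of 306 ± 69.5 in KO+AAV (SD, n = 7), 482 ± 60.0 in KO (n = 6), and 279 ± 41.9 in WT muscle (n = 6), and a log2 fold change of -0.67 (SE 0.15, adjusted *P* = 0.0433) in KO+AAV versus KO. *Nt5c* (ENSMUSG00000020736, chromosome 11 from 115490420 to 115491862) had 81.5 ± 26.2 in KO+AAV, 59.2 ± 12.9 in KO, and 57.8 ± 6.22 in WT muscle and a log2 fold change of 0.43 (SE 0.19, adjusted *P* = 0.505); KO replicate 6 had 35.3, against 59.3 to 73.8 in the other KO libraries. *Mthfd1l* (ENSMUSG00000040675, chromosome 10 from 3973118 to 4167081) had 16.4 ± 14.3, 5.28 ± 1.09, and 6.35 ± 6.36 and a log2 fold change of 1.10 (SE 0.58, adjusted *P* = 0.579), at counts near the filter. *Hip1r* was a DEG and *Nt5c* and *Mthfd1l* were not. Within sites, the log2 fold change was -0.54 at ICBR and -0.81 at Novogene for *Hip1r*, 0.35 at ICBR and 0.51 at Novogene for *Nt5c*, and 0.44 at ICBR and 1.88 at Novogene for *Mthfd1l*.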

Inspection of the RNA-Seq and proteomic gene lists found very few overlaps except for HIP1R, which was downregulated in both datasets, and NT5C and MTHFD1L, which were upregulated in both data sets. The rest of the mitochondrial genes/proteins were unique to each analysis. Therefore, our enrichment analysis of the proteomics results indicates that restoration of carbohydrate and amino acid metabolism and downregulation of fat metabolism are the primary outcomes of the AAV rescue of *Bmal1* in muscle at 10 weeks of age.

### Bmal1 reexpression restores genes associated with the mitochondria in the muscle of the 40-week-old Bmal1-KO mice.

We next defined the changes in gene expression in the muscle of mice at 40 weeks of age, just beyond the median lifespan of the *Bmal1*-KO mice and at a time when both groups of mice are lower in body weight and have lost considerable fat mass compared with WT mice. 

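Gastrocnemius was collected from 5 WT, 5 KO, and 5 KO+AAV mice at 40 weeks of age, and each library was sequenced at Novogene, so these comparisons hold within 1 sequencing site. Reads counted on genes ranged from 9397642 to 13022994 (median 10936247) in WT, 9325122 to 12652064 (median 10482000) in KO, and 10458393 to 13610317 (median 12116697) in KO+AAV muscle, where the paper states at least 20000 reads per sample. The authors processed these libraries together with the 10-week libraries, and they entered the same limma model. *Arntl* had 564 ± 49.4 normalized counts in WT (SD, n = 5) and 311 ± 32.9 in KO+AAV muscle (n = 5). In KO muscle it had 487 ± 311 (n = 5), because the library labelled KO replicate 2 had 1039 and the other KO libraries 308 to 395. Exact permutation tests, two-sided, gave *P* = 0.27 for WT versus KO, *P* = 0.0952 for KO+AAV versus KO, and *P* = 0.00794 for WT versus KO+AAV over 252 arrangements each. Without the library labelled KO replicate 2, KO muscle had 349 ± 45.6 (n = 4). Exact permutation tests without it gave *P* = 0.00794 for WT versus KO and *P* = 0.175 for KO+AAV versus KO. As at 10 weeks, these counts do not separate vector transcript from that of the remaining locus.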

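Over a list of 19 circadian clock genes, the median log2 fold change in KO+AAV versus KO at 40 weeks was 0.31, with 14 higher; 8 were DEGs, 11 passed when adjusted over the list alone and 4 over all genes. *Per2* (ENSMUSG00000055866, chromosome 1 from 91415982 to 91459324) had 189.7 ± 45.6 normalized counts in KO+AAV (SD, n = 5), 111 ± 36.2 in KO (n = 5), and 193 ± 36.6 in WT muscle (n = 5), a log2 fold change of 0.80 (SE 0.21, adjusted *P* = 0.107) in KO+AAV versus KO. *Dbp* (ENSMUSG00000059824, chromosome 7 from 45705088 to 45710203), which shares 18.0% of its exon bases with the more abundant *Sphk2* on the other strand, had 270.1 ± 129.6, 71.7 ± 23.5, and 686 ± 120.1 and a log2 fold change of 1.85 (SE 0.31, adjusted *P* = 0.00136). The counts of *Nr1d1* (ENSMUSG00000020889, chromosome 11 from 98767932 to 98775333), 8.55% of whose exon bases lie in exons of the more abundant *Thra* on the other strand, were 864 ± 205, 675 ± 46.0, and 2665 ± 443, and its log2 fold change was 0.32 (SE 0.17, adjusted *P* = 0.532). *Npas2* (ENSMUSG00000026077, chromosome 1 from 39193731 to 39363236) had 140.4 ± 19.4, 238 ± 51.2, and 29.9 ± 9.07 and a log2 fold change of -0.74 (SE 0.23, adjusted *P* = 0.221).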

The initial analysis determined that circadian clock gene expression was still engaged in the muscle at 40 weeks, consistent with the continued presence of the *Bmal1*-HA AAV. 

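In WT versus KO at 40 weeks, 3637 genes were DEGs, 1868 higher and 1769 lower in WT, and 3804 had an adjusted *P* under 0.05; 2055 of the latter had no overlap between the groups, as had 13.6% of all genes, where chance gives 0.794%. Without the library labelled KO replicate 2 there were 3201 DEGs. *Mylk4* had 33656 ± 5365 normalized counts in WT (SD, n = 5) and 229.9 ± 241 in KO muscle (n = 5), a log2 fold change of 7.76 (SE 0.43, adjusted *P* = 2.43e-14), and *Slc2a3* (ENSMUSG00000003153, chromosome 6 from 122727809 to 122801640) one of 5.67 (SE 0.38, adjusted *P* = 3.24e-12). *Rab11b* had a log2 fold change of -1.37 (SE 0.07, adjusted *P* = 1.04e-14). *Cacna2d4*, at 3 reads or fewer in each KO library, was at least 36.3-fold higher in WT. The difference between the ages was tested as an interaction. At an unadjusted *P* under 0.01, 724 genes changed differently with age in KO than in WT muscle, against 162 expected by chance, and 60 at an adjusted *P* under 0.05. At the adjusted threshold, DESeq2 gave 206 and edgeR's quasi-likelihood test 39.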

We identified that the changes in gene expression of the muscle of the KO compared with WT were even greater at 40 weeks of age (3,920 at 40 weeks vs. 2,408 at 10 weeks). However, the number of DEGs for WT vs. KO+AAV at this age was 2,658, which is only slightly higher than the 2,210 DEGs detected at 10 weeks, suggesting fewer changes in the KO+AAV muscle. 

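In limma's model, 2364 genes were DEGs in WT versus KO+AAV at 40 weeks, 1157 higher and 1207 lower in WT, with 2018 at an adjusted *P* under 0.05. Groups without overlap were seen in 11.7% of the genes tested, where chance gives 0.794%. Between 10 and 40 weeks, the effect of the vector itself, as KO+AAV versus KO at 40 weeks minus that at 10 weeks, passed an unadjusted *P* of 0.01 for 175 genes, against 162 expected by chance, and an adjusted *P* of 0.05 for *Mylk4* alone. DESeq2 gave 229 genes at the unadjusted and 5 at the adjusted threshold, and edgeR's quasi-likelihood test 164 and 0. The Novogene libraries alone gave 89 at the unadjusted threshold. By direction, 109 of these genes were higher and 66 lower with limma, 90 and 139 with DESeq2, and 45 and 44 among the Novogene libraries.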

Consistent with the 10-week analysis, the differences between the KO muscle versus KO+AAV were relatively small with a total of 600 DEGs (*P* value < 0.01) (Figure 5A and Supplemental Data 1). 

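KO+AAV versus KO at 40 weeks gave 526 DEGs in limma's model and 42 genes at an adjusted *P* under 0.05, of which 30 had no overlap between the groups; 1.08% of all genes had none, where chance gives 0.794%. A model of these 2 groups alone, without the other gastrocnemius libraries, called 174 DEGs, and the count was 359 to 717 across the 10 fits that each left out 1 library. Simulated data in which no group differed gave 189 (median, range 6 to 1226) DEGs, and 6 of 50 simulations reached the observed number. Where WT differed as observed and KO+AAV equaled KO, they gave 160 (median, range 41 to 1557), and 3 of 50 reached it.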

The volcano plot for the KO+AAV versus KO DEGs in Figure 5B indicated that the same numbers of genes were upregulated (*n* = 300) and downregulated (*n* = 300). 

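In limma's model, 326 genes were higher and 200 lower in KO+AAV than in KO muscle, and 36 and 6 at an adjusted *P* under 0.05. The latter numbered 26 in all without KO+AAV replicate 4 and 75 without KO replicate 4. DESeq2 on the recovered reads called 587 genes, 293 of them higher, and edgeR's quasi-likelihood test 237 higher and 269 lower genes. *Mylk4* had 8593 ± 3055 normalized counts in KO+AAV muscle (SD, n = 5) and a log2 fold change of 5.75 (SE 0.43, adjusted *P* = 2.31e-10). *Per3* had 128 ± 33.8 in KO+AAV (SD, n = 5) and 15.4 ± 10.1 in KO muscle (n = 5) and a log2 fold change of 3.2 (SE 0.36, adjusted *P* = 1.61e-06), *Nr1d2* 699 ± 212 and 209.5 ± 66.6 with 1.74 (SE 0.19, adjusted *P* = 9.39e-07), and *Hlf* 107 ± 34.0 and 22.5 ± 7.03 with 2.2 (SE 0.27, adjusted *P* = 1.25e-05). *Il31ra* (ENSMUSG00000050377, chromosome 13 from 112519898 to 112594360), at 3 reads or fewer in each KO+AAV library, was at least 26.6-fold lower in KO+AAV than in KO muscle (adjusted *P* = 0.148), but this rests on the library labelled KO replicate 2, at 509 normalized counts, against 0 to 27.5 in the other KO libraries. Among genes past the adjusted threshold without overlap between the groups, *Sh3bp5* (ENSMUSG00000021892, chromosome 14 from 31359880 to 31436078) had a log2 fold change of -0.62 (SE 0.11, adjusted *P* = 0.00328) and *Gpt* (ENSMUSG00000022546, chromosome 15 from 76695716 to 76699686) one of -0.82 (SE 0.17, adjusted *P* = 0.0235).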

Similar to our analysis of the 10-week-old mouse data, GO enrichment analysis revealed that mitochondria-related pathways were decreased in the KO+AAV muscles, and these include electron transport, tricarboxylic acid cycle, respiratory chain, and ATP synthesis (Figure 5C). 

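The 79 nuclear OXPHOS genes had a median log2 fold change of -0.27 in KO+AAV versus KO at 40 weeks, with 77 lower. Of these genes, 13 were DEGs, 0 passed when adjusted over the list alone and 0 over all genes, and 51 had an unadjusted *P* under 0.05. The 21 TCA cycle genes were each lower, with a median of -0.28; 4 were DEGs, 13 passed when adjusted over the list alone and 0 over all genes, with 17 at an unadjusted *P* under 0.05. Tested as sets, both lists were lower with camera (adjusted *P* = 2.74e-29 and 1.37e-14) and with fry (adjusted *P* = 0.0393 and 0.0317), but did not pass with the estimated correlation (adjusted *P* = 0.0912 and 0.0908). With a slow fiber score of each library as a covariate, a setting chosen after seeing the data, the OXPHOS median was -0.19, with 74 of the genes lower, 0 DEGs, and 24 at an unadjusted *P* under 0.05. The list then passed with camera (adjusted *P* = 1.92e-19) but not with fry (adjusted *P* = 0.119) or the estimated correlation (adjusted *P* = 0.177). The 8 slow fiber genes were each lower in this comparison, with a median of -1.74 and 0 at an unadjusted *P* under 0.05. As the change in KO+AAV versus KO at 40 weeks minus that at 10 weeks, the median difference for the OXPHOS genes was -0.11, and 0 passed when adjusted over the list alone and 0 over all genes, with 1 at an unadjusted *P* under 0.05. From changes in such pathways, the paper concludes that *Bmal1* in muscle rescued mitochondrial gene expression.

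**Figure D3:**
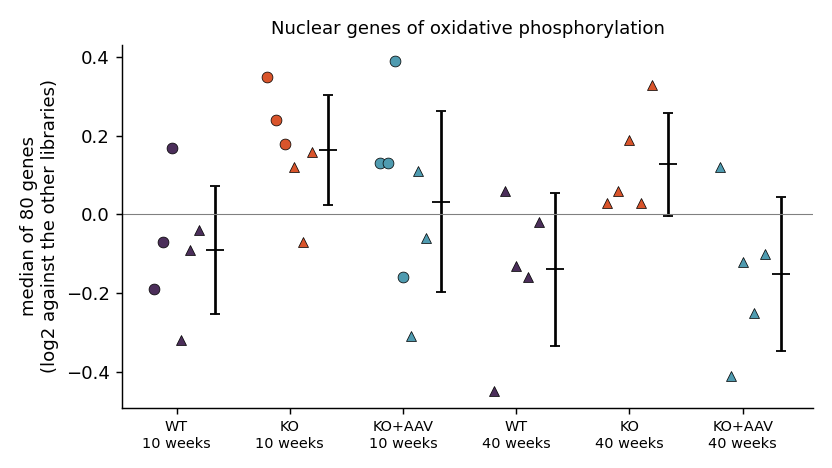
Median of the 80 listed nuclear OXPHOS genes in each gastrocnemius library at 10 and 40 weeks, on the log2 scale against the other libraries, with circles for ICBR, triangles for Novogene, and the mean ± SD of each group. At 40 weeks the KO libraries lie between 0.03 and 0.33 and the KO+AAV libraries between -0.41 and 0.12.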

A heatmap of genes from each of those categories is provided in Figure 5D. 

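Over the genes that Figure 5D names, the median log2 fold change in KO+AAV versus KO at 40 weeks was -0.33 for the 6 TCA cycle, -0.31 for the 8 electron transport, and -0.33 for the 6 ATP synthesis genes. Each of these 20 genes was lower in KO+AAV muscle; 14 were DEGs, each passed when adjusted over its own list alone and none over all genes, with all 20 at an unadjusted *P* under 0.05. The adjustment over the lists alone is not independent evidence, since the study chose the genes on these libraries. In WT versus KO the medians were -0.45, -0.49, and -0.41, and in WT versus KO+AAV -0.11, -0.18, and -0.10. In KO+AAV versus KO at 10 weeks, the same lists had medians of -0.16, -0.18, and -0.18. *Ndufb8* (ENSMUSG00000025204, chromosome 19 from 44548572 to 44555440) had 1304 ± 195 in KO+AAV (SD, n = 5) and 1615 ± 147 in KO muscle (n = 5), in normalized counts, and a log2 fold change of -0.32 (SE 0.11, adjusted *P* = 0.301), and *Sucla2* (ENSMUSG00000022110, chromosome 14 from 73525319 to 73596142) had 8632 ± 1036 and 10908 ± 1516 and -0.33 (SE 0.10, adjusted *P* = 0.18). Among these genes, *Uqcrh* and *Atp5c1* have annotated pseudogenes (2 and 1) from which reads could be shared, and *Pdha1* shares 16.1% of its exon bases with *Map3k15* on the other strand.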

In general, continued *Bmal1* reexpression in the *Bmal1*-KO muscle functioned to bring these clusters of genes back to levels more similar to that seen in the WT muscle.

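At 40 weeks, 1884 genes were DEGs in WT versus KO and in WT versus KO+AAV, each in the same direction in both, and 1747 of them were not DEGs in KO+AAV versus KO. The simulated design gave 14 (median, range 1 to 376) of the latter where no group differed. It gave 3030 (median, range 2224 to 3833) where WT differed as observed and KO+AAV equaled KO. The highest of these exceeds the 3637 DEGs observed in WT versus KO, so the lower observed overlap does not by itself show a rescue. Over the 3637 DEGs of WT versus KO, the log2 fold change in KO+AAV versus KO was 29.8% of that in WT versus KO (median), and 85.4% had the same sign, against a median of 95.2% (67.5 to 100%) and a median of 62.3% (35.6 to 85.2%) in these simulations.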

Overlapping analysis revealed that 1,959 DEGs were shared and changing in the same direction between WT versus KO and WT versus KO+AAV, indicating these genes were not rescued by AAV-*Bmal1* (Figure 5E). Consistent with our previous analysis, we identified 263 DEGs that were different between WT versus KO muscle, as well as between KO versus KO+AAV, but were not DEGs in the WT versus KO+AAV comparison (Figure 5E). These genes shared the same differential expression compared to KO, indicating these genes were rescued by AAV-*Bmal1* (Pearson’s *r* = 0.9768, *P* < 0.0001) (Figure 5F). 

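With limma, 219 genes (6.02% of the DEGs of WT versus KO) met this definition. Simulated data gave 20 (median, range 1 to 111) such genes where no group differed, where no simulation reached the observed number, and 33 (median, range 6 to 813) where KO+AAV equaled KO, where 2 of 50 did. Of the genes that met it at 10 and at 40 weeks, 9 were the same, where chance gives 1.89.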

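Pearson's *r* over these 219 genes was 0.9717 across genes, with a slope of 0.746 and a median ratio of 77.6%. As at 10 weeks, both comparisons share the KO libraries and the genes were selected on both. Simulated data gave 0.985 (median, range 0.954 to 1) where no group differed and 0.975 (median, range 0.928 to 0.995) where KO+AAV equaled KO, as high as observed in 39 of 46 and 34 of 50 simulations. Across all genes tested, the correlation was 0.57, against 0.512 (median, range 0.23 to 0.745) and 0.235 (median, range -0.162 to 0.6).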

Functional analysis of these genes identified that biological processes related to mitochondrion-related processes were enriched in the downregulated genes of the KO+AAV/WT groups, while biological rhythms and apoptosis are examples of biological processes enriched in the upregulated genes (Figure 5G). 

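Among the 219 genes so defined, 9 of 79 OXPHOS genes were present, where chance gives 1.07 (Fisher's exact test, *P* = 1.16e-06), each lower in KO+AAV. So were 2 of 21 TCA cycle genes (chance 0.284, Fisher's exact *P* = 0.0323), *Sdhd* and *Dlst*, and 3 of 77 mitochondrial ribosome genes (chance 1.04, Fisher's exact *P* = 0.0863), *Mrpl16*, *Mrpl37*, and *Mrps27*, also lower. None of the 22 fatty acid oxidation genes was among them. The clock list held 2 of 19 genes (chance 0.257, Fisher's exact *P* = 0.0267), *Per2* and *Bhlhe41*, both higher. The mitochondrial ribosome genes and *Bhlhe41* were named after their values were seen. Fisher's exact test counts genes as independent, while genes of a list can vary together across the same libraries. These *P* values may therefore overstate the evidence, and the OXPHOS and TCA cycle lists did not pass as sets with the estimated correlation.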

Mitochondrion-related genes were downregulated in the KO+AAV in the same direction as the WT muscles (Figure 5H), as previously shown in Figure 5D. Several studies have shown that loss of muscle *Bmal1* leads to impaired metabolic flexibility with a diminished ability to utilize glucose (6, 7). Our findings demonstrate that the use of AAV to restore *Bmal1* in the muscle of the global *Bmal1*-KO mouse supports improved glucose utilization and metabolic flexibility and rescues mitochondrial gene expression to WT levels.

### Muscle-specific expression of Bmal1 decreases the expression of genes associated with inflammation with aging in the muscles of the Bmal1-KO.

We next analyzed the changes in gene expression that occur with aging across each genotype by comparing gene expression from 10 to 40 weeks within each genotype to identify potential genes/pathways associated with increased longevity of the *Bmal1*-KO+AAV (Figure 5I). It was important to note that muscle gene expression did not change markedly in the WT mice, as only 226 genes were differentially expressed at 40 versus 10 weeks (*P* value < 0.01). In contrast, the muscle of *Bmal1*-KO and KO+AAV mice showed larger changes in gene expression likely reflecting the contributions of systemic factors to changes in muscle gene expression. 

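The 10- and 40-week gastrocnemius libraries of each genotype were compared in limma's model of 34 libraries. The 40-week libraries came from Novogene and the 10-week libraries from both sites, so age is separated from site only through the difference between the sites at 10 weeks. *Arntl* was higher at 40 than at 10 weeks in KO muscle (487 ± 311, n = 5, against 238 ± 39.8, n = 6; exact permutation test, *P* = 0.00216 over 462 arrangements), with *P* = 0.00952 over 210 without the library labelled KO replicate 2. In KO+AAV muscle it had 311 ± 32.9 (n = 5) and 232 ± 40.0 (n = 7; exact *P* = 0.00758), and in WT muscle 564 ± 49.4 (n = 5) and 526 ± 94.8 (n = 6; exact *P* = 0.405). These tests exchanged labels across the sites.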

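In WT muscle, 368 genes were DEGs with age, 197 higher and 171 lower at 40 weeks, against 162 expected by chance, and 24 had an adjusted *P* under 0.05. Of the latter, 18 had no overlap between the groups, as had 2.64% of all genes, where chance gives 0.433%. With 1 library left out, 7 to 29 genes passed the adjusted threshold, the fewest without WT replicate 7 at 10 weeks or replicate 3 at 40 weeks. The Novogene libraries alone gave 187 DEGs. *Actc1* (ENSMUSG00000068614, chromosome 2 from 114047282 to 114053548) fell by 3.31 on the log2 scale (SE 0.51, adjusted *P* = 0.00123), and *Dkk3* (ENSMUSG00000030772, chromosome 7 from 112116017 to 112159057) had a log2 fold change of 2.36 (SE 0.28, adjusted *P* = 2.6e-05).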

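With age, KO muscle gave 1961 DEGs (943 higher, 1018 lower) and KO+AAV muscle 1958 (1041 and 917), with 1346 and 1382 at an adjusted *P* under 0.05. Without the library labelled KO replicate 2 at 40 weeks, the KO counts were 1284 and 471. For KO+AAV muscle they were 1352 and 703 without KO+AAV replicate 2 at 40 weeks. Models of the 2 groups alone called 810 and 1093 DEGs, and the Novogene libraries alone 1343 and 1151. By direction, edgeR called 1119 higher and 751 lower genes in KO muscle. Genes without overlap between the ages made up 4.94% in KO and 5.88% in KO+AAV muscle, where chance gives 0.433% and 0.253%. *Mylk4* changed by -3.30 (SE 0.44, adjusted *P* = 0.000103) on the log2 scale in KO muscle. In KO+AAV muscle, *Cx3cl1* (ENSMUSG00000031778, chromosome 8 from 94772009 to 94782427) changed by 2.72 (SE 0.28, adjusted *P* = 3.63e-07).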

The muscle of the *Bmal1*-KO mice exhibited 1,500 DEGs changing over time, while 1,407 DEGs were changing in the KO+AAVs (Figure 5I). We determined that approximately 35% of the DEGs with aging were in common between the KO and KO+AAV datasets, indicating that age-associated changes in gene expression were not largely shared (Supplemental Figure 5A). 

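By limma, 903 genes were DEGs with age in both KO and KO+AAV muscle, each in the same direction, where chance gives 237. They made up 29.9% of the 3016 genes called in either group and 46.0% of those called in KO; the Novogene libraries alone gave 455 shared genes. A gene called in 1 group only need not differ between them. Of 1058 genes called in KO alone, 1000 had the same sign in KO+AAV and 49 differed between the groups at an unadjusted *P* under 0.01; of 1055 called in KO+AAV alone, these were 975 and 69. Across all genes, the changes with age in KO and KO+AAV muscle had a correlation of 0.683.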

We looked at the top aging biological processes enriched within the KO+AAV, and we found that inflammation-related biological processes were downregulated in the muscles with age (Figure 5J). In contrast, the biological processes associated with aging-related pathways, such as DNA damage response or antioxidant response (cellular response to hydrogen peroxide), were upregulated in KO muscle (Figure 5K). 

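Over a list of 16 inflammation genes, the median log2 fold change with age was -0.06 in KO+AAV muscle, with 8 lower and 8 higher; 4 passed when adjusted over the list alone and 4 over all genes. In KO muscle it was 0.32, with 11 higher (4 over the list alone and 3 over all genes). Of 19 interferon response genes, 17 were lower in KO+AAV muscle (median -0.64; 0 passed when adjusted over the list alone and 1 over all genes, with 9 at an unadjusted *P* under 0.05), and 18 in KO muscle (median -0.83; 9 and 5). Between the groups, the inflammation list differed by a median of -0.23, with 11 of 16 lower with the vector. Of its genes, 2 passed over the list alone and 0 over all genes, with 2 at an unadjusted *P* under 0.05. The 10 macrophage marker genes had medians of -1.26 in KO+AAV (10 lower; 5 and 1) and -0.37 in KO muscle (6 lower; 0 and 0). Their median difference was -1.01, with 9 lower with the vector and 0 past the threshold. In KO+AAV versus KO, their median was 1.23 at 10 weeks and 0.19 at 40 weeks.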

We looked at the GO biological processes that were shared across both groups but were regulated in different directions (Supplemental Figure 5B and Supplemental Data 1). We identified 22 biological processes downregulated with age in the KO+AAV that were upregulated in the KO (e.g., Tumor necrosis factor production and Regulation of NF-kB transcription factor activity) and 4 biological processes linked to chromatin regulation and transcription that were upregulated in KO+AAV and downregulated in KO. 

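Supplemental Figure 5B names 12 genes of TNF production. Their median log2 fold change with age was 0.54 in KO muscle (8 higher) and -0.39 in KO+AAV muscle (7 lower). Its 12 NF-kB genes had medians of 0.47 (9 higher) and 0.19 (8 higher), so most of them rose with age in both groups. Over the lists alone, 6 and 9 genes passed the adjusted threshold in KO muscle and 3 and 6 in KO+AAV muscle, against 3, 5, 2, and 3 over all genes. These lists are not independent evidence, since the study chose the genes on these libraries. The change with age was lower with the vector for each gene of both lists, with medians of the difference of -0.60 and -0.34. None passed the adjusted threshold, over the lists alone or over all genes, and 2 and 1 had an unadjusted *P* under 0.05. As sets, both passed with camera (adjusted *P* = 0.00098 and 0.00098) but not with fry (0.626 and 0.375).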

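*Stat3* (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) had a log2 fold change with age of 0.49 (SE 0.16, adjusted *P* = 0.0509) in KO and -0.10 (SE 0.16, adjusted *P* = 0.74) in KO+AAV muscle, a difference with adjusted *P* = 0.895. *Arid5a* (ENSMUSG00000037447, chromosome 1 from 36307733 to 36324029) rose in both groups, by 2.05 (SE 0.48, adjusted *P* = 0.00906) in KO and 1.44 (SE 0.47, adjusted *P* = 0.0529) in KO+AAV muscle. For *Gpnmb* (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929), the changes were 0.73 (SE 0.76, adjusted *P* = 0.598) in KO and -0.70 (SE 0.76, adjusted *P* = 0.619) in KO+AAV muscle, and for *Ptafr* (ENSMUSG00000056529, chromosome 4 from 132564067 to 132582683) 0.58 (SE 0.72, adjusted *P* = 0.666) in KO and -1.40 (SE 0.71, adjusted *P* = 0.228) in KO+AAV muscle. KO replicate 1 at 40 weeks had 2.75 normalized counts of *Ptafr*, against 12.4 to 14.3 in the other KO libraries at that age, and with DESeq2 the change of *Ptafr* in KO muscle was -0.25, of the opposite sign. Among the NF-kB genes, *Slc39a8* (ENSMUSG00000053897, chromosome 3 from 135825279 to 135888572) changed by 0.21 (SE 0.37, adjusted *P* = 0.776) in KO and -1.01 (SE 0.36, adjusted *P* = 0.0796) in KO+AAV muscle, *Tnip2* (ENSMUSG00000059866, chromosome 5 from 34496087 to 34513991) by 0.87 (SE 0.20, adjusted *P* = 0.00692) in KO and 0.56 (SE 0.19, adjusted *P* = 0.0673) in KO+AAV muscle, and *Casp8* (ENSMUSG00000026029, chromosome 1 from 58795374 to 58847503) by -0.58 (SE 0.23, adjusted *P* = 0.108) in KO and -0.80 (SE 0.23, adjusted *P* = 0.0245) in KO+AAV muscle. From such changes, the paper proposes an association of the vector with less inflammation in aging KO muscle.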

The most considerably enriched category was positive response to TNF production, an important pro-inflammatory pathway (examples of genes with changes over time in expression are shown in Supplemental Figure 5B). Analysis of the gene expression changes with age highlights that the KO+AAV muscle was able to maintain metabolic pathways and that this was associated with reduced indicators of inflammation compared with the muscle of the aging *Bmal1*-KO mice.

### Bmal1 reexpression in skeletal muscle affects markers of systemic inflammation of Bmal1-KO mice.

To explore the systemic effects of the muscle-specific AAV rescue model, we performed RNA-sequencing of lung, heart, liver, and white adipose samples from 40-week-old *Bmal1*-KO and KO+AAV mice (*n* = 4 samples/group). 

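The 4 KO and 4 KO+AAV libraries of each tissue were sequenced at ICBR, and the deposited counts of each tissue had been scaled by size factors of their own, so each tissue was analyzed alone. Reads counted on genes ranged from 43756907 to 49821579 in KO and 38180622 to 43800020 in KO+AAV lung, 36903079 to 44631954 in KO and 39965170 to 48641965 in KO+AAV heart, 38272351 to 50620493 in KO and 37124342 to 43094694 in KO+AAV liver, and 38484830 to 50755829 in KO and 44977649 to 50261032 in KO+AAV white fat, where the paper gives a minimum of 40000. The tests with limma covered 21072 genes in lung, 18089 in heart, 16656 in liver, and 21092 in white fat. *Arntl* had normalized counts of 1597 ± 173 and 1457 ± 45.8 in KO+AAV and KO lung (SD, n = 4 each; exact permutation test, *P* = 0.171), 726 ± 80.5 and 581 ± 74.6 in heart (n = 4 each; exact *P* = 0.0571), 949.6 ± 200.6 and 628 ± 45.5 in liver (n = 4 each; exact *P* = 0.0286, the smallest that 70 arrangements can give), and 949 ± 72.7 and 963 ± 158 in white fat (n = 4 each; exact *P* = 1). The liver difference is a log2 fold change of 0.58 with an adjusted *P* of 0.997 in the test of all genes.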

Analysis of DEGs found that the lung exhibited the greatest effect with a total of 1,050 DEGs, followed by white fat, liver, and heart, showing 265, 167, and 64 DEGs, respectively (Figure 6A). 

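In limma's models, lung had 835 DEGs (645 higher and 190 lower in KO+AAV), liver 91 (53 and 38), and white fat and heart 15 each (7 and 8 in white fat, 13 and 2 in heart), against 211, 167, 211, and 181 expected by chance in these tissues. At an adjusted *P* under 0.05 there were 5 genes in lung, each higher and without overlap between the groups, and none in liver, white fat, or heart, where 553, 220, and 232 genes had an unadjusted *P* under 0.05; 6.77% of the lung genes had no overlap, where chance gives 2.86%. Without KO+AAV replicate 2, 257 lung genes passed the adjusted threshold. With DESeq2, 627 genes passed it in lung, 12 in liver, 1 in white fat, and 0 in heart. The lung genes were *Krt5* (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898; at least 19.7-fold higher, since the KO libraries held 3 reads or fewer), *Chrm2* (ENSMUSG00000045613, chromosome 6 from 36388084 to 36528414; log2 fold change 1.55 (SE 0.14, adjusted *P* = 0.0103)), ENSMUSG00000118522 (at least 49.2-fold higher), and *Asb11* and *Gm21976*, the last 2 named after their values were seen, with log2 fold changes of 2.36 (SE 0.27, adjusted *P* = 0.0329) and 2.59 (SE 0.29, adjusted *P* = 0.0329). The lung count was 415 without KO+AAV replicate 4 and 447 without KO+AAV replicate 3. DESeq2 called 1249 DEGs in lung, 127 in white fat, 177 in liver, and 82 in heart, and quality weights called 100 in heart. By direction, edgeR gave 4 and 10 in white fat, a test without the filter 80 and 96 in liver and 54 and 26 in heart, and in heart DESeq2 gave 37 and 45 and quality weights 73 and 27. KO heart replicate 2 held 859141 normalized counts of the hepatocyte gene *Alb*, against 153 to 216 in the other heart libraries, and KO white fat replicate 2 748499.7 of the epididymis gene *Gpx5*, against 0 to 1.59. Without these libraries, heart had 27 and white fat 21 DEGs.

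**Figure D4:**
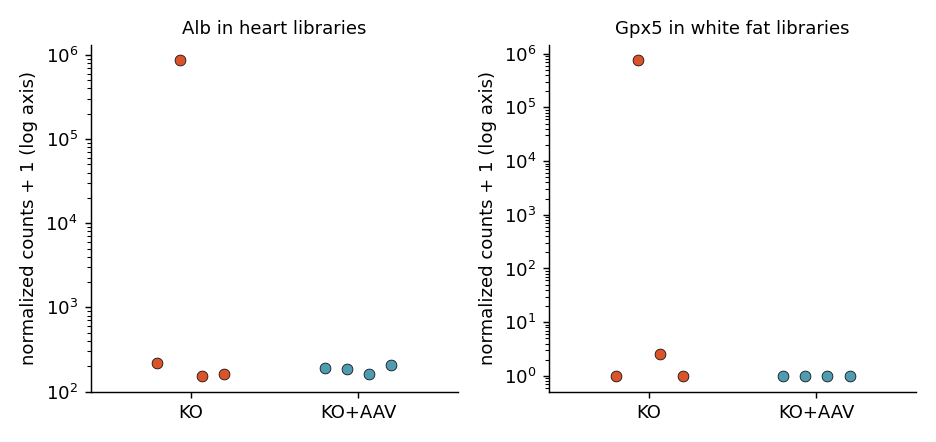
Normalized counts, plus 1, of *Alb* in the 8 heart libraries and of *Gpx5* in the 8 white fat libraries on a logarithmic axis. KO heart replicate 2 and KO white fat replicate 2 lie apart from the other 7 libraries of their tissue.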

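Of the DEGs tested in both tissues, 29 were shared by lung and 40-week gastrocnemius, where chance gives 19.3 and 13 had the same direction, 10 by liver and lung (chance 2.91; 8), and 8 by liver and gastrocnemius (chance 2.36; 5). The other pairs shared 2 genes or fewer: *Otud1* and *Zfp568* in heart and gastrocnemius, *Bpifa1* and *Lamp3* in white fat and lung, and *Gm5417* in white fat and gastrocnemius and in liver and white fat, all named after their values were seen. With limma, no gene was shared between tissues at an adjusted *P* under 0.05, which 5 genes in lung and none in liver, white fat, or heart reached.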

DEGs showed tissue-specific effects of muscle rescue since very little overlap was found across all tissues (Figure 6B). We performed GO enrichment analysis for biological processes for each tissue dataset to address if any common pathways changed in these peripheral tissues of the *Bmal1*-restored mice and found very little overlap across tissues. However, we noted that the general categories of inflammation and substrate metabolism–related pathways were consistent in each of the tissues and that the stress response pathways were commonly regulated in the lung, liver, and heart tissues (Figure 6C). These findings support a model in which the rescue of more metabolic flexibility in the muscle of the *Bmal1*-KO+AAV is associated with the restoration of systemic metabolism and a concomitant reduction of systemic inflammation in the *Bmal1*-KO tissues.

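Over a list of 20 heat shock genes, the median log2 fold change in KO+AAV versus KO was 0.46 in lung (20 higher), 0.32 in liver (20 higher), 0.24 in heart (16 higher), and 0.16 in white fat (16 higher). When adjusted over the list alone, 17 genes passed in lung, 8 in liver, and none in heart or white fat (3 and 1 with an unadjusted *P* under 0.05); over all genes none passed in any tissue, where 8 in lung and 8 in liver had an unadjusted *P* under 0.01. Tested as a set, the list was higher with camera in lung (adjusted *P* = 1.81e-13) and liver (adjusted *P* = 2.79e-18), and with fry it passed in liver (adjusted *P* = 0.0182) but not in lung (adjusted *P* = 0.179). For the fatty acid oxidation and nuclear OXPHOS lists, the medians were 0.30 and 0.33 in lung, 0.25 and 0.16 in heart, 0.06 and -0.06 in liver, and 0.63 and 0.23 in white fat. Over all genes none of these passed, with 8 and 51 in lung and 0 and 0 OXPHOS genes in heart and white fat at an unadjusted *P* under 0.05. The heart and white fat medians include the KO libraries with *Alb* and *Gpx5*. In white fat, 10 pancreas and 6 brown fat marker genes were each higher in KO+AAV, with medians of 3.23 and 1.52. None of them passed the adjusted threshold, over the lists alone or over all genes. The white fat medians were not separated from these differences. In lung, cardiomyocyte and atrial genes were also higher in KO+AAV, with medians of 2.44 and 3.28. The lung medians were not separated from this difference.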

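Over the inflammation list, the median log2 fold change in KO+AAV versus KO was -0.33 in lung (24 of 30 genes lower), -0.37 in liver (19 of 23), 0.03 in heart (11 of 24), and 0.07 in white fat (12 of 29). None passed the adjusted threshold over the list alone or over all genes in any of these tissues. In the same order, 7, 3, 0, and 0 had an unadjusted *P* under 0.05. In lung, 7 of 8 neutrophil marker genes were lower in KO+AAV, with a median of -1.004. Of these, 6 passed when adjusted over the list alone and 0 over all genes. The macrophage, T cell, and B cell marker genes there had medians of -0.346, -0.168, and 0.349, with 0 passing. These medians were not separated from the higher cardiac muscle genes in lung either. As sets, 11 lists passed with camera and 0 with fry in lung, 6 and 2 in liver, 8 and 0 in heart, and 9 and 0 in white fat, of 23 lists in lung and 22 in the others. From these tissues, the paper proposes a model of restored metabolism and lower inflammation outside muscle.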

To better understand the effects of the muscle-specific *Bmal1* expression on metabolic health, we performed untargeted metabolomics in plasma samples of both groups of 40-week-old mice (*n* = 4 samples/group). Plasma samples were collected at ZT1, the same time point as our RNA-Seq analyses. Following data extraction and filtering, 4,129 metabolite peaks were detected, and notable differences in the metabolite profiles were evident, with distinct separation of the groups (Figure 6D). In KO+AAV versus KO plasma samples, 435 metabolites increased and 224 decreased (*P* < 0.05) (Figure 6E). Mummichog analysis identified 551 empirical compounds linked to 399 Kyoto Encyclopedia of Genes and Genomes (KEGG) IDs.

We used the KEGG *Mus musculus* reference map for pathway enrichment, which identified alterations in amino acid metabolism, TCA cycle, butanoate metabolism, and glycolysis (Figure 6F). In addition, main class enrichment analysis identified that amino acids were the largest cluster of metabolites changing in the plasma after muscle-specific rescue of *Bmal1*, followed by TCA acids (Figure 6G). Consistent with our model, plasma glucose was decreased in the *Bmal1*-KO+AAV mice (Supplemental Figure 6A), and TCA intermediaries were increased in the plasma samples of *Bmal1*-KO+AAV compared with *Bmal1*-KO (Supplemental Figure 6B). The plasma levels of amino acids alanine, aspartate, glutamate, and lysine that can be metabolized to support the TCA cycle were increased in the *Bmal1*-KO+AAV (Figure 6H), suggesting the changes in carbohydrate metabolism in muscle support TCA intermediaries and likely decrease the use of plasma/systemic supplies of key amino acids. We note that these amino acids were rescued to levels closer to those seen in the WT mice (Supplemental Figure 6C). The 3 aromatic amino acids, l-phenylalanine, l-tyrosine, and l-tryptophan, were found to be decreased in the plasma samples of the *Bmal1*-KO+AAV, and this would be consistent with observations that they are associated with inflammatory status of multiple diseases (29–31) (Figure 6I). These results support our working model that rescuing the expression of *Bmal1* in the muscle of the *Bmal1*-KO affects the carbohydrate metabolism and amino acid needs to maintain the glycolysis-TCA cycle flux in the muscle of *Bmal1*-KO. Since muscle accounts for a large proportion of body mass, these metabolic effects across skeletal muscles have a broad metabolic and subsequent systemic immune impact across the organism that is associated with improvements in lifespan.

## Discussion

In this investigation, we found that the use of AAV to direct constitutive reexpression of the core clock factor, *Bmal1*, in skeletal muscle of the short-lifespan global *Bmal1*-KO mouse is sufficient to substantially extend survival. Combining mouse and muscle phenotyping at 2 ages with multiomics analyses of skeletal muscle, plasma, liver, white fat, heart, and lung, we propose that the primary effect of muscle *Bmal1* restoration is through rescuing skeletal muscle’s ability to utilize glucose with secondary changes to lipid and protein/amino acid metabolism. The ability to utilize glucose spares the need for amino acids to support the TCA cycle, which leads to restoring normal muscle protein concentration, with conserved measures of muscle strength (i.e., specific force) and marked improvements in activity behavior and mobility. Last, we suggest that the improvement in muscle metabolic flexibility has a substantial systemic impact through improvements in metabolism and markers of inflammation across several peripheral tissues. Thus, our analysis of the skeletal muscle–specific rescue of *Bmal1* in the *Bmal1*-KO mouse provides important new insights about the mechanisms through which *Bmal1* and reengagement of core clock and clock output genes in skeletal muscle support metabolic homeostasis and the consequent impact of muscle health on systemic homeostasis, inflammation, and lifespan (32–35).

Several epidemiological studies over the last 20 years have shown that maintenance of skeletal muscle strength is associated with lower mortality and morbidity rates with age as well as several chronic diseases (36–38). Preclinical studies have demonstrated that improving muscle function in a mouse model of cancer cachexia prolongs the overall survival of the mice (39). In Drosophila, muscle-specific activation of the pro-longevity transcription factor FoxO improves muscle function and extends lifespan (40). This study herein provides data that delineate molecular, metabolic, and phenotypic features of skeletal muscle health that contribute systemically to lifespan. Specifically, by restoring muscle *Bmal1* expression in the *Bmal1*-KO mouse, we reengage gene expression of core clock factors and several muscle-specific clock output genes. The improvement in glucose metabolism is consistent with several loss-of-function studies that put *Bmal1* and the core circadian clock mechanism as a critical upstream regulator of expression for several key glucose metabolism proteins, including HK1 and PDK4 (6, 7). Thus, we suggest that the outcomes from this study provide insight into potential mechanisms through which simple muscle health measurements can serve as a biomarker of both muscle and systemic health.

This study is not the first one to test the contribution of rescuing *Bmal1* in skeletal muscle. McDearmon et al. in 2006 used transgenic mice that constitutively expressed *Bmal1* under the control of human alpha-skeletal actin (*HSA*) promoter crossed with the global *Bmal1*-KO mice to test for tissue-specific restoration of rhythmic behavior (12). The HSA promoter is skeletal muscle specific, is expressed before birth in developing mouse muscle, and continues to be expressed through adulthood (41). The authors reported that the muscle-specific *Bmal1* rescue did not contribute to rhythmic behavior, but it resulted in increased voluntary wheel-running behavior. They also noted that by the end of their study (16–24 weeks) the muscle-specific *Bmal1* rescue mice were alive while the brain-specific *Bmal1* rescue mice were dying (12). Smith et al. used a newer *Bmal1*-stop-FL KO mouse model (13) crossed with the HSA-Cre mouse to restore endogenous *Bmal1* gene expression in skeletal muscle. They found improvements in glucose metabolism but survival effects were not reported (16). Most recently, Kumar et al. (42) used the same HSA-Cre to rescue endogenous *Bmal1* expression in a *Bmal1*-stop-FL KO mouse model, but they did not detect any improvements in muscle strength or lifespan. The different muscle function and survival outcomes between our and these studies are intriguing. Our findings are closely aligned with the results from McDearmon et al. in 2006 and are based on restoring expression of *Bmal1* in skeletal muscle from either a transgene or AAV vector but not through the endogenous *Bmal1* gene. This suggests that restoring *Bmal1* via the endogenous *Bmal1* gene in the muscle of *Bmal1*-KO mice is not sufficient to improve lifespan. In contrast, the use of an introduced transgene or AAV vector that expresses *Bmal1* from a constitutive muscle-specific promoter (HSA or CK6) is sufficient to restore key clock output genes with downstream outcomes that affect muscle strength and survival. Future studies will be required to determine the molecular mechanisms that contribute to these strikingly different outcomes between models. Moreover, our results suggest the potential of using the exogenous constitutive expression of *Bmal1* in muscle as a potential antiaging intervention.

Our initial multiomics analyses focused on the samples from the 10-week-old mice because at this age there is no difference in total body weight among the groups of mice. Analysis of our multiomics data provided evidence that the major pathway affected in the *Bmal1*-rescued muscle was the increased ability to use glucose as substrate. This is consistent with previous work by our lab and others (6, 7, 16) that muscle fiber–specific loss of *Bmal1* leads to decreased glucose uptake and marked reductions of several enzymes within the glycolytic pathway (6). In addition, loss of muscle *Bmal1* was associated with increased gene expression to support fat metabolism and large increases in the free pool of many amino acids (6). The results of this study verify that the gain of *Bmal1* function in *Bmal1*-KO muscle was sufficient to improve pathways regulating glucose metabolism in muscle. This suggests that *Bmal1* and potentially the circadian clock are fundamental for the maintenance of glucose metabolism and metabolic flexibility. However, we acknowledge that a limitation of our study is that we did not directly measure metabolic flux in the skeletal muscles of these mice. Future experiments are needed to directly assess substrate metabolism and metabolic flux following the reexpression of *Bmal1* in the *Bmal1*-KO muscle. Last, we found that restoration of glucose metabolic pathways in skeletal muscle was sufficient to rescue systemic glucose tolerance outcomes at ZT4 in the *Bmal1*-KO mice, highlighting the substantial contribution of skeletal muscle to overall glucose maintenance. These effects were maintained through 40 weeks of age and provide further support for the important function of muscle *Bmal1* in metabolic flexibility and systemic health.

Prior studies have used genetic approaches to rescue *Bmal1* expression in the brain, liver, or epidermal tissues of the *Bmal1*-KO mouse but have not seen an extension of lifespan (13–15). Since the muscle-specific *Bmal1* rescue was sufficient to extend *Bmal1*-KO lifespan, we analyzed peripheral tissues and plasma to identify potential systemic pathways improved with the muscle *Bmal1* rescue. Transcriptome analysis of liver, lung, and white fat revealed that inflammatory pathways were the primary systemic feature that was improved in the muscle rescue mice. This was most strongly detected in the lung, and this link between healthy muscle and the lung has not previously been defined to our knowledge; however, studies highlighting improvement of lung inflammation with exercise are consistent with our findings (43, 44). Changes in inflammatory pathways were also enriched in white fat and liver, and previous studies have shown that maintenance of muscle glucose homeostasis helps prevent chronic inflammation (45, 46).

In conclusion, our investigation emphasizes the importance of maintaining skeletal muscle glucose metabolism and metabolic flexibility for muscle function, mobility, and lifespan. This study demonstrated that targeted reexpression of *Bmal1* engages the muscle clock and that this is critical for restoring glucose metabolic pathways with concomitant improvements in markers of metabolic flexibility. Importantly, this was sufficient to improve muscle strength and mobility and to restore glucose tolerance while reducing systemic inflammation and extending lifespan. These findings therefore underscore the critical role of the circadian clock in skeletal muscle function and metabolism and highlight the key role of skeletal muscle in systemic health and aging.

## Methods

### Sex as a biological variable.

Our study focused exclusively on male mice, so it is unclear whether the findings are fully applicable to female mice; further studies would be required to assess potential sex-specific differences.

### Vector design and AAV production.

Mouse *Bmal1* cDNA was subcloned into pAAV-CK6 with a C-terminus HA tag and confirmed by Sanger sequencing. AAV serotype 9 was produced using transient transfection of HEK293T cells (ATCC, CRL-3216) and CsCl sedimentation by the University of Massachusetts Medical School Viral Vector Core as previously described (47). Vector preparations were determined by droplet digital PCR, and purity was assessed by SDS-PAGE and silver staining.

### Animal use and vector delivery.

Heterozygous *Bmal1*-KO mice (strain 009100) were obtained from The Jackson Laboratory. Mice were housed at the University of Florida animal care servicesfacility on a 12-hour light/12-hour dark cycle with free access to food and water. *Bmal1*-KO mice were bred from heterozygous parents, with genotype and sex determined as previously described (24, 48). Neonatal mice were genotyped on day 3, and on day 5, male homozygotes were cryoanesthetized and injected subxiphoidally with 20 μL containing 2 × 10^11^ genome copies of AAV as previously described (49). Pups were rewarmed and returned to their cages. WT controls were littermates.

### Survival study.

Mice were monitored daily for signs of illness and deaths were recorded. Animals that were close to dying were euthanized using CO_2_ asphyxiation and recorded. The decision to euthanize them was made by a veterinarian according to Association for Assessment and Accreditation of Laboratory Animals guidelines. Animals that were euthanized were considered censored deaths.

### Western blotting.

Proteins were isolated from gastrocnemius, diaphragm, TA, quadriceps, soleus, stomach, heart, lung, and liver tissues using RIPA buffer. For HA detection, 10 μg of protein was loaded per lane and 50 μg for BMAL1. Membranes were stained with Rev700 to assess total protein. Primary antibodies against HA (1:2,000; Roche 11867423001) or BMAL1 (1:1,000; Cell Signaling Technology 14020) were incubated overnight. Blots were probed with HRP-conjugated anti-rat (1:5,000; Invitrogen 31470) for HA or anti-rabbit (1:10,000; Invitrogen A24531) for BMAL1. Detection was done with Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific) and imaged using a Chemidoc system (Bio-Rad).

### ChIP assay.

One whole frozen quadriceps was minced, then sonicated (Omni GLH homogenizer) in buffer (10 mM of HEPES, pH 7.5, 10 mM MgCl_2_, 60 mM KCl, 300 mM sucrose, 0.1 mM EDTA, pH 8.0, 0.1% Triton X-100, 1 mM DTT, 1 mM PMSF, and protease inhibitors) containing 1% formaldehyde. After 15 minutes, crosslinking was stopped with glycine, and tissue was centrifuged 300*g* for 5 minutes at 4°C. The pellet was resuspended in 0.5× RIPA buffer with protease inhibitors, 1 mM PMSF, and 1 mM DTT. Nuclei were released via sonication, and 10 μL of genomic DNA was taken as input. Samples were incubated overnight with anti-BMAL1 antibody (3 μg, MilliporeSigma, SAB4300614) and Dynabeads protein A/G for 4 hours at 4°C. Beads were washed with RIPA and Tris-EDTA buffers. DNA/antibody complexes were eluted, then incubated with proteinase K. DNA was purified using the QIAGEN PCR kit and resuspended in TE buffer. qPCR was performed on 2 μL of DNA, with enrichment normalized to input DNA. ChIP experiments were performed with independent chromatin preparations, and qPCRs were done in duplicate. Primer details are in Supplemental Table 1.

### Diurnal behavior and wheel activity levels.

Mice were individually housed on a 12-hour light/12-hour dark schedule, and wheel-running activity was recorded for 2 weeks, followed by 2 weeks in constant darkness using the ClockLab system (Actimetrics). Wheel-running activity from 7 consecutive days per mouse was analyzed using ClockLab software for statistical analysis.

### Motor coordination.

Motor coordination was assessed with the rotarod test (Rotamex 5, Columbus Instruments) with rod acceleration from 4 to 40 rpm over 5 minutes. Three trials were conducted on the testing day, with 5-minute rests in between. The average of the last 3 trials was used to determine the final latency to fall and speed scores.

### Body composition analysis.

Body weight and body composition were recorded at 3-week intervals starting at 10 weeks of age in *Bmal1*-KO (*n* = 12–26), KO+AAV (*n* = 14–21), and WT (*n* = 19–23) mice. Body composition was assessed by nuclear magnetic resonance using an EchoMRI whole body composition analyzer (EchoMedical Systems).

### RNA extraction.

Total RNA was isolated from gastrocnemius, heart, liver, lung, and white fat tissues using TRIzol reagent (Invitrogen) and QIAGEN RNeasy Mini Kit. Frozen tissues were homogenized in TRIzol with 1.0 mm zirconium oxide beads using a Bullet Blender at 4°C. After a 5-minute incubation, homogenates were mixed with chloroform and centrifuged at 8,000*g* for 15 minutes at 4°C. The aqueous phase was mixed with isopropanol, transferred to an RNeasy Mini spin column, and treated with RNase-free DNase (QIAGEN). RNA was eluted in nuclease-free water.

### qPCR.

A total of 1,000 ng of total RNA from gastrocnemius, soleus, TA, and quadriceps was reverse-transcribed using SuperScript VILO Master Mix (Invitrogen). A total of 20 ng of cDNA was used as template. Gene expression was measured in duplicate with Fast SYBR Green Master Mix (Thermo Fisher Scientific) and 400 nM primers in a 20 μL reaction volume on a QuantiStudio 3 thermocycler (Applied Biosystems). Relative expression was calculated using the 2^ΔΔCT^ method and *Gapdh* as reference gene. Primer sequences are listed in Supplemental Table 2.

### RNA-sequencing and bioinformatics analysis.

Purified RNA samples had an RNA integrity number above 8.0 and were sequenced at the University of Florida’s Interdisciplinary Center for Biotechnology Research (ICBR) and Novogene (UC Davis). Poly(A)-selected RNA-Seq libraries were prepared with 250 ng of RNA using the Illumina mRNA Prep kit. Libraries from heart, lung, white fat, and liver, and 4 replicates of 10-week-old gastrocnemius were sequenced on ICBR’s Illumina NovaSeq 6000 (2 × 150 bp) to a minimum of 40,000 reads per sample. Libraries from the remaining gastrocnemius samples were sequenced on Novogene’s Illumina NovaSeq 6000 (2 × 150 bp) to achieve at least 20,000 reads per sample. FastQ files were downloaded to the University of Florida HiPerGator computing cluster. FastQ files were processed on the HiPerGator cluster. Reads were aligned to the *Mus musculus* genome GRCm38 (mm10) using HISAT2 v2.2.1 and annotated with HTseq-counts. Differential expression was analyzed with DESeq2, using sequencing site as a covariate, and filtered for genes with mean DESeq2 normalized counts > 5. GO enrichment was analyzed using Database for Annotation, Visualization and Integrated Discovery v2022q1 with *P* < 0.01. Raw counts are included in Supplemental Data 1.

### Immunohistochemistry.

TA muscle from 10-week-old mice was embedded in OCT compound (Tissue-Tek, Milles Inc.), frozen in 2-methylbutane (Thermo Fisher Scientific, O3551-4) cooled in liquid nitrogen, and stored at –80°C. Sections (10 μm thick) were cut with a Microm HM 505 E cryostat. For BMAL1 detection, sections were fixed in 4% paraformaldehyde, permeabilized with 0.5% Triton X-100, and blocked with 5% BSA, 10% normal goat serum, 1% glycine, and 0.1% Triton X-100 in PBS for 1 hour at room temperature. Primary antibodies (rabbit anti-BMAL1, 1:500; Novus Biologicals [Bio-Techne] NB100-2288, and mouse anti-Dystrophin conjugated with Alexa Fluor 488 [1:50; Santa Cruz Biotechnology sc-73592]), were incubated overnight at 4°C. Sections were then incubated with goat anti-rabbit Alexa Fluor 568 and counterstained with DAPI (1:10,000; Invitrogen D1306). For fiber typing, unfixed sections were incubated overnight with primary antibodies from the Developmental Studies Hybridoma Bank: IgG2b anti-MYH7 (Type 1, 1:100, BA.D5), IgG1 anti-MYH2 (Type 2A, neet, SC.71), IgM anti-MYH4 (Type 2B, neet, BF.F3), and rabbit anti-laminin (1:100; MilliporeSigma L9393). Sections were then incubated with Invitrogen’s secondary antibodies (IgG1 Alexa Fluor 647, 1:250; IgG2b Alexa Fluor 488, 1:500; IgM Alexa Fluor 594, 1:250; goat anti-rabbit IgG Alexa Fluor 405, 1:100), washed, and postfixed in methanol. Sections were mounted in ProLong antifade medium. Images were captured with a Leica DMi8 microscope (20× objective). CSA assessment and fiber typing analysis were performed using MyoVision 2.0, as previously reported (50).

### AAV vector genome detection.

AAV vector copy numbers were quantified in gastrocnemius, quadriceps, soleus, tibialis anterior, heart, and liver tissues from KO+AAV mice (*n* = 5–7). Genomic DNA was isolated using DNeasy Blood & Tissue kit (QIAGEN). qPCR was performed using a QuantiStudio 3 thermocycler (Applied Biosystems) with an inverted terminal repeat-specific primer set (Fwd: 5′-GGAACCCCTAGTGATGGAGTT-3′; Rev: 5′-CGGCCTCAGTGAGCGA-3′) (51) and Fast SYBR Green Master Mix (Thermo Fisher Scientific). A standard curve was generated with serial dilutions, 10^2^–10^8^, of AAV2-CK6-Bmal1-HA plasmid. Results were expressed as mean AAV vector copy number per microgram of genomic DNA.

### Ex vivo muscle function.

Maximal tetanic tension of the EDL muscle from WT (*n* = 6), *Bmal1*-KO (*n* = 4), and *Bmal1*-KO+AAV (*n* = 5) was assessed by the University of Florida Physiological Assessment Core, as previously described (52). Specific tension and physiological CSA were calculated using standard equations (53), with data normalized to WT values for comparison.

### Whole muscle protein quantification.

Protein was isolated as described by Roberts et al. (27). Gastrocnemius muscle from 8 mice per group was weighed and placed in ice-cold buffer (25 mM Tris, pH 7.2, 0.5% Triton X-100, proteinase inhibitor) at 20× volume. Muscles were homogenized with glass Dounce grinders. Protein concentration was measured using the Microplate BCA protein assay kit (Thermo Fisher Scientific) and expressed per milligram of wet tissue.

### LC-MS untargeted plasma metabolomics.

Plasma samples (*n* = 5; 4 per group plus 1 pooled) were processed by the University of Florida Southeast Center for Integrated Metabolomics. Samples were prenormalized by protein content. Global metabolomics profiling was conducted using a Thermo Fisher Scientific Q-Exactive Orbitrap mass spectrometer with Dionex UHPLC, as reported before (54). Extracts were spiked with 1 μL of a standard mixture for targeted carnitine identification. Samples were analyzed in positive and negative heated electrospray ionization with 35,000 mass resolution at *m/z* 200. Separation was performed on an ACE 18-pfp column using 0.1% formic acid (A) and acetonitrile (B). The flow rate was 350 μL/min with a column temperature of 25°C. Injection volumes were 4 μL for negative and 2 μL for positive ions.

MZmine was used to identify, deisotope, align features, and fill gaps. Adducts and complexes were removed. Data from positive and negative ion modes were combined, yielding 1,420 features in the positive mode and 2,709 in the negative mode. Data were normalized to the sum of metabolites for each sample, log_2_-transformed, and autoscaled. Statistical and KEGG enrichment analyses were done with MetaboAnalyst v5.0. Mummichog analysis associated *m/z* ratios with possible metabolites.

### TMT-based proteome profiling.

Frozen gastrocnemius muscles were ground into powder with a liquid nitrogen–cooled mortar and pestle. The powder was homogenized in lysis buffer (50 mM HEPES, pH 8.5, 8 M urea, 0.5% sodium deoxycholate) at 4°C, then centrifuged at 11,200*g* for 10 minutes. Protein concentrations of supernatants were determined using Coomassie-stained gels with BSA as a standard (55). For TMT labeling, 100 μg of each sample was digested with LysC (Wako) at 1:100 (w/w) for 2 hours, followed by Trypsin (Promega) at 1:50 (w/w) for at least 3 hours. Peptides were reduced with 1 mM DTT, alkylated with 10 mM iodoacetamide, and quenched with 30 mM DTT. Samples were acidified with trifluoroacetic acid, desalted using C18 cartridges, and dried. The peptides were resuspended in 50 mM HEPES (pH 8.5) and labeled with 10-plex TMT reagents. Labeled samples were mixed, desalted, and fractionated using basic pH reverse-phase chromatography (Agilent 1220). Fractions were analyzed by acidic pH reverse-phase LC-MS/MS on an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) with data-dependent acquisition.

MS/MS raw files were processed using JUMP. Data were searched against the UniProt mouse database with a reversed decoy database. Search parameters included 15 ppm mass tolerance for precursor and fragment ions, fully tryptic restriction, and static modifications for TMT tags and carbamidomethylation, with dynamic modification for Met oxidation. Proteins were quantified by summing reporter ion counts across matched eptide-spectrum matches. Statistical analysis used a *P* < 0.05 and a fold-change threshold of ±0.3 log_2_FC, as reported before (56). Results are available in Supplemental Data 2.

### Statistics.

Data are presented as mean and SD or SEM. The unpaired 2-tailed Student’s *t* test was used for comparing 2 normally distributed groups. For comparing 3 groups, 1-way ANOVA with Tukey’s multiple-comparison post hoc test was applied for qPCR results, ChIP-qPCR, wheel activity, rotarod, AUC, or muscle weight. Ordinary 2-way ANOVA with Tukey’s multiple-comparison post hoc test was used for body weight or body composition over time, considering time and group as main effects. The cumulative survival analysis was carried out using the Kaplan-Meier method and the log-rank test for comparing survival curves. The Gehan-Breslow-Wilcoxon test was also used to assess early death events, but only log-rank test *P* values are reported. A *P* value less than 0.05 was considered significant. All analyses were performed using GraphPad Prism software version 9.

### Study approval.

Procedures followed institutional guidelines approved by the University of Florida IACUC (Protocol 0018).

### Data availability.

RNA-Seq datasets generated in this study have been deposited in NCBI GEO (GSE232957). Metabolomics data are available through the NIH Metabolomics Workbench (PR001677). Proteomics data have been deposited in the ProteomeXchange Consortium via PRIDE (PXD054406). All data points shown in the graphs are provided in the Supporting Data Values file.

## Author contributions

MAGM and KAE designed research; MAGM, EER, CMD, MRV, VP, JP, LCH, and FD conducted experiments; MAGM and CAW acquired data; MAGM, CAW, CMD, HD, LCH, and ZH analyzed data; and MAGM and KAE wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
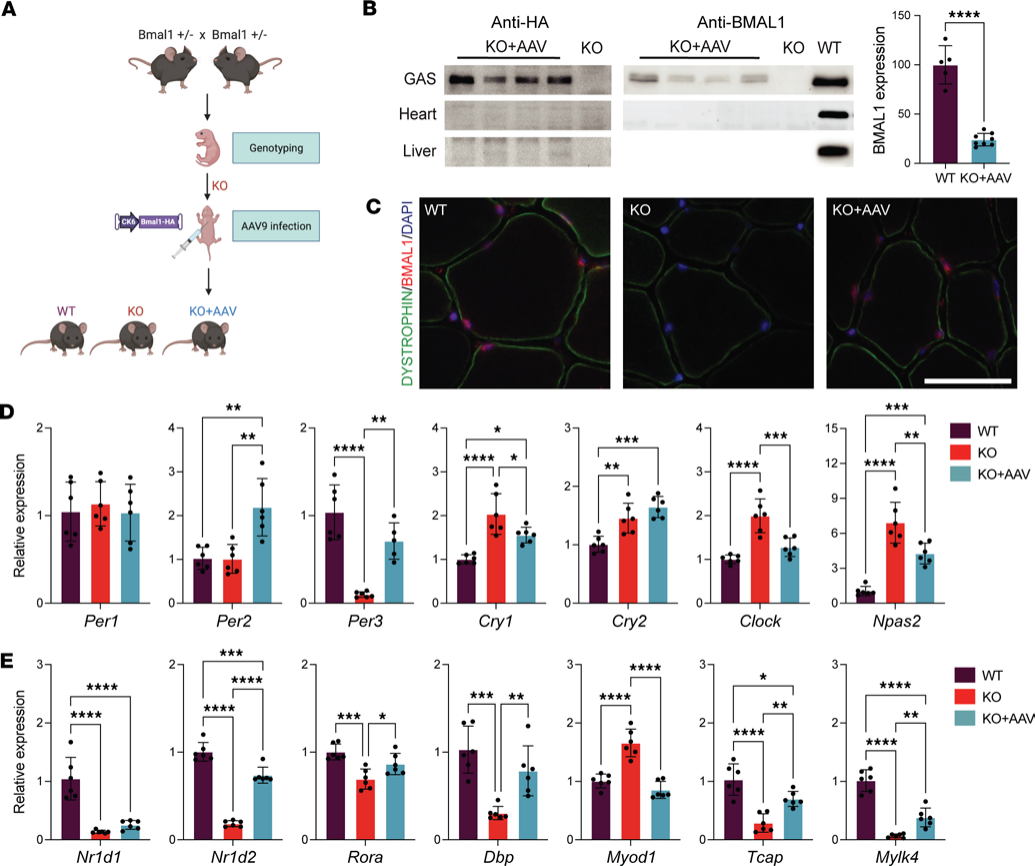
AAV-mediated *Bmal1* expression engages the muscle clock. (**A**) Schematic of the mouse generation workflow. *Bmal1*-KO^+/–^ mice were used as breeders. *Bmal1*-KO mice were genotyped at postnatal day 2–3 (P2–P3) and injected with AAV9 at P5. (**B**) Western blot for anti-HA and anti-BMAL1 detection in gastrocnemius (GAS), heart, and liver tissues from *Bmal1*-KO+AAV mice, demonstrating the muscle-specific rescue model at 10 weeks of age. (**C**) Representative images of BMAL1 immunostaining of tibialis anterior (TA) sections costained with dystrophin and DAPI from WT, *Bmal1*-KO, and *Bmal1*-KO+AAV mice. Scale bar = 50 μm. (**D**) Expression of core clock genes and (**E**) secondary clock and muscle output genes in gastrocnemius muscle (*n* = 5–6 mice/group). Data are shown as mean ± SD. One-way ANOVA with *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
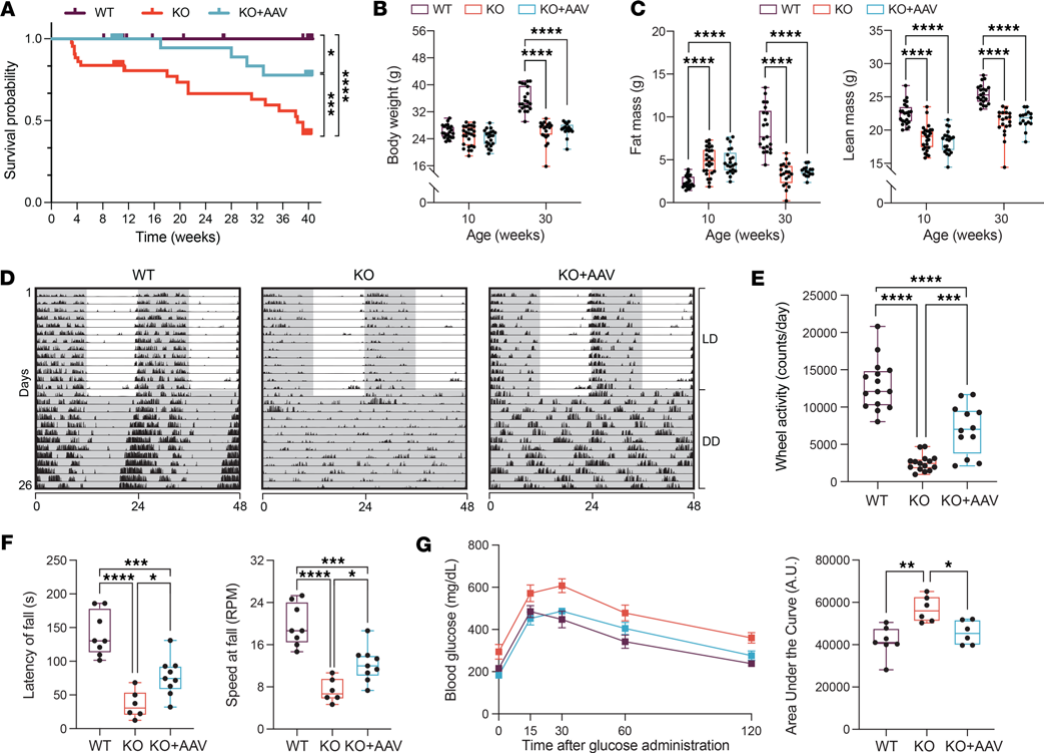
Muscle-specific rescue of *Bmal1* increases the survival rate of *Bmal1*-KO mice. (**A**) Kaplan-Meier survival curves of WT (*n* = 45), KO (*n* = 43), and KO+AAV (*n* = 36) mice. Log-rank test, *P < 0.05, ***P < 0.001, ****P < 0.0001. (**B**) Body weight measurements (*n* = 16–23 mice/group). Two-way ANOVA, ****P < 0.0001. (**C**) Body composition analysis (*n* = 15–23 mice/group). Two-way ANOVA, ****P < 0.0001. (**D**) Representative locomotor activity traces for individual mice (double plotted for visualization), showing 14 days in LD followed by 15 days in DD. (**E**) Voluntary wheel activity (*n* = 12–15 mice/group). One-way ANOVA, ***P < 0.001, ****P < 0.0001. (**F**) Latency to fall and running speed are increased in KO+AAV mice (*n* = 6–9 mice/group). One-way ANOVA, *P < 0.05, ***P < 0.001, ****P < 0.0001. (**G**) Glucose tolerance test and area under the curve (AUC) (*n* = 6–7 mice/group). One-way ANOVA, *P < 0.05, **P < 0.01. Box plots show the interquartile range, median (line), and minimum and maximum (whiskers).

**Figure 3:**
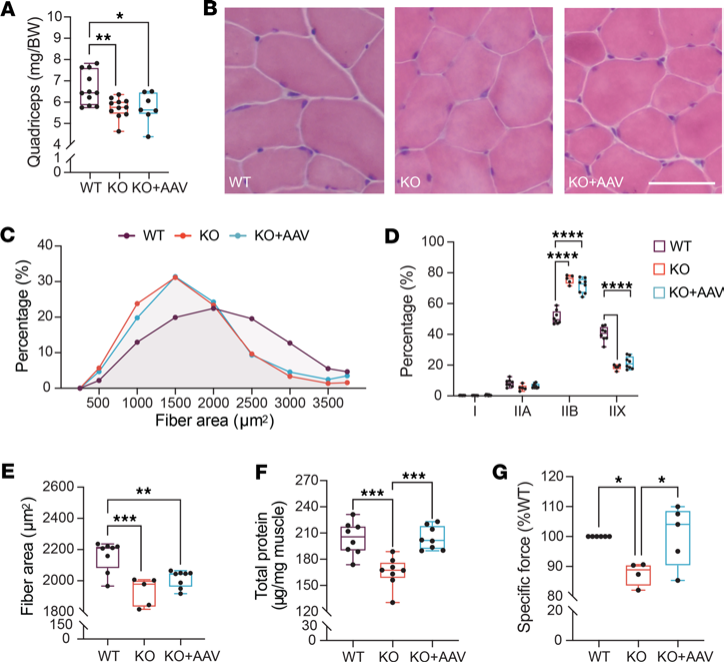
Functional and histological analysis from muscle-specific rescue of Bmal1 at 10 weeks of age. (**A**) Quadriceps weight normalized by body weight across groups (*n* = 7–11 mice/group). One-way ANOVA, *P < 0.05, **P < 0.01. (**B**) Representative images of hematoxylin and eosin staining from TA cross sections in WT, KO, and KO+AAV mice. Scale bar = 100 μm. (**C**) Muscle fiber cross-sectional area (CSA) in TA sections. (**D**) Muscle fiber type composition in TA cross sections (*n* = 5–8 mice/group). Two-way ANOVA, ****P < 0.0001. (**E**) Distribution of muscle fiber CSA (*n* = 5–8 mice/group). One-way ANOVA, **P < 0.01, ***P < 0.001. (**F**) Total protein concentrations (μg/mg muscle wet weight) in gastrocnemius muscle samples (*n* = 8 mice/group). One-way ANOVA, ***P < 0.001. (**G**) Extensor digitorum longus (EDL) specific force production in WT, *Bmal1*-KO, and KO+AAV mice (*n* = 4–6 mice/group). Measurements normalized to WT values. One-way ANOVA, *P < 0.05. Box plots show the interquartile range, median (line), and minimum and maximum (whiskers).

**Figure 4:**
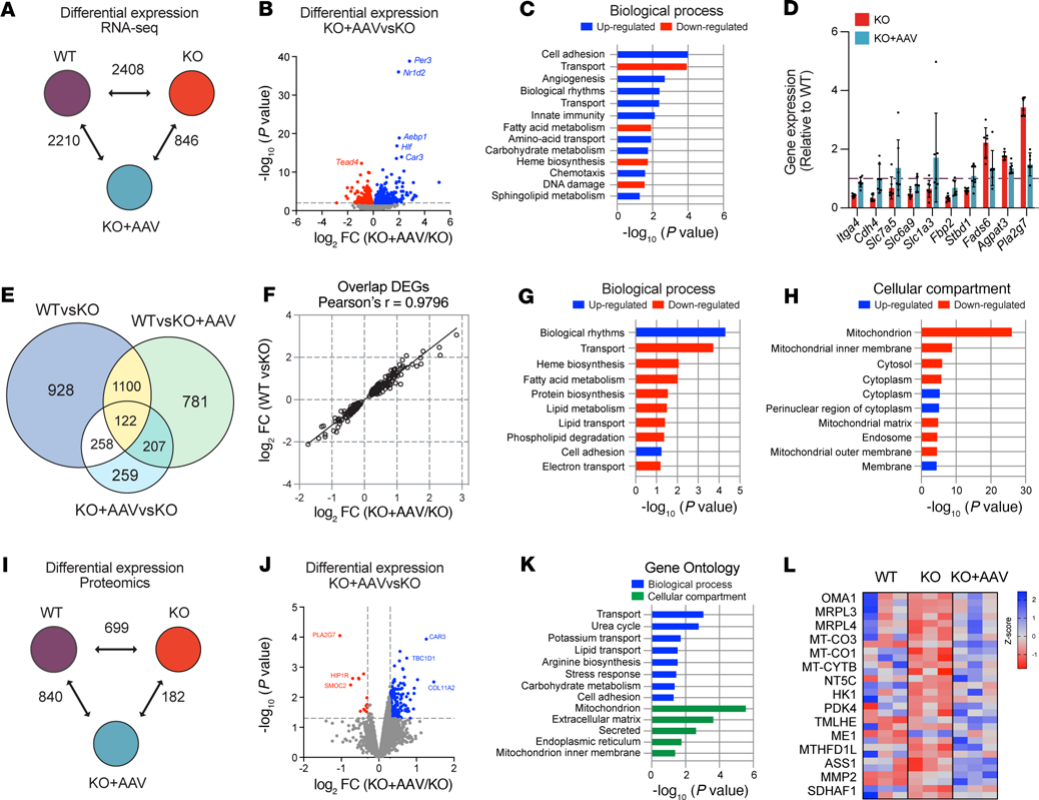
Multiomics analysis of gastrocnemius samples from 10-week-old rescue mice. (**A**) Number of differentially expressed genes (DEGs) in each comparison group. (**B**) Volcano plot showing *P* value and log_2_ fold-change of DEGs in RNA-Seq. Downregulated genes in red, upregulated in blue. (**C**) Biological processes enriched in DEGs. (**D**) Expression of genes associated with cell adhesion, amino acid transport, carbohydrate metabolism, and fatty acid metabolism from **C** (*n* = 7 samples/group). Expression is in counts per million, normalized to WT levels (dashed line). (**E**) Overlap analysis of DEGs from **A**. (**F**) Correlation of expression changes in 273 overlapping genes between WT versus KO and KO+AAV versus KO. (**G** and **H**) GO enrichment analysis for biological processes (**G**) and cellular compartments (**H**) enriched in overlapping genes. (**I**) Number of differentially expressed proteins (DEPs) in each comparison (*n* = 3 samples/group). (**J**) Volcano plot of DEPs in KO+AAV vs. KO. Downregulated proteins in red, upregulated in blue. (**K**) GO enrichment analysis for biological processes and cellular compartments of DEPs in KO+AAV vs. KO. (**L**) Heatmap analysis of proteins enriched for “Mitochondrion.” Each row represents ion intensity of a protein, with data *Z*-scaled. Blue indicates high abundance and red low abundance of proteins.

**Figure 5:**
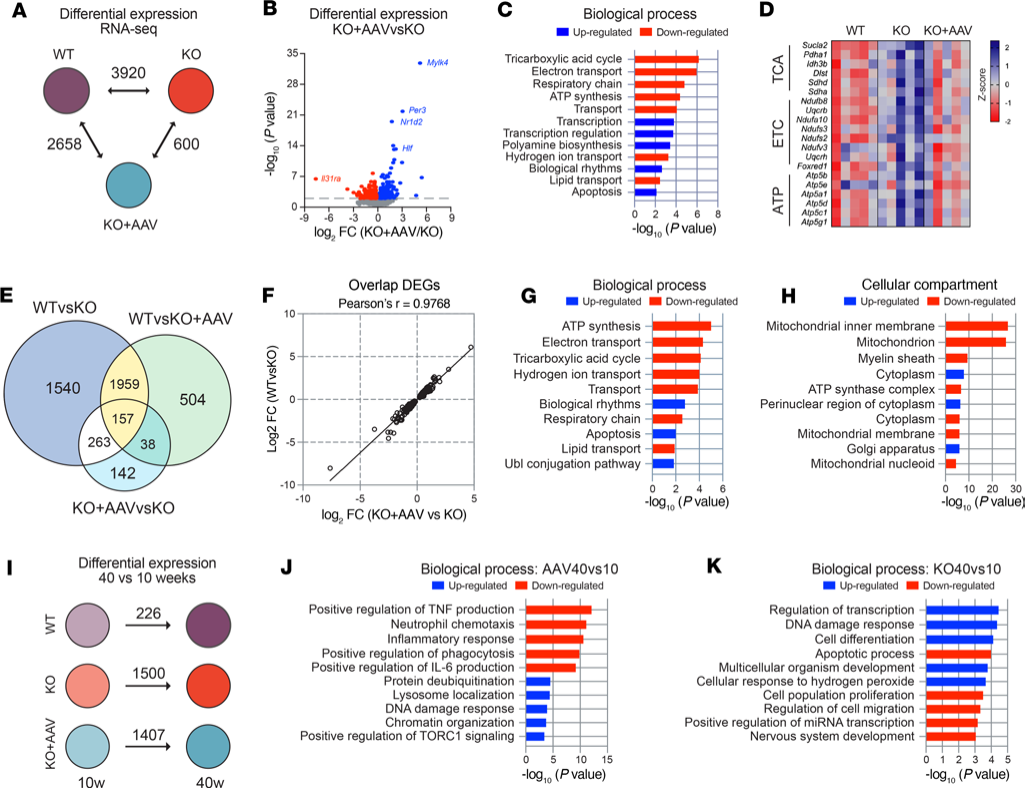
RNA-Seq analysis of gastrocnemius samples from 40-week-old rescue mice. (**A**) Number of DEGs in each comparison group (*n* = 5 samples/group). (**B**) Volcano plot showing *P* values and log_2_ fold-changes of DEGs in RNA-Seq. Downregulated genes are shown in red, upregulated in blue. (**C**) Biological processes enriched in DEGs. (**D**) Heatmap analysis of DEGs enriched for tricarboxylic acid, electron transport chain, and ATP synthesis from **C**. (**E**) Overlap analysis of DEGs from **A**. (**F**) Correlation of expression changes in 263 overlapping genes between WT vs. KO and KO+AAV vs. KO. (**G** and **H**) GO enrichment analysis for biological processes (**G**) and cellular compartments (**H**) enriched in overlapping genes. (**I**) Number of DEGs changing over time (40 vs. 10 weeks) in each group. (**J**) GO enrichment analysis for biological processes of DEGs down- or upregulated in KO+AAV. The top 10 overlapping processes are plotted based on –log_10_(*P* value). (**K**) GO enrichment analysis for biological processes of DEGs down- or upregulated in KO. The top 10 overlapping processes are plotted based on –log_10_(*P* value).

**Figure 6:**
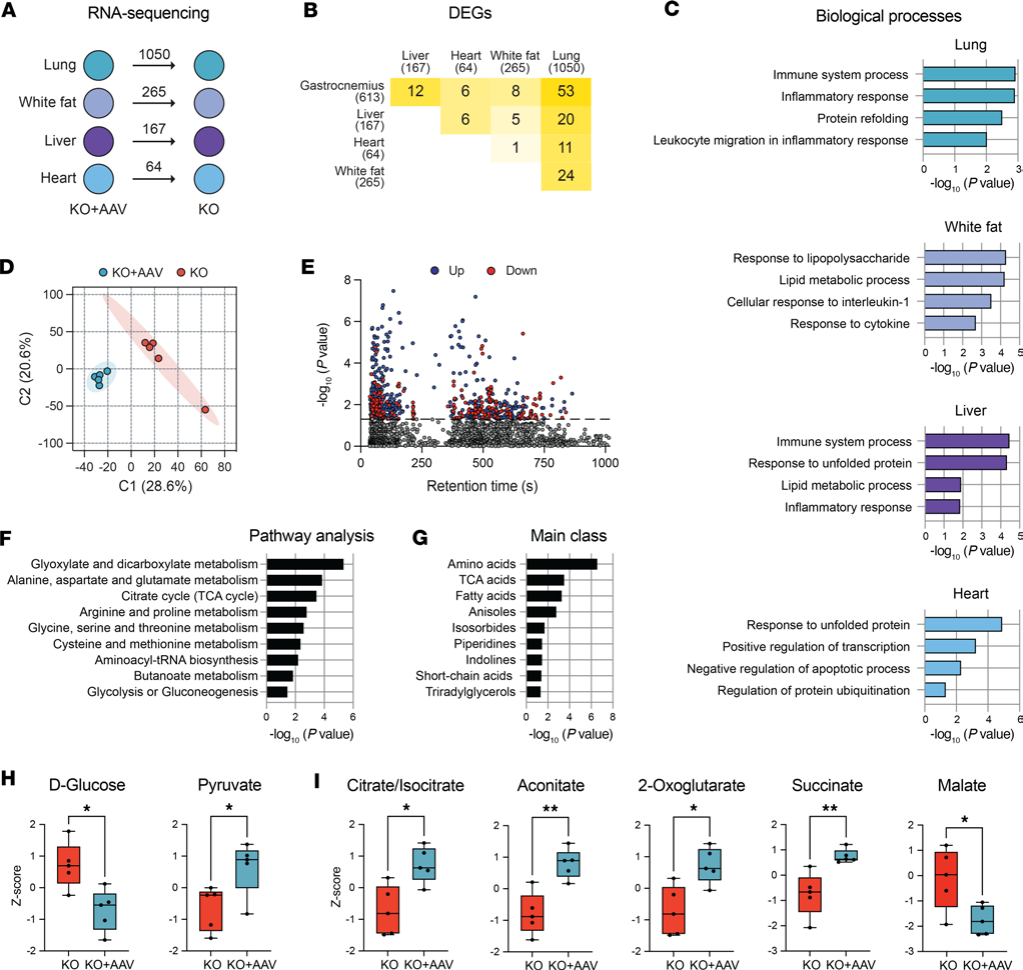
Systemic effects in the rescue model are associated with inflammatory status at 40 weeks of age. (**A**) Number of DEGs in liver, lung, heart, and white fat tissues comparing *Bmal1*-KO vs. KO+AAV at 40 weeks of age (*n* = 4 samples/group). (**B**) No overlapping DEGs were found across all tissues. (**C**) Examples of biological processes related to inflammation or metabolism in each tissue. (**D**) Partial least squares discriminant analysis of 4,129 metabolomic features. (**E**) Manhattan plot. The dotted line represents *P* value < 0.05 comparing *Bmal1*-KO with KO+AAV plasma samples (*n* = 5/group). Blue and red dots above the line indicate significantly increased or decreased features, respectively. (**F**) KEGG pathway analysis of untargeted plasma metabolomics results. (**G**) Main classes of plasma metabolites. (**H**) Metabolites related to alanine, aspartate, and glutamate metabolism. (**I**) Metabolites associated with inflammatory responses (*n* = 5 samples/group). Two-tailed Student’s, *P < 0.05, **P < 0.01. Box plots show the interquartile range, median (line), and minimum and maximum (whiskers).

## References

[1] Cox KH, Takahashi JS (2019). Circadian clock genes and the transcriptional architecture of the clock mechanism. J Mol Endocrinol.

[2] Gutierrez-Monreal MA (2020). Ticking for metabolic health: the skeletal-muscle clocks. Obesity (Silver Spring).

[3] Martin RA (2023). Metabolism and exercise: the skeletal muscle clock takes centre stage. Nat Rev Endocrinol.

[4] Guillaumond F (2005). Differential control of Bmal1 circadian transcription by REV-ERB and ROR nuclear receptors. J Biol Rhythms.

[5] Wolff CA (2023). Defining the age-dependent and tissue-specific circadian transcriptome in male mice. Cell Rep.

[6] Harfmann BD (2016). Muscle-specific loss of Bmal1 leads to disrupted tissue glucose metabolism and systemic glucose homeostasis. Skeletal Muscle.

[7] Dyar KA (2014). Muscle insulin sensitivity and glucose metabolism are controlled by the intrinsic muscle clock. Mol Metab.

[8] Andrews JL (2010). CLOCK and BMAL1 regulate MyoD and are necessary for maintenance of skeletal muscle phenotype and function. Proc Natl Acad Sci U S A.

[9] Kondratov RV (2006). Early aging and age-related pathologies in mice deficient in BMAL1, the core componentof the circadian clock. Genes Dev.

[10] Rudic RD (2004). BMAL1 and CLOCK, two essential components of the circadian clock, are involved in glucose homeostasis. PLoS Biol.

[11] Lefta M (2012). Development of dilated cardiomyopathy in Bmal1-deficient mice. Am J Physiol Heart Circ Physiol.

[12] McDearmon EL (2006). Dissecting the functions of the mammalian clock protein BMAL1 by tissue-specific rescue in mice. Science.

[13] Koronowski KB (2019). Defining the independence of the liver circadian clock. Cell.

[14] Welz P-S (2019). BMAL1-driven tissue clocks respond independently to light to maintain homeostasis. Cell.

[15] Petrus P (2022). The central clock suffices to drive the majority of circulatory metabolic rhythms. Sci Adv.

[16] Smith JG (2023). Liver and muscle circadian clocks cooperate to support glucose tolerance in mice. Cell Rep.

[17] Salva MZ (2007). Design of tissue-specific regulatory cassettes for high-level rAAV-mediated expression in skeletal and cardiac muscle. Mol Ther.

[18] Bartoli M (2006). Safety and efficacy of AAV-mediated calpain 3 gene transfer in a mouse model of limb-girdle muscular dystrophy type 2A. Mol Ther.

[19] Gregorevic P (2004). Systemic delivery of genes to striated muscles using adeno-associated viral vectors. Nat Med.

[20] Hauser MA (2000). Analysis of muscle creatine kinase regulatory elements in recombinant adenoviral vectors. Mol Ther.

[21] Gabriel BM (2021). Disrupted circadian oscillations in type 2 diabetes are linked to altered rhythmic mitochondrial metabolism in skeletal muscle. Sci Adv.

[22] Kettner NM (2015). Circadian dysfunction induces leptin resistance in mice. Cell Metab.

[23] Schwartz WJ, Zimmerman P (1990). Circadian timekeeping in BALB/c and C57BL/6 inbred mouse strains. J Neurosci.

[24] Bunger MK (2000). Mop3 is an essential component of the master circadian pacemaker in mammals. Cell.

[25] Kennaway DJ (2013). Global loss of bmal1 expression alters adipose tissue hormones, gene expression and glucose metabolism. PLoS One.

[26] Zhong L-X (2019). Circadian misalignment alters insulin sensitivity during the light phase and shifts glucose tolerance rhythms in female mice. PLoS One.

[27] Roberts MD (2020). An optimized procedure for isolation of rodent and human skeletal muscle sarcoplasmic and myofibrillar proteins. J Biol Methods.

[28] Schroder EA (2015). Intrinsic muscle clock is necessary for musculoskeletal health. J Physiol.

[29] Nikolaus S (2017). Increased tryptophan metabolism is associated with activity of inflammatory bowel diseases. Gastroenterology.

[30] Xu J (2020). Increased mortality of acute respiratory distress syndrome was associated with high levels of plasma phenylalanine. Respir Res.

[31] Capuron L (2011). Chronic low-grade inflammation in elderly persons is associated with altered tryptophan and tyrosine metabolism: role in neuropsychiatric symptoms. Biol Psychiatry.

[32] Gates AC (2007). Respiratory uncoupling in skeletal muscle delays death and diminishes age-related disease. Cell Metab.

[33] Vrailas-Mortimer A (2011). A muscle-specific p38 MAPK/Mef2/MnSOD pathway regulates stress, motor function, and life span in Drosophila. Dev Cell.

[34] Demontis F (2014). Intertissue control of the nucleolus via a myokine-dependent longevity pathway. Cell Rep.

[35] Demontis F (2013). The influence of skeletal muscle on systemic aging and lifespan. Aging Cell.

[36] Ruiz JR (2008). Association between muscular strength and mortality in men: prospective cohort study. BMJ.

[37] Landi F (2012). Sarcopenia as a risk factor for falls in elderly individuals: results from the ilSIRENTE study. Clin Nutr.

[38] Ling CHY (2010). Handgrip strength and mortality in the oldest old population: the Leiden 85-plus study. CMAJ.

[39] Zhou X (2010). Reversal of cancer cachexia and muscle wasting by ActRIIB antagonism leads to prolonged survival. Cell.

[40] Demontis F, Perrimon N (2010). FOXO/4E-BP signaling in Drosophila muscles regulates organism-wide proteostasis during aging. Cell.

[41] Brennan KJ, Hardeman EC (1993). Quantitative analysis of the human alpha-skeletal actin gene in transgenic mice. J Biol Chem.

[42] Kumar A (2024). Brain-muscle communication prevents muscle aging by maintaining daily physiology. Science.

[43] El-Mafarjeh E (2020). Exercise improves lung inflammation, but not lung remodeling and mechanics in a model of bleomycin-induced lung fibrosis. Oxid Med Cell Longev.

[44] Du S-F (2017). In obese mice, exercise training increases 11β-HSD1 expression, contributing to glucocorticoid activation and suppression of pulmonary inflammation. J Appl Physiol(1985).

[45] Shoelson SE (2006). Inflammation and insulin resistance. J Clin Invest.

[46] DeFronzo RA, Tripathy D (2009). Skeletal muscle insulin resistance is the primary defect in type 2 diabetes. Diabetes Care.

[47] Sena-Esteves M, Gao G (2020). Introducing genes into mammalian cells: viral vectors. Cold Spring Harb Protoc.

[48] Tunster SJ (2017). Genetic sex determination of mice by simplex PCR. Biol Sex Differ.

[49] Bish LT (2008). Adeno-associated virus (AAV) serotype 9 provides global cardiac gene transfer superior to AAV1, AAV6, AAV7, and AAV8 in the mouse and rat. Hum Gene Ther.

[50] Viggars MR (2022). Automated cross-sectional analysis of trained, severely atrophied, and recovering rat skeletal muscles using MyoVision 2.0. J Appl Physiol (1985).

[51] Aurnhammer C (2012). Universal real-time PCR for the detection and quantification of adeno-associated virus serotype 2-derived inverted terminal repeat sequences. Hum Gene Ther Methods.

[52] Moorwood C (2013). Isometric and eccentric force generation assessment of skeletal muscles isolated from murine models of muscular dystrophies. J Vis Exp.

[53] Brooks SV, Faulkner JA (1988). Contractile properties of skeletal muscles from young, adult and aged mice. J Physiol.

[54] Ulmer CZ (2015). Liquid chromatography-mass spectrometry metabolic and lipidomic sample preparation workflow for suspension-cultured mammalian cells using Jurkat T lymphocyte cells. J Proteomics Bioinform.

[55] Xu P (2009). Systematical optimization of reverse-phase chromatography for shotgun proteomics. J Proteome Res.

[56] Hunt LC (2021). Integrated genomic and proteomic analyses identify stimulus-dependent molecular changes associated with distinct modes of skeletal muscle atrophy. Cell Rep.

# Supplementary material for: Targeted Bmal1 restoration in muscle prolongs lifespan with systemic health effects in aging model
**Source:** JCI Insight. 2024 Oct 1;9(22):e174007. doi: 10.1172/jci.insight.174007
**Supplement:** Supplemental data

Supporting Information for

## Targeted Bmal1 restoration in muscle prolongs lifespan with systemic health effects in aging model.

Miguel A. Gutierrez-Monreal, Christopher A. Wolff, Eduardo E. Rijos, Mark R. Viggars, Collin M. Douglas, Vishwajeeth Pagala, Junmin Peng, Liam C. Hunt, Haocheng Ding, Zhiguang Huo, Fabio Demontis, and Karyn A. Esser.

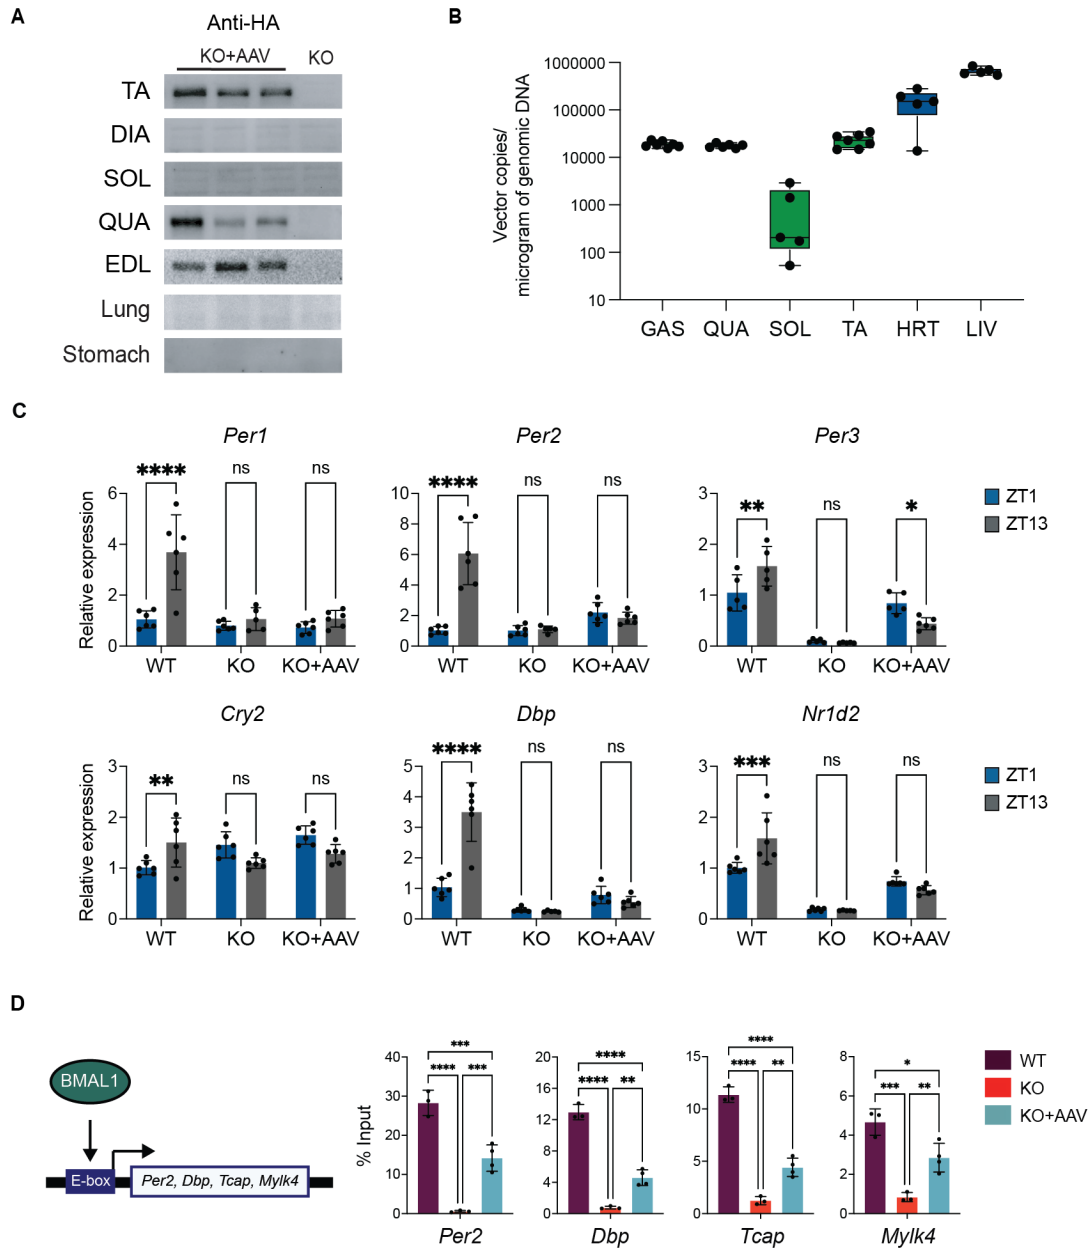

**Figure S1. Expression of Bmal1-HA in skeletal muscles and viral genome copy number.** A) Western blot for anti-HA detection in tibialis anterior (TA), diaphragm (DIA), soleus (SOL), quadriceps (QUA), and extensor digitorum longus (EDL) in *Bmal1*-KO+AAV mice at 10 weeks of age. Samples from lung and stomach tissues were used as control tissue for non-muscle cells. B) Vector genomes copy numbers in skeletal muscles, heart, and liver (n=5-7 mice). C) Expression of core clock factors and clock output genes at two different time points, ZT1 and ZT13. (n=5-6/group/time point). Two-way ANOVA, \*p<0.05, \*\*p<0.01; \*\*\*p<0.001; \*\*\*\*p<0.0001. D) ChIP-qPCR using an anti-BMAL1 antibody (n = 3-4/group). One-way ANOVA was used with \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

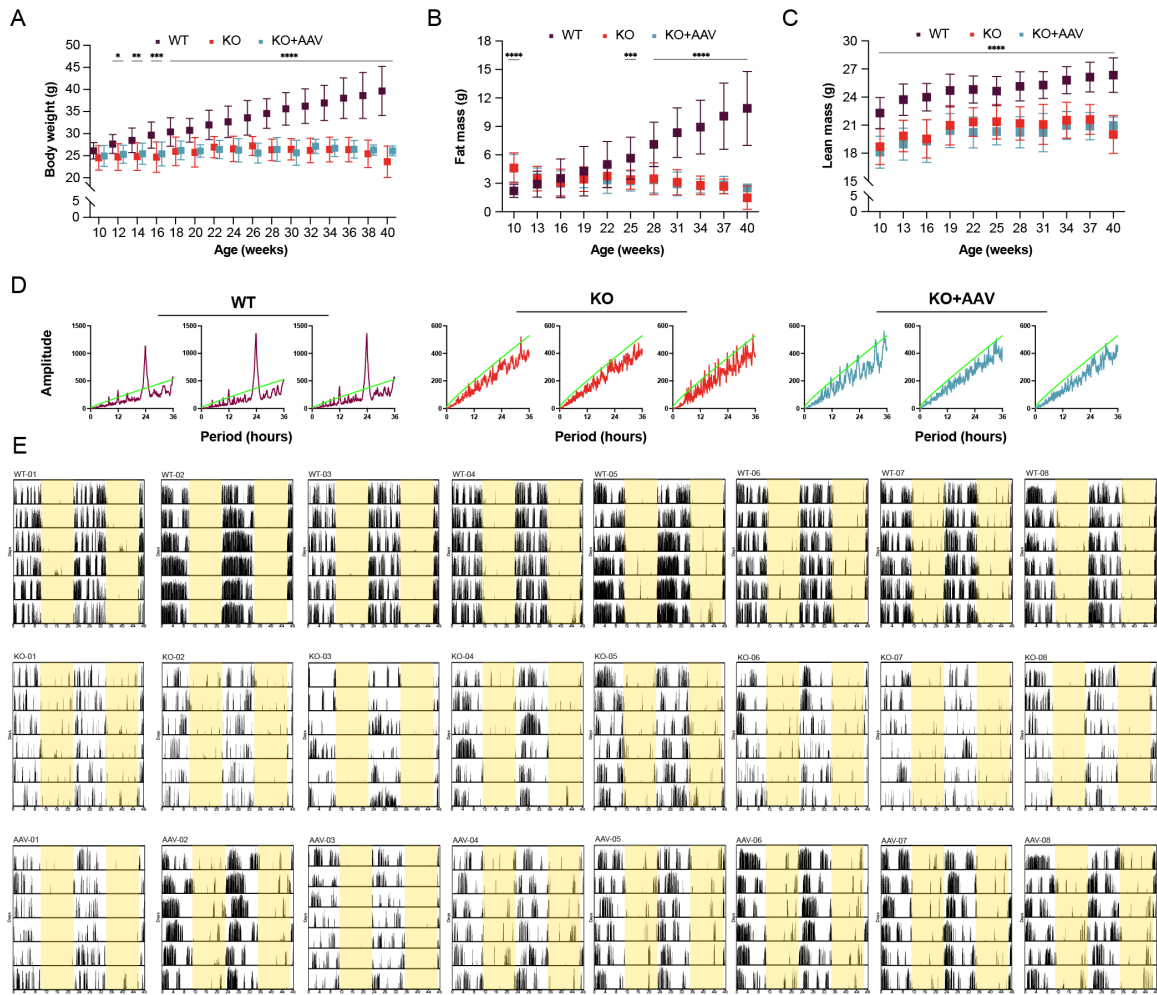

**Figure S2. Muscle-specific rescue of *Bmal1* does not alter body composition or behavior.** A) Body weight every two weeks from 10 to 40 weeks (n=16-23 mice/group). B-C) Fat and lean mass over time, from 10 to 40 weeks (n=15-23 mice/group). Two-way ANOVA \* p<0.05, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001. D) Representative Chi-square periodograms showing no significant periods in the rescue model measured using wheel activity data after two weeks in constant darkness. E) Actograms showing a week of activity recordings (n=8/group).

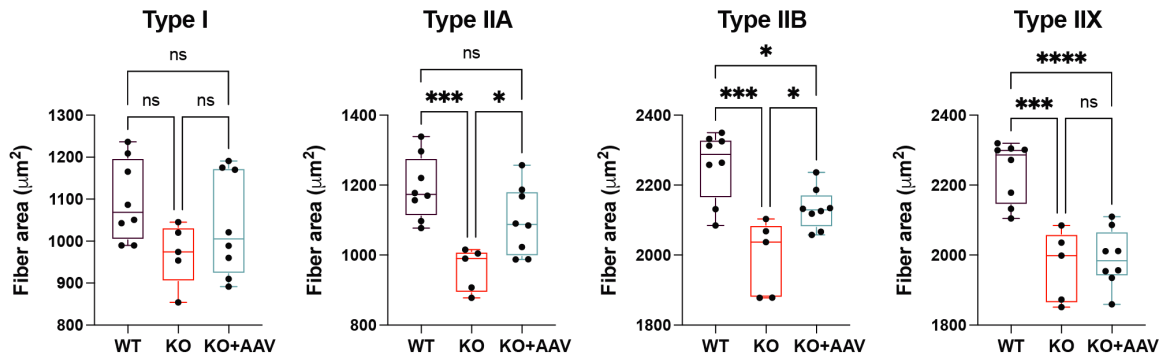

**Figure S3. Cross-sectional area of each fiber type.** CSA of type I, IIA, IIB, and IIX fibers in WT, KO, and KO+AAV (n=5-8 samples/group). One-way ANOVA, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

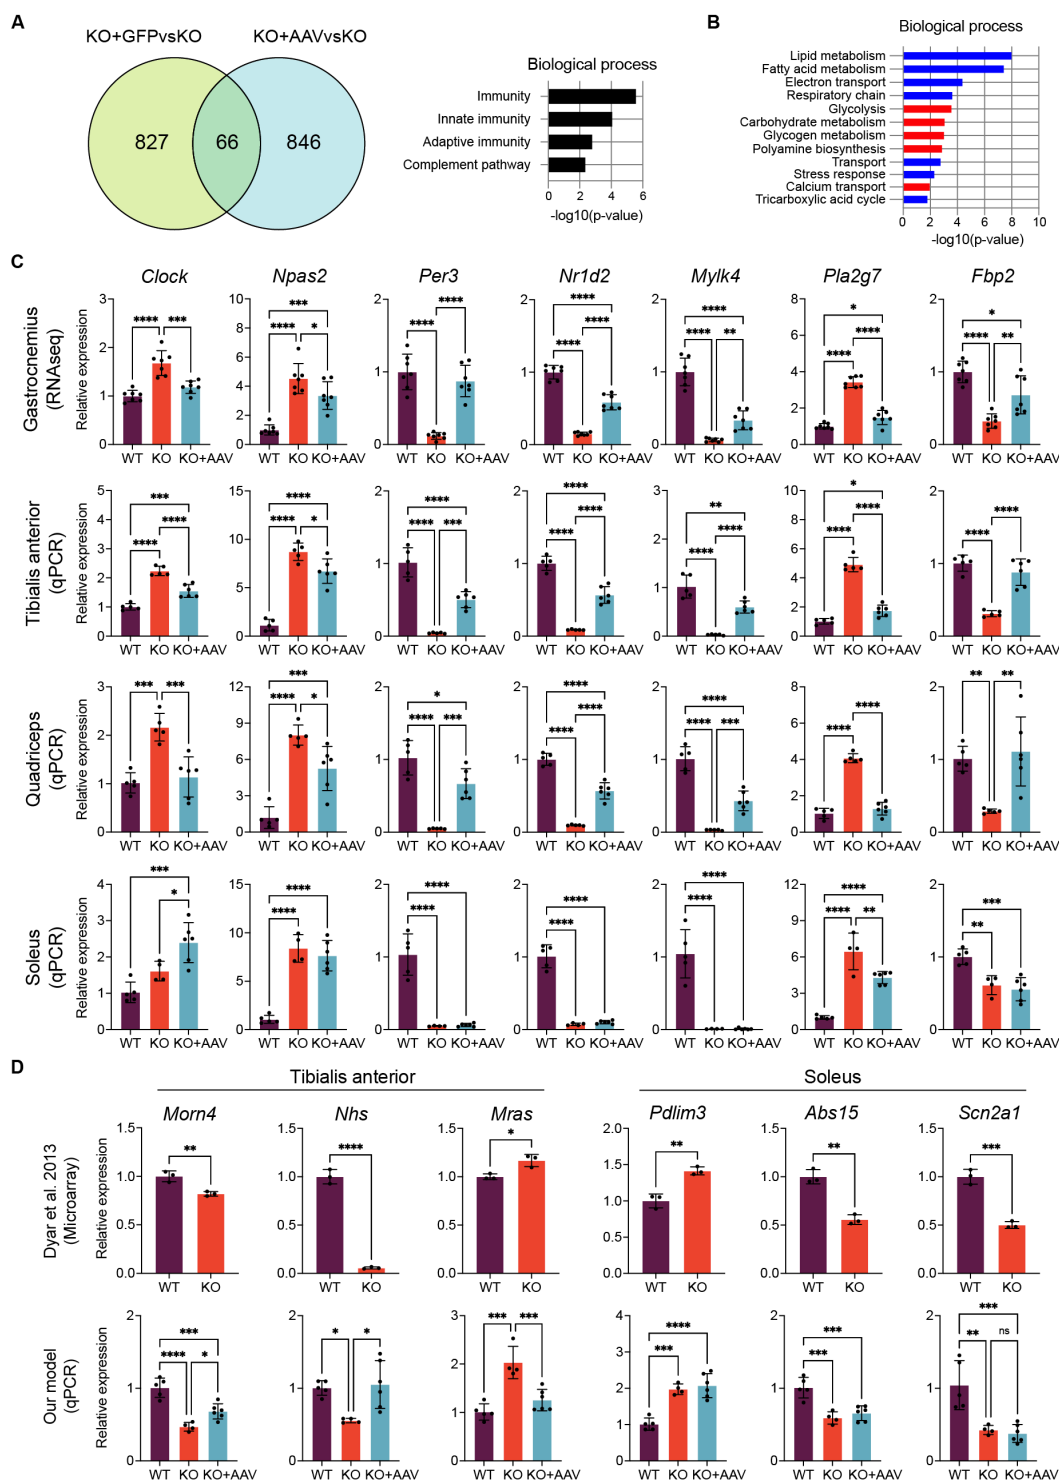

**Figure S4. Differentially expressed genes in different skeletal muscles.** A) Overlapping analysis of DEGs found in KOvsKO+GFP and KOvsKO+AAV(*Bmal1*) and biological processes of the overlapping genes. B) Biological processes enriched in DEGs found in KOvsKO+GFP. C) Expression of DEGs found in KO vs KO+AAV gastrocnemius samples measured in TA, quadriceps, and soleus of WT, KO, and KO+AAV (n=5-6 samples/group). One-way ANOVA, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ . D) Genes from muscle-specific *Bmal1*-KO found dysregulated in TA and soleus by Dyar et al. 2014 (n=5-6 samples/group). One-way ANOVA, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

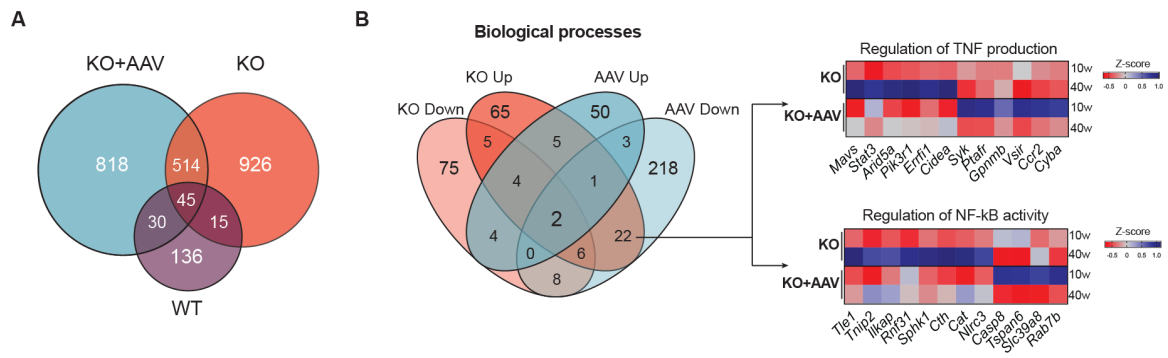

**Figure S5. Analysis of genes changing with age.** A) Overlap analysis of DEGs in the three groups. B) Venn diagram showing overlapping biological processes enriched in KO+AAV and KO muscle, and heatmap analysis of DEGs enriched in 'Regulation of TNF production' and 'Regulation of NFkB activity.'

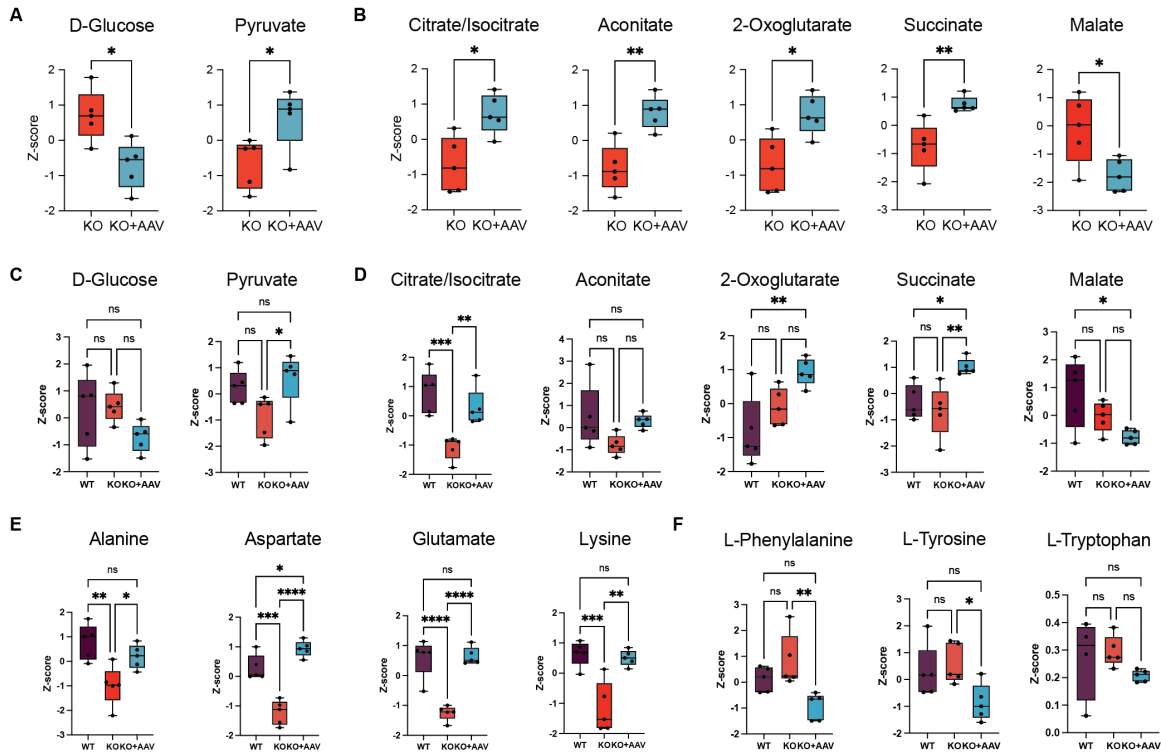

**Figure S6. Metabolites from Figure 6H-K with WT values.** Metabolites related to A) glycolysis, B) TCA cycle changing in between KO+AAV and KO groups (n = 5 samples/group). Two-tailed Student's, \*p < 0.05, \*\*p < 0.01. Metabolites related with C) glycolysis, D) TCA cycle, E) alanine, aspartate, and glutamate metabolism, and F) those associated with inflammatory responses with WT values (n = 5 samples/group). One-way ANOVA, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

**Table S1 – Primers for Chromatin immunoprecipitation assay**

| Gene symbol  | Forward sequence           | Reverse sequence            | Product size (bp) |
|--------------|----------------------------|-----------------------------|-------------------|
| <i>Dbp</i>   | 5'-TGGGACGCCTGGGTACAC-3'   | 5'-GGGAATGTGCAGCACTGGTT-3'  | 65                |
| <i>Mylk4</i> | 5'-TGCTCGGACTATCCACTCCA-3' | 5'-CATAAGGGGACAGCAGGCTC-3'  | 60                |
| <i>Per2</i>  | 5'-TCATTTGCATACTGGCGGGG-3' | 5'-TATGTAAAGAGAGCGACGGGC-3' | 78                |
| <i>Tcap</i>  | 5'-CAGACACCCAGAGGTGCTAC-3' | 5'-AAGCCTGCAAGATGCTCTGT-3'  | 60                |

**Table S2 – Primers for quantitative real time PCR**

| Gene symbol   | Accession number | Forward sequence               | Reverse sequence              | Product size |
|---------------|------------------|--------------------------------|-------------------------------|--------------|
| <i>Nr1d1</i>  | NM_145434.4      | 5'-TCCAGTTTGTGTCAAGGTCCA-3'    | 5'-GGAGCCACTAGAGCCAATGTA-3'   | 118          |
| <i>Nr1d2</i>  | NM_011584.4      | 5'-AAAGCTGGGACTTTTGAGGTTT-3'   | 5'-ATCCCCTGCTCCCATGAGT-3'     | 129          |
| <i>Clock</i>  | NM_007715.6      | 5'-GTCGAATCTCACTAGCATCTGAC-3'  | 5'-CTTCCTGGTAACGCGAGAAAG-3'   | 112          |
| <i>Myod1</i>  | NM_010866.2      | 5'-ATGGATTACAGCGGCCCC-3'       | 5'-TGTGGAGATGCGCTCCACTA-3'    | 153          |
| <i>Tcap</i>   | NM_011540.2      | 5'-GATGCGCCTGGGTATCCTC-3'      | 5'-GATCGAGACAGGGTACGG-3'      | 273          |
| <i>Mylk4</i>  | NM_001368880.1   | 5'-GCCGAAAAGAATCCTCTACTTGC-3'  | 5'-AGCACTCCCTTCTCTTGACATCT-3' | 82           |
| <i>Gapdh</i>  | NM_008084.3      | 5'-GGAGCCAAACGGGTCATCATCTC-3'  | 5'-GAGGGGCCATCCACAGCTTCT-3'   | 233          |
| <i>Per3</i>   | NM_001289877.1   | 5'-TCAAGACGTGAGGGCGTTCTA-3'    | 5'-CATTCACTGCGAGGCTCTTT-3'    | 90           |
| <i>Cry1</i>   | NM_007771.3      | 5'-CACTGGTTCGAAAGGGACTC-3'     | 5'-CTGAAGCAAAATCGCCACCT-3'    | 153          |
| <i>Cry2</i>   | NM_009963.4      | 5'-CACTGGTTCGCAAAGGACTA-3'     | 5'-CCACGGGTCGAGGATGTAGA-3'    | 102          |
| <i>Per1</i>   | NM_011065.5      | 5'-CGGATTGTCTATATTTCGGAGCA-3'  | 5'-TGGGCAGTCGAGATGGTGTA-3'    | 142          |
| <i>Per2</i>   | NM_011066.3      | 5'-AAAGCTGACGCACACAAGAA-3'     | 5'-ACTCCTCATTAGCCTTCACCT-3'   | 151          |
| <i>Dbp</i>    | NM_016974.3      | 5'-ACCGCTTCTCAGAGGAGGAAGTGA-3' | 5'-CTTCTTGATCTCTCGACCTCTTG-3' | 148          |
| <i>Npas2</i>  | NM_008719.2      | 5'-AGGTCATCGGATTCTTGCAGA-3'    | 5'-GTGTGATACTGTCGGACACATAG-3' | 192          |
| <i>Rora</i>   | NM_013646.2      | 5'-GTGGAGACAAATCGTCAGGAAT-3'   | 5'-TGGTCCGATCAATCAAACAGTTC-3' | 135          |
| <i>Pla2g7</i> | NM_013737        | 5'-CTTTTCACTGGCAAGACACATCT-3'  | 5'-CGACGGGGTACGATCCATTTTC-3'  | 132          |
| <i>Fbp2</i>   | NM_007994        | 5'-ACCCTGACCCGTTACGTTATG-3'    | 5'-ACATTCACGCTCCCCGAAATC-3'   | 161          |
| <i>Morn4</i>  | NM_198108        | 5'-GGCAGAGTAGACGTTTTTGG-3'     | 5'-GTTCTCGAACAGACCTTCGTT-3'   | 81           |
| <i>Nhs</i>    | NM_001081052     | 5'-GCTCATGTTAGACCTGTGCG-3'     | 5'-GTGAGTAAGCTGGATGTCGCT-3'   | 127          |
| <i>Mras</i>   | NM_008624        | 5'-TGTTCCAAGTGAAAACCTTCCC-3'   | 5'-GGGTCGTAGTCAGGCACAAA-3'    | 117          |
| <i>Pdlim3</i> | NM_016798        | 5'-TGGGGGCATAGACTTCAATCA-3'    | 5'-CTCCGTACCAAAGCCATCAATAG-3' | 121          |
| <i>Abs15</i>  | NM_080847        | 5'-TGAAGCGAGCCAGGCTATATT-3'    | 5'-AGCTCAAAAATGCGACCTTGC-3'   | 102          |
| <i>Scn2a1</i> | NM_001099298     | 5'-ATTTTCGGCTCATTCTTCACACT-3'  | 5'-GGGCGAGGTATCGGTTTTTGT-3'   | 176          |

# Supplementary material for: Targeted Bmal1 restoration in muscle prolongs lifespan with systemic health effects in aging model
**Source:** JCI Insight. 2024 Oct 1;9(22):e174007. doi: 10.1172/jci.insight.174007

anti-HA

Gastrocnemius muscle

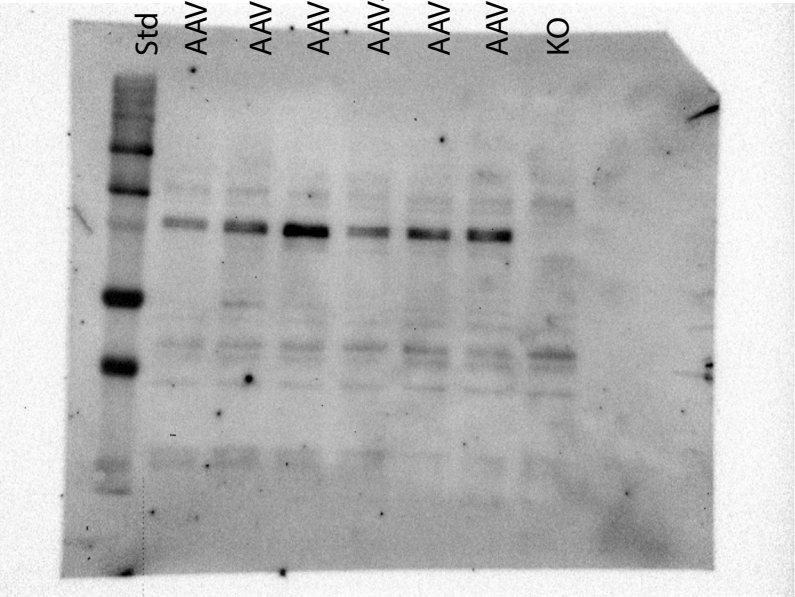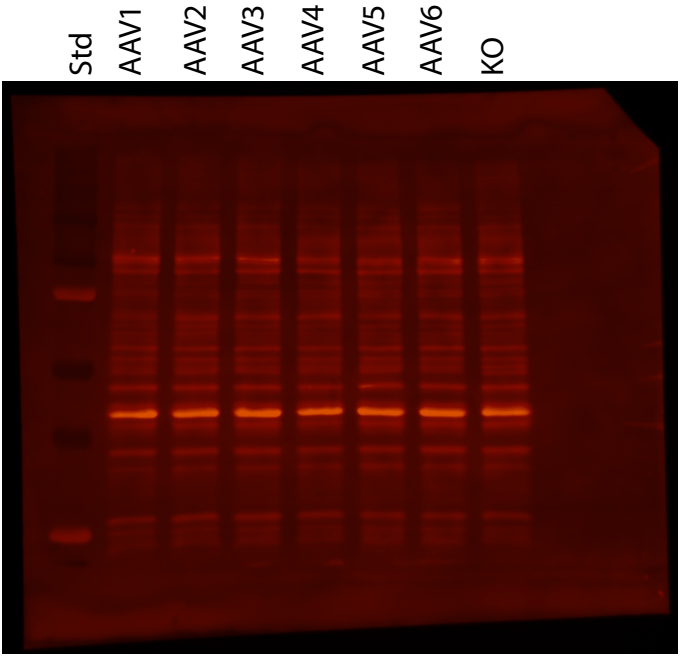

Heart

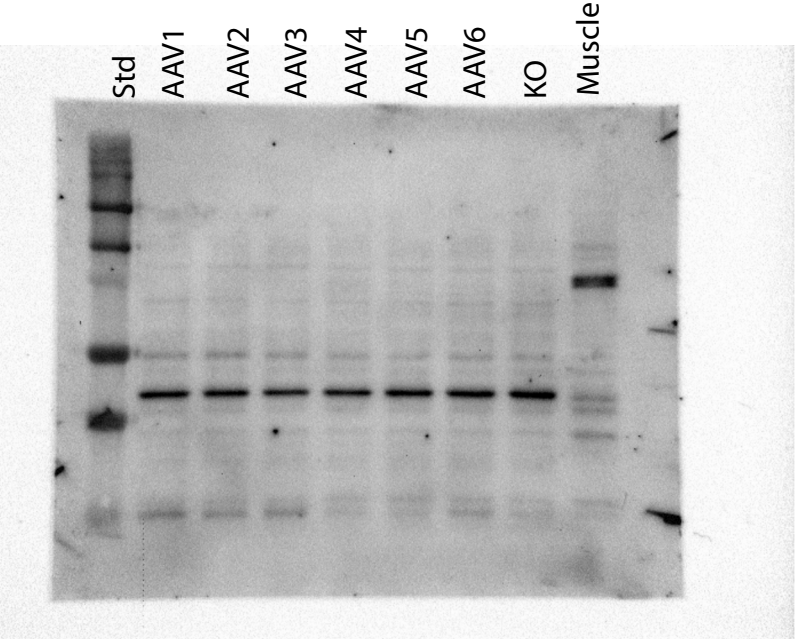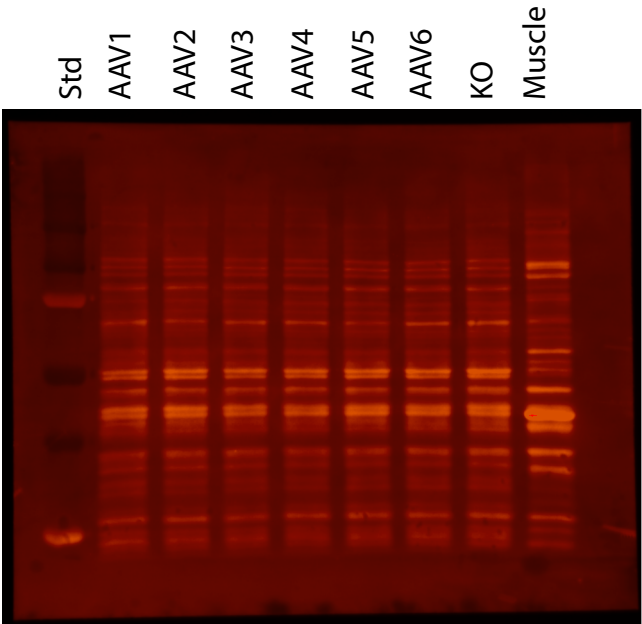

Liver

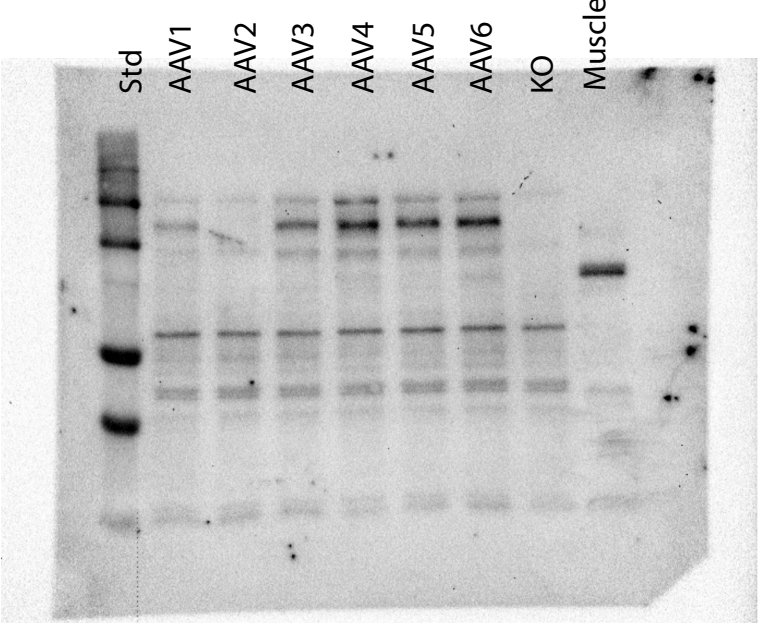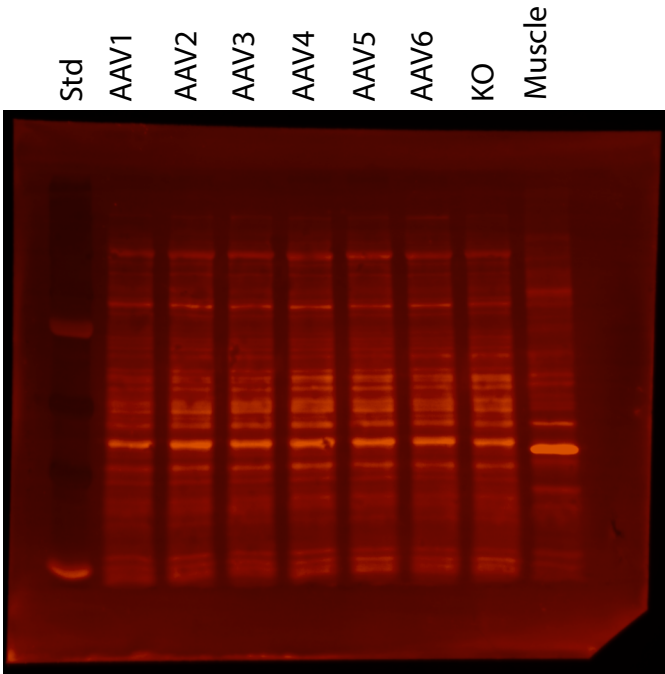

Gastrocnemius anti-BMAL1

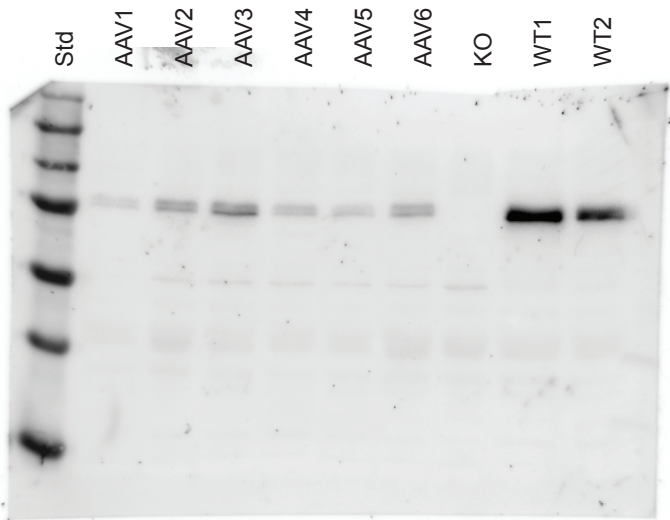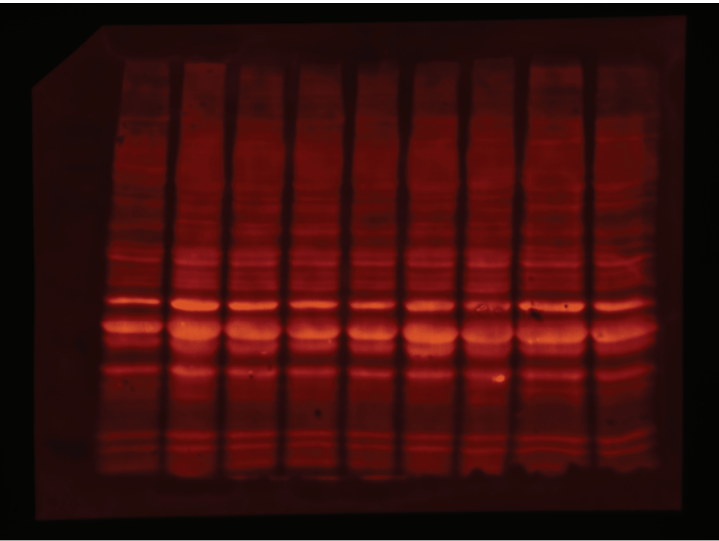

Heart anti-BMAL1

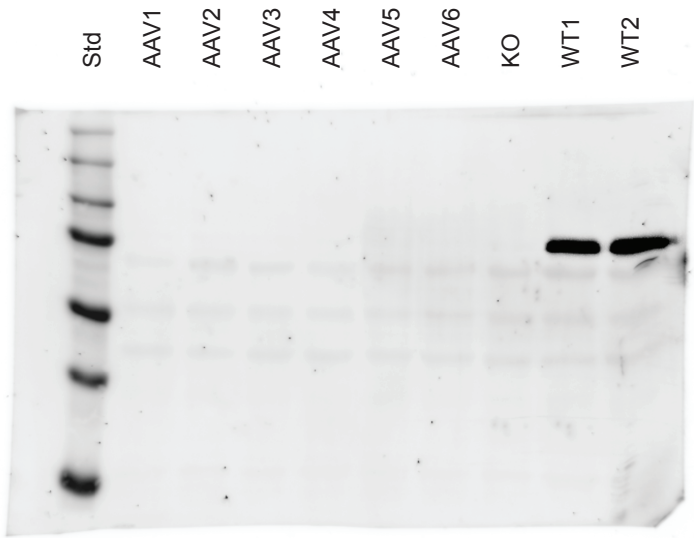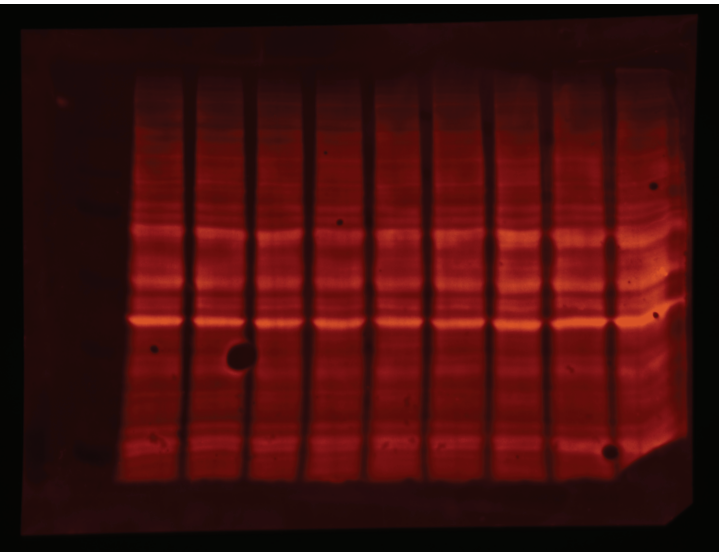

Liver anti-BMAL1

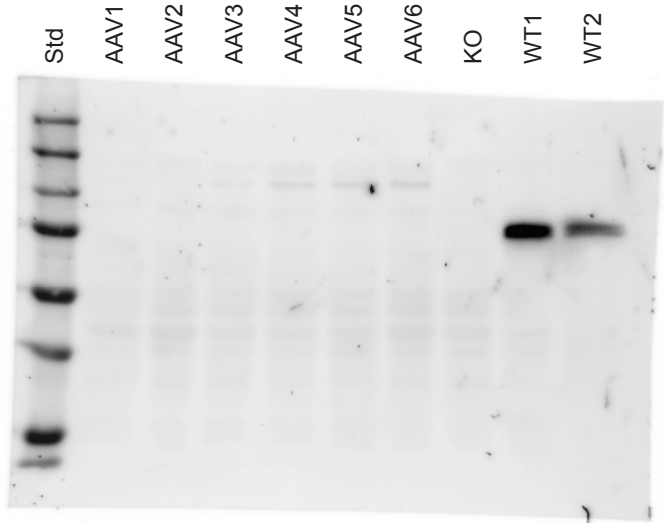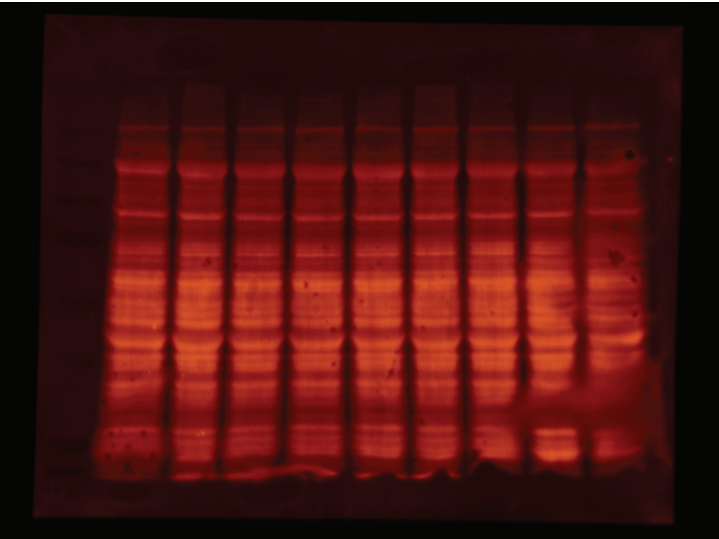

Tibialis anterior (TA) anti-HA

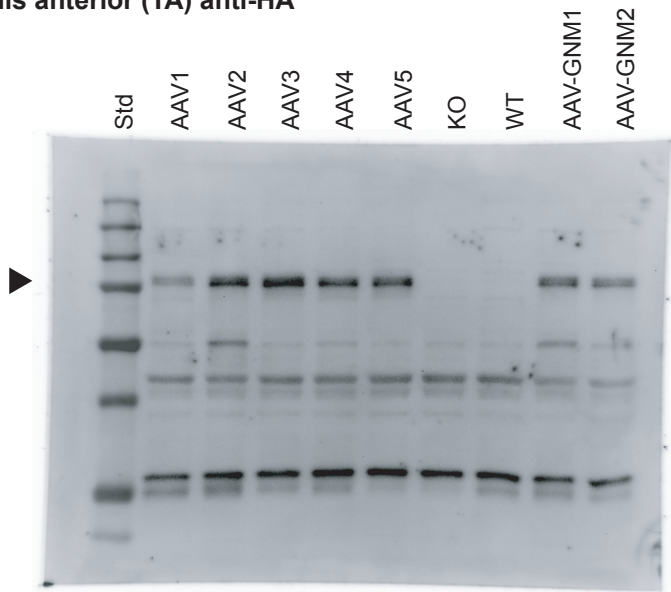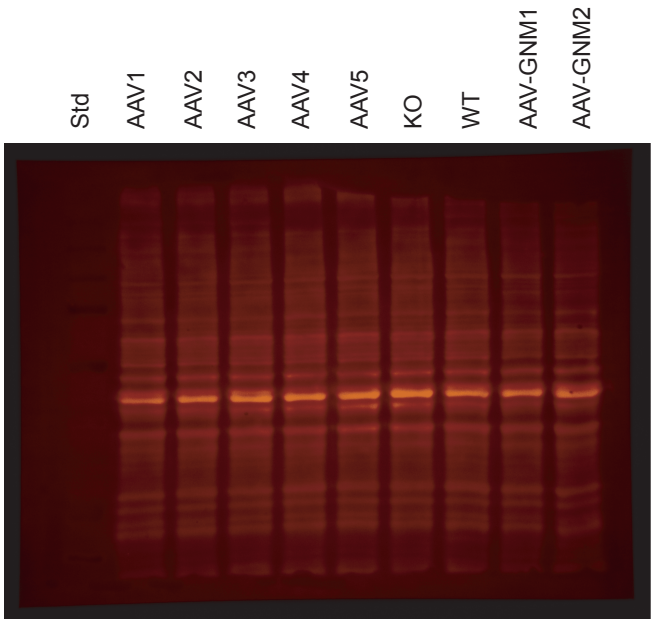

Extensor digitorum longus (DIA) anti-HA

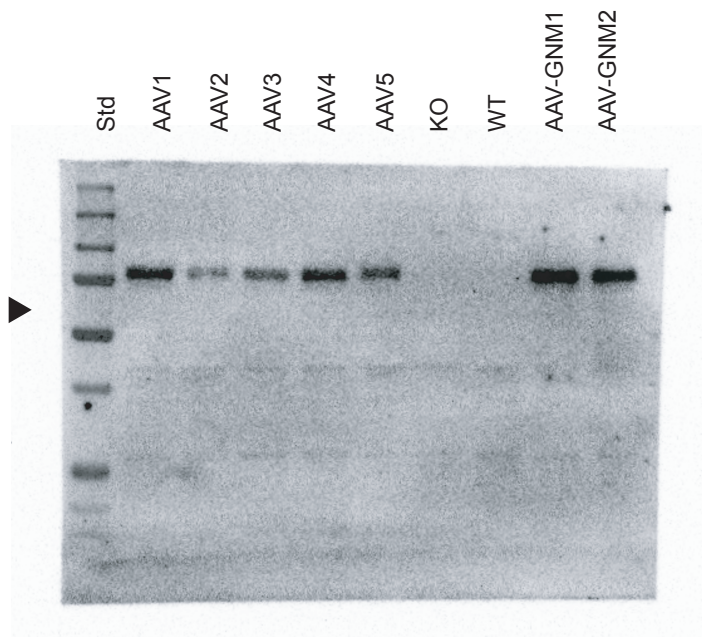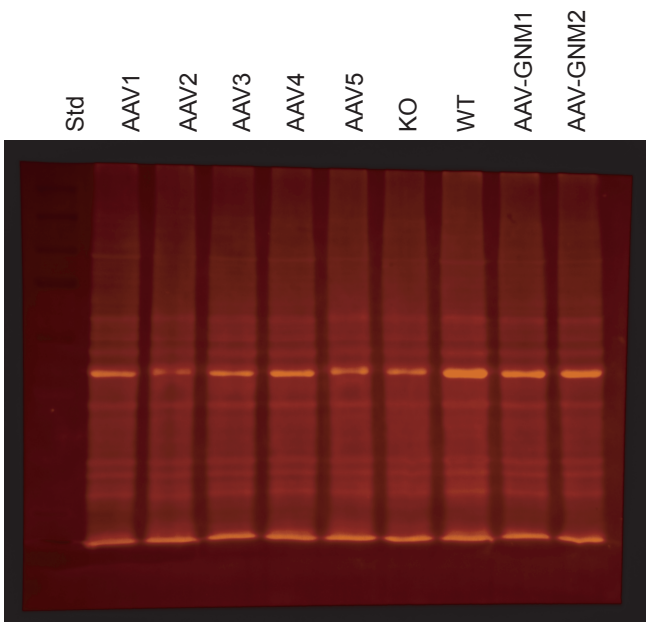

Soleus (SOL) anti-HA

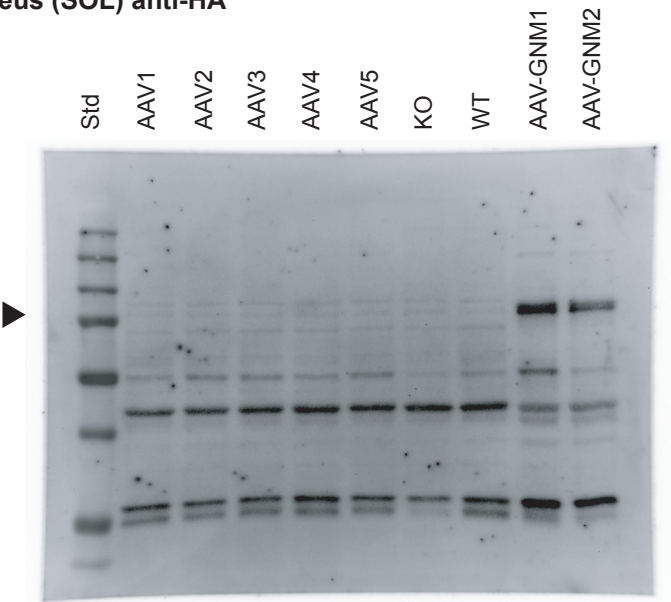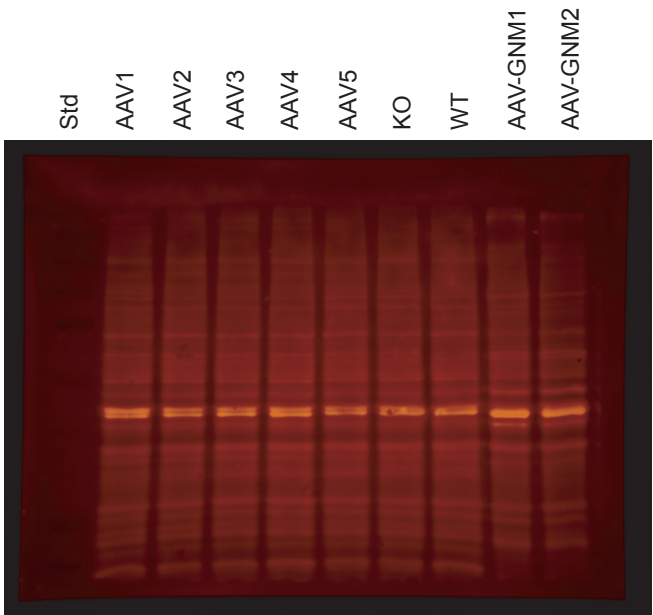

Quadriceps (QUA) anti-HA

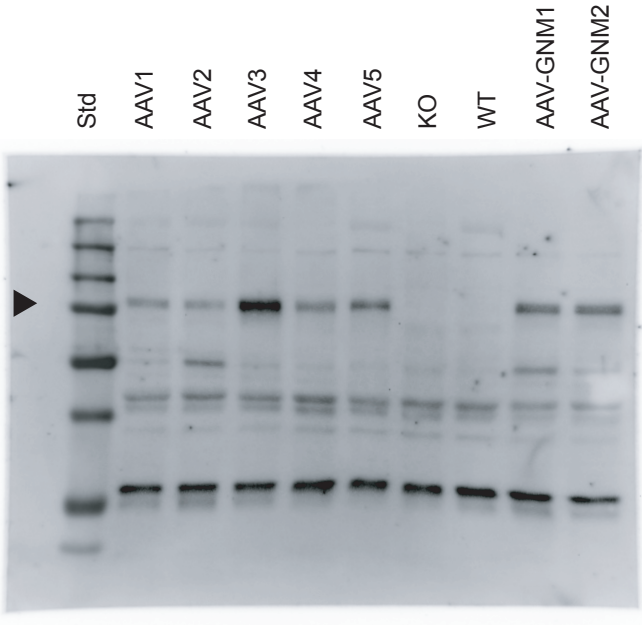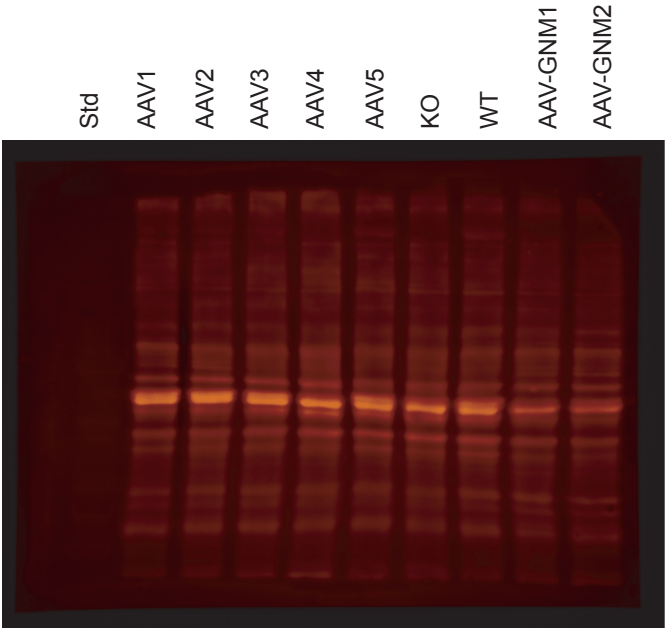

Stomach anti-HA

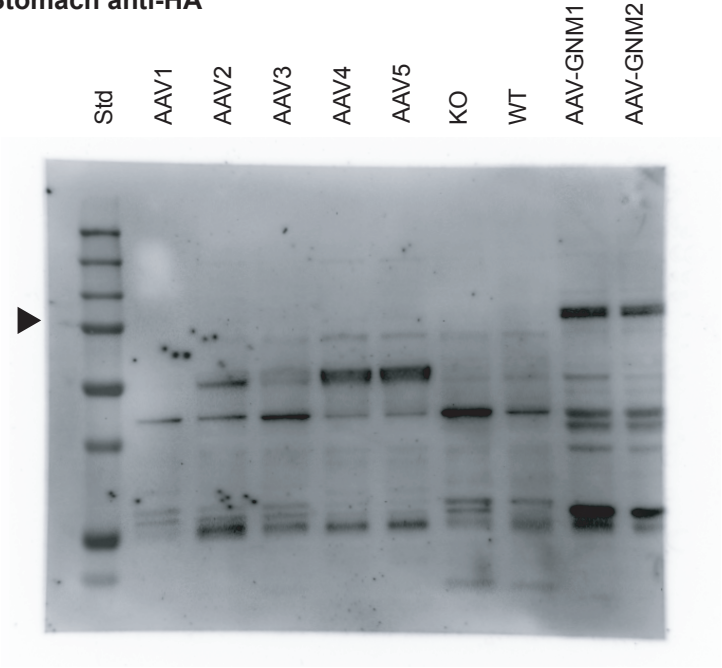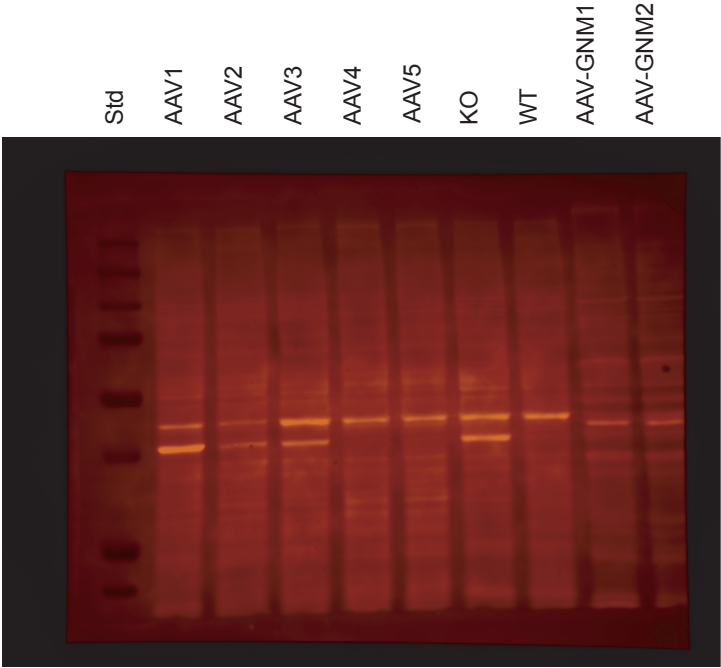

Lung anti-HA

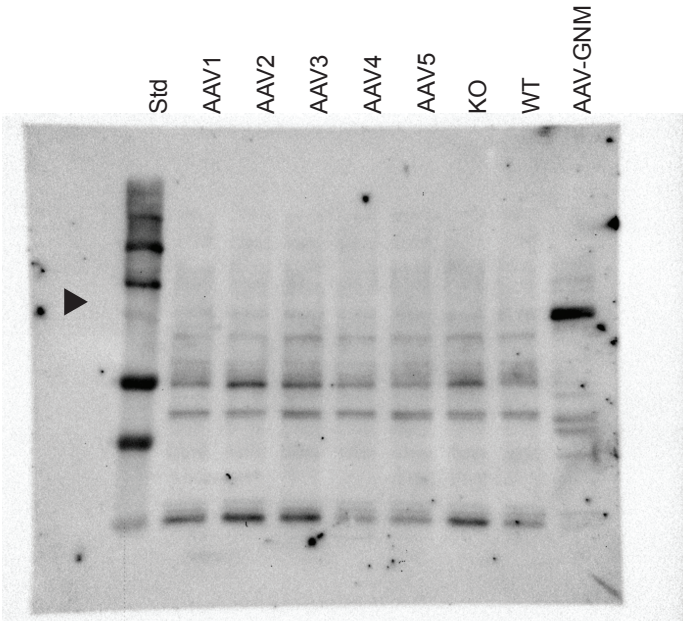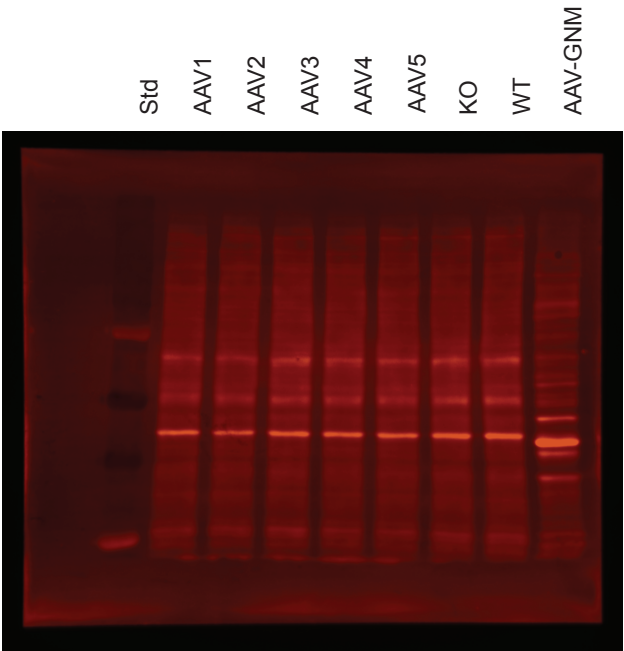

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

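RNA-Seq was measured in 72 mouse libraries: gastrocnemius of WT, *Bmal1*-KO, and KO+AAV mice at 10 weeks (6, 6, and 7 libraries) and 40 weeks (5 each), gastrocnemius of 3 KO+GFP and 3 control KO mice at 10 weeks, and lung, heart, liver, and white fat of 4 KO and 4 KO+AAV mice at 40 weeks. Tissue of the libraries outside the GFP experiment was collected at ZT1. The 10-week libraries of the main experiment were sequenced at ICBR (3 WT, 3 KO, 4 KO+AAV) and Novogene (3 of each), the other gastrocnemius libraries at Novogene, and the other tissues at ICBR.

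The authors aligned reads to GRCm38 with HISAT2 v2.2.1, counted reads per gene with HTSeq, and deposited signal values that are these counts divided by 1 DESeq2 size factor per library, for each group of tissues separately and for the GFP experiment in a table of its own. Each value, multiplied by the library's size factor, gave a whole number, so the reads behind every value were recovered for the 72 libraries. The tables hold 55401 genes, 99.5% with a symbol. Coordinates are those of GENCODE vM21 on GRCm38. The paper does not state the annotation release behind its counts or whether counting used the strand, so values of genes that overlap a gene on the other strand are uncertain.

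Reads counted on genes were 11318203 to 38601790 (median 22650744) in the 10-week WT libraries, 9325122 to 12652064 (median 10482000) in the 40-week KO libraries, and 6754312 to 8515400 (median 8342234) in the KO+GFP libraries, with 36903079 to 50755829 in the other tissues. Counts of genes near the filter have the largest relative sampling error, so genes with a mean normalized count of 5 or less were left out of the tests, and 3 reads were taken as the floor for fold changes.

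Normalized counts were tested as log2(count + 1) with limma 3.58.1 and an intensity trend in R 4.3.3. One model held the 34 gastrocnemius libraries as 6 groups with sequencing site as a covariate. The GFP experiment and each tissue had models of their own. DEGs have *P* under 0.01, the paper's rule, and Benjamini-Hochberg adjusted *P* values are given beside them. Comparisons of the 3 groups at each age, of 40 with 10 weeks in each group, of the differences between ages (interactions), of KO+GFP with KO, and of KO+AAV with KO in each tissue were made. *Arntl* was also tested with exact permutations of the libraries, two-sided, on the difference in means of log2(normalized count + 1), exchanging labels within sites where both groups had 2 sites. Gene lists, 40 written before the data were examined and 8 marker lists added afterward, were summarized by their medians, and 23 of the former were tested as sets with camera at a preset correlation of 0.01 between genes.

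A rule for the genes that the text names was fixed before the data were examined: each gene that the paper names for RNA-Seq in its text or in Figures 4, 5, S4C, and S5B, the 14 genes of its qPCR panel, *Arntl*, and for each comparison the 3 genes with the smallest *P* in each direction among those with an adjusted *P* under 0.05 and no overlap between groups. Not every gene so selected is printed. Genes outside the rule are marked where they are named after their values were seen, except genes given as overlapping a named gene and *Alb*, *Apoa1*, *Gpx5*, and *Adipoq*, which were named from marker lists after libraries had been found apart from the others.

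Other choices tried were a pseudocount of 0.5, no filter or a mean above 50, edgeR's quasi-likelihood test (4.0.16) and, as the paper's own tool, DESeq2's Wald test (1.42.0) on the recovered reads, size factors recomputed within each model, library quality weights, models of the 2 groups compared alone, no site term, libraries of 1 site alone, the replicate number as a block, each library left out in turn in comparisons with a group of 5 libraries or fewer, and fry or the estimated correlation in place of camera's preset. Overlaps and correlations of comparisons that share libraries were set beside 50 simulations of the same design for each of 2 null models.

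The code was tested on simulated data with 200 changed genes in each design: at 4 against 4, limma called 95% of changed and 0.923% of unchanged genes at *P* under 0.01, and of genes with an adjusted *P* under 0.05, 6.45% were false with limma and 30.7% with DESeq2. At 7 against 6, 5 against 5, and 3 against 3, limma called 96.5%, 95.5%, and 99.0% of changed genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

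DAVID enrichment, proteomics, metabolomics, qPCR, and physiology of the paper were not analysed here.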

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

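Each test in this part was set before its result was seen. The epididymis list was written after the libraries had been compared, but before the values of its genes were looked at.

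Among 143 groups of 4 to 7 values tested for a library far from the others, 12 were past Dixon's critical value, where chance gives 7.20, so chance may account for many of the single values in this paragraph, and no technical or biological explanation of them was tested. At 10 weeks these were *Aebp1* in WT replicate 4 (818, against 1433 to 1999 in the other libraries of the group), *Car3* in WT replicate 4 (14202, against 27826 to 35000.2 in the other libraries of the group), *Mlf1* in KO replicate 3 (2418, against 942 to 1312 in the other libraries of the group), *Nt5c* in KO replicate 6 (35.3, against 59.3 to 73.8 in the other libraries of the group), *Agpat3* in KO+AAV replicate 6 (3341, against 2579 to 2786 in the other libraries of the group), and the number of genes detected in KO+AAV replicate 4 (22587, against 20011 to 20948). At 40 weeks they were *Arntl* in WT replicate 5 (479.9, against 571 to 608 in the other libraries of the group) and *Ptafr* in KO replicate 1 (2.75, against 12.4 to 14.3 in the other libraries of the group).

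*Arntl* in the library labelled KO replicate 2 of 40-week gastrocnemius was 1039, against 308 to 395 in the other 4 KO libraries and up to 608 in WT. A WT sample under that label is argued against: 0 of 4 genes that differ between WT and KO lay in the WT range there, with *Per3* at 3.58 (WT 268 to 433), *Nr1d2* at 247 (WT 1557 to 1856), *Mylk4* at 66.3 (WT 25750 to 40587), and *Npas2* at 233 (WT 17.2 to 41.5). A KO library with a raised level of a remaining *Arntl* transcript stays open. Without this library, the number of DEGs with age in KO muscle was 1284 in place of 1961.

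KO heart replicate 2 lay apart from the other 7 heart libraries. Its 7 hepatocyte marker genes were 12.15 higher on the log2 scale (median; -0.3 to 0.17 in the other KO hearts), with *Alb*, which the paper does not discuss, at 859141, against 153 to 216, and *Apoa1* at 194748, against 27.9 to 46.0. Over 100 genes abundant in liver, the median level was 66.8% of that in liver (quartiles 59.6 and 76.8%), and each was above the other 7 heart libraries. A library of another tissue is argued against by the cardiomyocyte markers, which were 0.412 times their level in the other hearts. Liver tissue or RNA mixed into this library could account for the values. No biological explanation was tested.

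KO white fat replicate 2 held epididymis genes: the 19 markers were 15.9 higher on the log2 scale (median; 13.95 with the other libraries raised to the floor, at which 5 of the 19 genes lie in each of them), against 0 to 0.84 in the other KO libraries, and *Gpx5*, which the paper does not discuss, had 748499.7 normalized counts, against 0 to 1.59. Its adipocyte markers were 0.159 times their level in the other libraries, with *Adipoq* at 21980.2, against 85684 to 174316, which argues against a library wholly of another tissue. Epididymis tissue or RNA mixed into this library may account for the values, and no biological explanation was tested. KO+AAV white fat replicate 2 had an epididymis median of 0.79, against 0 in each of the other 3 KO+AAV libraries.

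The change in KO+AAV versus KO differed between the ages, at an adjusted *P* under 0.05, for 1 gene, *Mylk4*, by 3.34 on the log2 scale (adjusted *P* = 0.0306). With the change of KO versus WT, 60 genes differed between the ages, *Mylk4* by -3.63. For these 2 tests, DESeq2 gave 5 and 206 genes at the adjusted threshold and edgeR 0 and 39. With the Novogene libraries alone, 325 genes passed the unadjusted *P* of 0.01 in place of 724. The 40-week libraries all came from 1 site, so a difference between sites in how the groups respond is not excluded for these genes, and the age of the mice stays open as an untested explanation.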

How the results depend on the processing

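The alternatives here were set before the data were examined, except the correlation across separate sites and the slow fiber score, both chosen after seeing the data.

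The directions and the side of the threshold of named genes held in most of the comparisons tallied. Of the log2 fold changes, 243 comparisons with an alternative kept both. The threshold was passed only under the alternative in 14 and only in the model of the text in 17. The 1 that reversed was the change of *Ptafr* with age in KO muscle, 0.58 with limma and -0.25 with DESeq2. Changes of *Mthfd1l* outside this tally also reversed. In WT versus KO at 10 weeks, it had -0.10 with limma and 0.159 with DESeq2. At 40 weeks these were -0.30 and 0.064 in WT versus KO, and -0.15 and 0.337 in KO+AAV versus KO. The cause was not tested for either gene. Of the gene set tests, 26 kept their call with fry and 18 lost it, and with the estimated correlation 22 kept and 22 lost it. All 20 compared with a library left out kept it, but these cover only some of the sets. In KO+AAV versus KO at 40 weeks, the OXPHOS and TCA cycle lists passed with camera in each of 10 such fits. The heat shock list passed in 4 of 10, the MHC class II list in 5, and the NF-kB list in 9. A pseudocount of 0.5 left all 100 results compared with it as they were. Rescaling the values within each model moved no count by over 1.5 times, since its factors were nearly the same for each library.

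The Novogene libraries alone gave 780 DEGs in WT versus KO, 532 in WT versus KO+AAV, and 178 in KO+AAV versus KO at 10 weeks, 187 with age in WT and 1151 in KO+AAV muscle, 89 for the interaction of KO+AAV and KO with age and 325 for that of KO and WT, 455 genes changing with age in both KO groups, 20 genes shared with the GFP experiment, 60 rescued and 303 not rescued genes at 10 weeks, and a correlation of 0.9518 over the rescued genes. These models hold fewer libraries. The ICBR libraries alone gave 1161 DEGs in WT versus KO. With WT versus KO from ICBR and KO+AAV versus KO from Novogene, which share no libraries, the correlation over the DEGs of WT versus KO at ICBR was 0.4627. KO libraries that are in both comparisons raise the correlation by construction, and the genes selected differ.

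A model of the 2 groups compared alone has fewer libraries to estimate the spread from, and gave 174 DEGs in KO+AAV versus KO at 40 weeks, 810 with age in KO and 1093 in KO+AAV muscle. Quality weights gave 3376 DEGs in WT versus KO and 795 in KO+AAV versus KO at 10 weeks, 830 with age in WT and 1307 in KO muscle, 1392 in lung, 113 in white fat, and 100 in heart. The cause was not tested. DESeq2 gave 708 DEGs in KO+AAV versus KO at 10 weeks, 127 in white fat, 177 in liver, and 82 in heart, and a correlation of 0.9791 over the rescued genes at 40 weeks. The cause was not tested, but on simulated data with 4 against 4 libraries 1.7% of unchanged genes passed with DESeq2 and 0.923% with limma. At 7 against 6 these were 1.18% and 0.733%. The order was reversed at 5 against 5, with 1.04% and 1.07%, and at 3 against 3, with 0.675% and 1.02%.

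Without the filter more genes are tested, and 823 DEGs were called in KO+AAV versus KO at 40 weeks, 653 with age in WT muscle, 56 in white fat, 176 in liver, and 80 in heart. With a mean above 50, fewer are tested, and 6 were called in white fat, 59 in liver, and 8 in heart, with 32 genes shared with the GFP experiment. At an adjusted *P* under 0.05 the tissues shared 0 genes in place of 53, since lung had 5 such genes and liver, white fat, and heart none.

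Of the gene set tests, 156 passed with camera's preset correlation, 76 with fry, and 24 with the estimated correlation, which both allow for the correlation between genes of a set, and fry changes what is tested as well.

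With the replicate number as a block, there were 224 DEGs with age in WT, 665 in KO, and 895 in KO+AAV muscle and 36 in white fat, and in liver 31 higher and 34 lower genes. The block takes degrees of freedom, and no comparison here has paired libraries by its design. Libraries of the same number did not resemble each other throughout: in white fat the mean correlation was 0.27 between libraries of the same number and -0.075 between others, with 3 of 4 pairs above 0.1, and in KO+AAV versus KO at 40 weeks 0.172 and -0.038.

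Leaving out 1 library at a time gave 3130 to 3700 (10 fits) DEGs for WT versus KO, 2008 to 2297 (10 fits) for WT versus KO+AAV, and 359 to 717 (10 fits) for KO+AAV versus KO at 40 weeks, 267 to 402 (11 fits) with age in WT, 1284 to 2272 (11 fits) in KO, and 1352 to 2005 (12 fits) in KO+AAV muscle, 671 to 1251 (6 fits) in KO+GFP versus KO, 415 to 1101 (8 fits) in lung, 4 to 28 (8 fits) in white fat, 67 to 117 (8 fits) in liver, and 4 to 61 (8 fits) in heart. Single libraries moved some of these counts by over 1.5 times in either direction, and the cause was not tested: 1284 DEGs with age in KO muscle without the library labelled KO replicate 2, 671 in KO+GFP versus KO without KO+GFP replicate 3, 447 and 415 in lung without KO+AAV replicates 3 and 4, 28, 4, and 7 in white fat without KO replicate 4 and KO+AAV replicates 3 and 4, and 27, 61, 32, 4, and 6 in heart without KO replicates 2, 3, and 4 and KO+AAV replicates 3 and 4. Genes with an adjusted *P* under 0.05 moved more: 2 to 257 (with all libraries 5) in lung, most without KO+AAV replicate 2, 108 to 646 (with all libraries 448) in KO+GFP versus KO, fewest without KO+GFP replicate 3, 26 to 75 (with all libraries 42) in KO+AAV versus KO at 40 weeks, and with age 471 to 1838 (with all libraries 1346) in KO, fewest without KO replicate 2 at 40 weeks, 703 to 1400 (with all libraries 1382) in KO+AAV, fewest without KO+AAV replicate 2 at 40 weeks, and 7 to 29 (with all libraries 24) in WT muscle. The gene set tests of the 40-week comparisons past the threshold numbered 39 to 48.

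With a slow fiber score as a covariate, KO+AAV versus KO gave 389 DEGs at 40 weeks and 480 at 10 weeks. *Mthfd1l*, with a mean of 5.28 in KO muscle at 10 weeks, passed an unadjusted threshold of 0.01 with DESeq2 and not with limma, and the cause was not tested.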

Differences from the paper's values

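DESeq2 for the overlaps between tissues was chosen only after the result was seen.

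The paper reports 2210 DEGs in WT versus KO+AAV at 10 weeks, where limma gave 1418. No filter (1614), edgeR (1598), DESeq2 (1866), quality weights (2117), and the 2 groups alone (1525) came within 1.5 times, and the other alternatives did not. For KO+AAV versus KO at 10 weeks, the paper reports 846 DEGs, 574 up and 272 down, where limma gave 426, 247, and 179. DESeq2 gave 708, 493, and 215, and quality weights 795, 460, and 335, both within 1.5 times in each case. For the downregulated genes, no filter (226) and the 2 groups alone (218) also did, while the others closed none of these gaps. The paper's methods name DESeq2.

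The paper gives 258 rescued genes at 10 weeks in its text and 273 in the legend of Figure 4F, where limma gave 140. The legend of Figure 4 gives 7 samples per group, while 6 WT, 6 KO, and 7 KO+AAV libraries were used here. DESeq2 gave 193, and the other 3 alternatives run on it did not close the gap. The paper's correlation over rescued genes at 40 weeks is 0.9768 and the value here 0.9717, a difference larger than the bootstrap SD of 0.00433. It was 0.9728 with a pseudocount of 0.5 and 0.9791 with DESeq2, both within it, which the other 2 alternatives run on it were not.

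With age in WT muscle, the paper reports 226 DEGs and limma gave 368. A mean above 50 (258), the replicate block (224), the Novogene libraries alone (187), and 7 of the fits that left out a library (267 to 332) came within 1.5 times, and the other alternatives did not.

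In white fat, the paper reports 265 DEGs and limma gave 15. In this case none of the alternatives set before the data were examined closed the gap, and DESeq2 came closest with 127. In liver, the paper reports 167 and limma gave 91. No filter (176), DESeq2 (177), quality weights (117), and leaving out KO+AAV replicate 2 (117) came within 1.5 times, the others did not. In heart, the paper reports 64 and limma gave 15. No filter (80), DESeq2 (82), and leaving out KO replicate 3 (61) came within 1.5 times, the others did not.

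Genes shared between tissues differ from the numbers that the paper draws: heart and gastrocnemius 2, against about 6 in Fig. 6B, read by eye (DESeq2 5), lung and gastrocnemius 29, against about 53 in Fig. 6B, read by eye (DESeq2 53), liver and lung 10, against about 20 in Fig. 6B, read by eye (DESeq2 20), and heart and lung 0, against about 11 in Fig. 6B, read by eye (DESeq2 11). DESeq2 was chosen for these overlaps after seeing the data, and it closed these 4 gaps. For white fat and gastrocnemius (1, against about 8 in Fig. 6B, read by eye), liver and heart (0, against about 6 in Fig. 6B, read by eye), liver and white fat (1, against about 5 in Fig. 6B, read by eye), heart and white fat (0, against about 1 in Fig. 6B, read by eye), and white fat and lung (2, against about 24 in Fig. 6B, read by eye), DESeq2 gave 5, 2, 2, 0, and 12 and did not close the gap. For the overlaps, the alternative set before the data were examined was an adjusted *P* under 0.05, which left no shared gene in any pair and so closed none of the gaps. Other alternatives were not run on them.

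The paper states a minimum of 40000 reads per sample at ICBR and 20000 at Novogene, where the smallest library had 32563431 and 6754312 reads counted on genes. In units of 1000 reads, the values here are 32563 and 6754, within 1.5 times of the paper's number at ICBR and not at Novogene. These are reads counted on genes, not reads sequenced.

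The paper's supplement gives a log2 fold change for *Mylk4* at 40 weeks of 5.222 in KO+AAV versus KO and 7.192 in WT versus KO, where limma gave 5.75 and 7.76. With DESeq2 the values were 5.222 and 7.192. For *Mthfd1l* it gives 0.2325 in WT versus KO at 10 weeks, 0.3382 in KO+AAV versus KO at 40 weeks, and 0.0632 in WT versus KO at 40 weeks, where limma gave -0.10, -0.15, and -0.30. With DESeq2 the values were 0.159, 0.337, and 0.064, which no longer differ from the paper's by the same rule.

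The paper calls *Slc7a5*, *Slc1a3*, *Ntm*, *Ctif*, *Stx4a*, *Nt5c*, and *Mthfd1l* different between KO+AAV and KO muscle at 10 weeks, while limma did not at an unadjusted *P* under 0.01: *Slc7a5* (*P* = 0.00191 in the paper and 0.00424 with DESeq2 here), *Slc1a3* (*P* = 0.00164 in the paper and 0.00453 with DESeq2 here), *Ntm* (*P* = 0.00908 in the paper and 0.0124 with DESeq2 here), *Ctif* (*P* = 0.00886 in the paper and 0.0303 with DESeq2 here), *Stx4a* (*P* = 0.00545 in the paper and 0.0187 with DESeq2 here), *Nt5c* (*P* = 0.00755 in the paper and 0.0133 with DESeq2 here), and *Mthfd1l* (*P* = 0.00422 in the paper and 0.00801 with DESeq2 here). DESeq2 calls *Slc7a5*, *Slc1a3*, and *Mthfd1l* here as the paper does. By qPCR, the paper reports lower *Npas2* in KO+AAV than in KO gastrocnemius at 10 weeks. In the RNA-Seq of gastrocnemius here, its log2 fold change with limma was -0.19 (adjusted *P* = 0.845). The assays differ. The paper ranks white fat above liver by its number of DEGs, while limma and DESeq2 gave more in liver.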

Other observations

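The slow fiber and Schwann cell lists in the GFP experiment, the leave-outs and the KO+AAV slope in lung, the submucosal gland list, the slow fiber score as a covariate, and the share of DEGs near *Arntl* were tests chosen only after the result was seen.

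Libraries were split into other groups of the sizes compared, to see how often as many genes had *P* under 0.01. At 10 weeks, 1 of the 100 splits gave as many as WT versus KO, 1 of the 100 splits as many as WT versus KO+AAV, and 3 of the 100 splits as many as KO+AAV versus KO (426; largest count of the other splits 470), each count including the real split. At 40 weeks, 1 of the 100 splits gave as many as WT versus KO and 1 of the 100 splits as many as WT versus KO+AAV. For KO+AAV versus KO, 44 of the 100 splits gave as many as the real 526 (median of the others 379, up to 1535), and 14 gave as many with an adjusted *P* under 0.05, so chance division of these 10 libraries could give a count of this size. *Per3* and *Hlf* had adjusted *P* = 1.61e-06 and 1.25e-05 in this comparison. With age, 1 of the 100 splits in WT, 1 of the 100 splits in KO, and 1 of the 100 splits in KO+AAV muscle gave as many. Age goes with site in part, and the site term rests on the 10-week libraries.

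In the GFP experiment, 1 of the 10 splits of the 6 libraries gave as many genes, and 3 against 3 libraries allow no smaller share than 0.1. The other splits gave a median of 68 and at most 119 genes, against the real 1193. In lung, 1 of the 35 splits gave as many, 2 as many with an adjusted *P* under 0.05, and the largest other count was 812. In white fat 29 of the 35 splits, in liver 27 of the 35 splits, and in heart 27 of the 35 splits gave as many as the real comparison, with medians of the others of 33.5, 119, and 27 genes against 15, 91, and 15.

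The KO heart library with liver genes may lower the number of DEGs in heart: without KO replicate 2 there were 27, over 1.5 times the 15 with it, though leaving out KO replicate 3 gave 61. In white fat, 21 genes without KO replicate 2 against 15 with it argue against the epididymis genes as the reason for the small count there.

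In lung, genes of cardiac muscle were higher in KO+AAV (medians of 2.44 for cardiomyocyte and 3.28 for atrial genes), as were submucosal gland genes (3.84 over 9 genes, 8 with *P* under 0.01 in limma). A candidate explanation is tissue taken nearer the hilum. Across 831 DEGs, the log2 fold change followed the slope on a cardiac muscle score within the 4 KO lungs (Pearson's *r* = 0.775), but 0.254 without KO replicate 1. Within the KO+AAV lungs *r* was 0.794, and 0.278 without KO+AAV replicate 2. More conducting airway in the KO+AAV lungs cannot be told apart from other causes: the club and ciliated cell genes had a median of 0.35, under the 0.5 set for it, while the alveolar genes fell, with a median of -0.32. An effect of muscle *Bmal1* on lung stays open, untested.

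In KO+GFP versus KO muscle, 3 tests bear on the tissue sampled. The slow fiber genes had a median log2 fold change of 2.78, the Schwann cell genes -0.97, and across the DEGs the change followed the slope on the slow fiber score within the groups of the 34 other gastrocnemius libraries (Pearson's *r* = 0.689). A different share of slow fibers in the muscle sampled, and more nerve in the control samples, are candidate explanations for part of the 1193 DEGs. Without KO+GFP replicate 3 there were 671. An effect of GFP or the vector stays open. With KO+AAV versus KO at 40 weeks, the GFP comparison shared 65 DEGs, where chance gives 39.6, and 9 of them changed in the same direction.

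Genes near *Arntl* on chromosome 7 could differ between WT and both KO groups through DNA carried along with the deleted allele. Within 10 Mb of *Arntl*, 12 of 156 genes were DEGs of both WT comparisons at 10 weeks (7.69%, against 5.45% elsewhere, a ratio of 1.41; Fisher's exact test, *P* = 0.214), and these are 1.35% of the DEGs of both comparisons. At 40 weeks the ratio was 1.61 (29 genes, 18.6% against 11.6%; Fisher's exact test, *P* = 0.0113), and these are 1.54% of such DEGs, with 1853 elsewhere. At both ages this argues against passenger DNA near *Arntl* as a large part of the pattern. For the near genes at 40 weeks, it cannot be told apart from the loss of *Bmal1*, as the ratio lies between the limits set and strain variants were not analysed here. At both ages 7 near genes differed, named after their values were seen: *Dkk3*, *Knop1*, *Ppfibp2*, *Spon1*, *Tmc7*, *Syt9*, and *Trim34b*. Of these, *Trim34b* had a log2 fold change of -3.61 and -3.61 in WT versus KO at 10 and 40 weeks.

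The lower nuclear OXPHOS transcripts in KO+AAV than in KO muscle at 40 weeks might reflect the share of slow fibers in the muscle sampled. With the slow fiber score as a covariate, the median log2 fold change was -0.19 in place of -0.27 and 74 of 79 genes were lower, but 0 were DEGs (24 had an unadjusted *P* under 0.05), against 13 without it. The list passed with camera (adjusted *P* = 1.92e-19) but no longer with fry (adjusted *P* = 0.119, against 0.0393). The TCA cycle, electron transport, and ATP synthesis genes of Figure 5D, which the paper chose on these samples, still passed with fry (adjusted *P* = 0.0344, 0.0215, and 0.0347) and not with the estimated correlation (adjusted *P* = 0.105, 0.0687, and 0.105). The 8 slow fiber genes themselves were each lower in KO+AAV muscle, with a median of -1.74, though 0 had an unadjusted *P* under 0.05. The share of slow fibers therefore cannot be told apart from an effect of *Bmal1* in muscle at this size of change, and both stay open.

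In liver, *Arntl* was higher in KO+AAV than in KO mice. Activity of *Bmal1* from the vector there could raise its targets: 7 of them had a median log2 fold change of 0.21, between the limits set, and none passed an adjusted *P* of 0.05 or an unadjusted *P* of 0.05, so the 2 cannot be told apart at 4 against 4 libraries.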
